# Hypothyroidism impairs skeletal muscle regeneration after injury by altering myogenic and nonmyogenic pathways

**DOI:** 10.1172/jci.insight.197761

**Published:** 2026-03-23

**Authors:** Paola Aguiari, Valentina Villani, Yan-Yun Liu, Gianni Carraro, Gregory A. Brent, Laura Perin, Anna Milanesi

**Keywords:** Cell biology, Endocrinology, Muscle biology, Muscle

## Abstract

Thyroid hormone signaling is an essential regulator of skeletal muscle development, function, and metabolism, yet the specific signaling pathways required for muscle regeneration are not yet defined. We used scRNA-seq and the FUCCI (fluorescent ubiquitination-based cell cycle indicator) reporter mouse model to examine how hypothyroidism impacts repair processes after cardiotoxin-induced injury in mice. During regeneration, and up to 2 months after injury, hypothyroid muscles displayed smaller myofibers and a shift to slower oxidative fiber types. scRNA-seq of tibialis anterior muscle during regeneration revealed that hypothyroidism reduced myogenic-lineage diversity. Cell cycle analysis confirmed delayed cell cycle progression at 5 and 14 days after injury, with skeletal muscle stem cells stalled at the G_1_/S transition, hindering differentiation. Transcriptomic data revealed altered nonmyogenic dynamics, including elevated activated fibro-adipogenic progenitors (FAPs) early in repair and persistent proinflammatory macrophages. Integrative regulon and ligand-receptor analysis further demonstrated that triiodothyronine acted through dual modes: a direct transcriptional control of myogenic cell cycle and oxidative programs and an indirect paracrine remodeling mediated by FAP and immune signaling networks. This study identified what we believe to be novel effects of hypothyroidism on myogenic heterogeneity and impaired tissue repair, offering insights into muscle-wasting mechanisms relevant to hypothyroidism-associated myopathy and sarcopenia.

## Abstract 2

Hypothyroidism impairs muscle regeneration by disrupting cell cycle progression, reducing myogenic diversity, and by altering fibro-adipogenic and immune cell dynamics.

## Introduction

Skeletal muscle regeneration is a highly regulated process driven by the orchestrated interplay of resident muscle stem cells (MuSCs), immune cells, and fibro-adipogenic progenitors (FAPs) to repair tissue damage following injury (1). This process hinges on MuSC activation, proliferation, and differentiation, and it is regulated by intrinsic myogenic programs and extrinsic signals, including growth factors, cytokines, and hormones (2, 3). Among these, thyroid hormones, particularly triiodothyronine (T3), are pivotal in skeletal muscle development, homeostasis, and repair, influencing metabolic activity, mitochondrial function, and myogenic gene expression (4, 5). T3 directly controls MuSC activation by inducing *Myod1* expression to initiate cell cycle entry and later promotes cell cycle exit and differentiation through myogenin and myosin heavy chain isoform expression (5, 6).

The genomic actions of T3 are mediated by thyroid hormone nuclear receptors (THRs), which act as ligand-inducible transcription factors (7). Disruption of thyroid hormone signaling — as seen in mouse models such as D2/D3 knockouts (deiodinase 2/deiodinase 3; predominant thyroid hormone–activating and –deactivating enzymes, respectively) or thyroid hormone receptor α (THRA) mutations — impairs regeneration, leading to defective myogenesis and premature sarcopenia (8–11). In addition, hypothyroid patients commonly report symptoms of hypothyroid myopathy, like exercise intolerance, myalgias, cramps, stiffness, and myoedema (12). Despite these insights, the cellular and molecular mechanisms by which hypothyroidism alters muscle repair remain poorly understood. In particular, how thyroid hormone deficiency alters myogenic lineage commitment, cell cycle dynamics, and interactions between MuSCs and supporting cell types has yet to be fully elucidated.

Recent advances in scRNA-seq have revolutionized our ability to dissect cellular heterogeneity and transcriptional profile changes during muscle regeneration (13–16). However, capturing the real-time cell cycle changes of MuSCs during regeneration has remained challenging.

In this study, we combined scRNA-seq with a fluorescent ubiquitination-based cell cycle indicator (FUCCI) reporter mouse model to investigate how hypothyroidism affects skeletal muscle regeneration after cardiotoxin-induced injury. Our findings reveal that hypothyroidism reduces cellular diversity within the myogenic lineage, increases the proportion of activated FAPs early in regeneration, and alters immune cell composition throughout the repair process, revealing previously uncharacterized effects of hypothyroidism on muscle repair. These findings offer more insights into the mechanisms underlying hypothyroid myopathy and identify thyroid hormone signaling as a potential therapeutic target for improving muscle repair.

## Results

### Skeletal muscle regeneration after injury is impaired during hypothyroidism.

To assess the impact of thyroid hormone deficiency on muscle regeneration, we induced injury with cardiotoxin (CTX) in the tibialis anterior muscle (TAM) of hypothyroid mice, compared with euthyroid control mice, and monitored recovery over 2 months (Figure 1A). Hypothyroidism was induced in mice 3 weeks before injury and maintained for the duration of the study. We confirmed that the dietary/propylthiouracil regimen produced systemic hypothyroidism before muscle injury, by measuring circulating T3 levels at 3 key time points (Supplemental Figure 1).

Uninjured hypothyroid muscle fibers were significantly smaller than those of control mice, as measured by minimal Feret diameter (Figure 1, B and C). At 4 days after injury (dpi), both groups exhibited similar histological appearance, with no major morphological differences. However, starting at day 7, the hypothyroid group displayed a marked and sustained reduction in myofiber size compared with controls. This included significantly smaller cross-sectional areas and minimal Feret diameters across all subsequent time points (Figure 1, B and C). Notably, the degree of myofiber size loss after injury, calculated as the percentage decrease relative to uninjured muscle, was significantly greater in hypothyroid mice, as shown in Figure 1D.

These findings indicate that hypothyroidism delays muscle fiber growth during regeneration and exacerbates muscle fiber atrophy following injury. The persistence of smaller fiber size up to 2 months after injury suggests incomplete recovery and impaired regenerative capacity in the hypothyroid group.

### scRNA-seq reveals altered muscle-resident cell dynamics in hypothyroid mice.

To investigate the molecular effects of hypothyroidism on skeletal muscle regeneration, we performed scRNA-seq on TAM from control and hypothyroid mice at 0, 5, and 14 dpi, capturing MuSC proliferation (5 days) and differentiation/remodeling (14 days) phases (Figure 2A). After quality control, the scRNA-seq datasets contained an average of 3,735 ± 1,786 cells per sample, and the integrated dataset included a total of 22,409 cells. 

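Tibialis anterior muscle (TAM) from 3 male mice was pooled for each library, with 1 library for each of the 6 combinations of diet and time (0, 5, and 14 dpi), so there were no replicates and no difference between conditions was tested. RNA from single cells was captured in droplets and counted by unique molecular identifiers (UMIs), so that each UMI stands for a captured RNA molecule. The authors' pipeline in Partek Flow aligned the reads to the mouse genome, filtered the cells, and made the deposited values, which are log2(CPM + 1) for 12436 genes in each cell, where CPM is counts scaled to the same total in every cell. UMI counts were recovered from these values by taking the most frequent value above 0 in each cell as 1 UMI, which left 99.934% of the 39334018 values above 0 as whole numbers of UMIs. This rule replaced the smallest value, which was tried before it.
The deposited files hold 20269 cell columns, of which 18589 are different cells and 1680 appear in files of different conditions with the same barcode and the same values. The columns of each file form runs in which the barcodes stand in alphabetical order, with 1 run in the hypothyroid 14 dpi library and 2 or 3 runs in each of the others. A 2nd run of 1152 cells in the uninjured control file is a copy of the hypothyroid 14 dpi cells, and a 2nd run of 528 cells in the uninjured hypothyroid file is a copy of control 5 dpi cells. All values use the first run of each file, which holds 11207 cells in all and close to 50% of the cell number that the paper gives for each library. This choice was made after the files had been seen. The condition of the 9062 columns in later runs was treated as not known.
In the first runs, the control libraries held 5931936 UMIs in 1152 cells (uninjured), 15434863 UMIs in 2428 cells (5 dpi), and 16466594 UMIs in 3294 cells (14 dpi). The hypothyroid libraries held 2283734 UMIs in 528 cells (uninjured), 23496434 UMIs in 2155 cells (5 dpi), and 13118738 UMIs in 1650 cells (14 dpi). Median UMIs per cell were 4589, 3847, and 3979.5 in control muscle and 3634, 8055, and 6863.5 in hypothyroid muscle, in the same order of days. The paper states its depth in reads per cell, and the depths here are UMIs.
Cells were grouped by graph-based clustering on 20 principal components of the 2000 most variable genes, and a cluster was named after a cell type when enough of that type's marker genes were raised in it, so the groups are called FAP-like, myocyte-like, and so on. Shares of cells have exact Clopper-Pearson 95% intervals. Levels of a gene are UMIs summed over the cells of a group and scaled to CPM, with exact Poisson 95% intervals and the matching exact interval for a ratio of hypothyroid over control. A count of 0 allows up to 3 counts. Intervals and floors cover counting error alone, not differences between mice or libraries. Overlap of the intervals of 2 shares does not exclude that the shares differ.

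**Figure D1:**
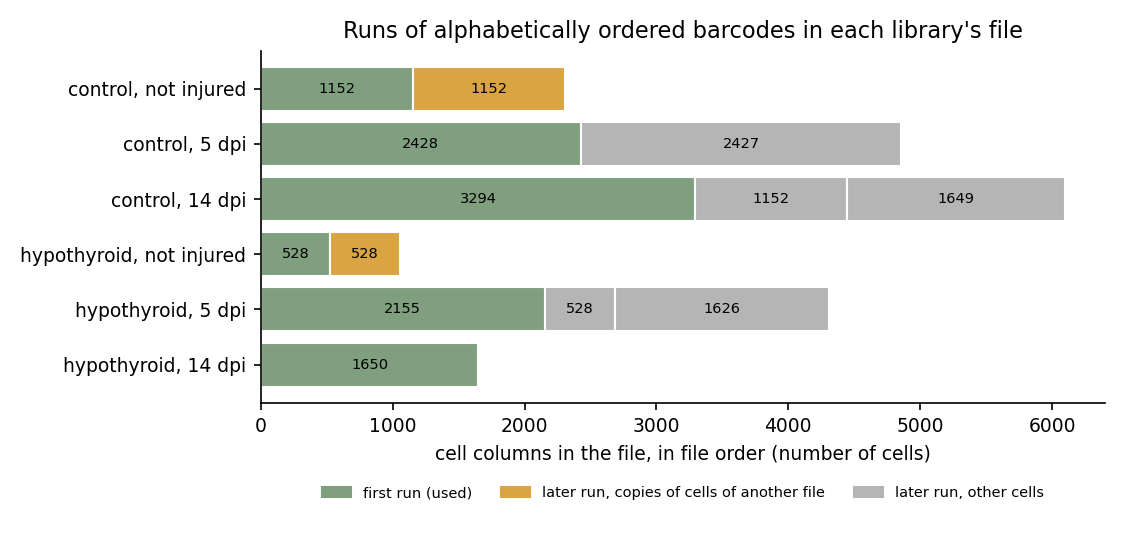
Number of cell columns in each library's file, in file order (x axis), by library (y axis), split into runs of alphabetically ordered barcodes. Green bars are the first runs, which hold the cells used, and orange bars are later runs whose cells also stand in another file.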

Unsupervised graph-based clustering of the integrated data identified 9 distinct clusters (Supplemental Figure 2, A and B, and Supplemental Dataset 1). Based on differential expression of canonical markers (13, 15) and by combining the FAP clusters into one single cluster, we reclassified these 9 clusters into 7 broad groups of known muscle-resident cell types, shown by 2D t-distributed stochastic neighbor embedding (t-SNE) (Figure 2, B and C, and Supplemental Dataset 2). FAPs represented the dominant cluster (46.8%), followed by endothelial/mesenchymal cells (15.5%), lymphoid cells (B, T, and NK cells) (14.4%), myeloid cells (monocytes and macrophages) (13.9%), a cluster of mixed immune cells (1.8%), myogenic progenitors (5.6%, cells expressing *Pax7*, *Myod1*, or *Myog*), and a small population of mature myocytes (6%, expressing *Myh1* and *Acta1*, a marker of terminally differentiated cells). 

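Clustering of the 11207 cells gave 10 clusters, all of which were named by raised marker genes of a cell type. Raised markers included *Gsn*, *Dcn*, *Col1a1*, and *Col3a1* in FAP-like clusters, *Cdh5*, *Pecam1*, and *Cldn5* in endothelial/mural-like clusters, *Cd3d*, *Nkg7*, and *Gzma* or *Cd79a* and *Ms4a1* in lymphoid-like clusters, *Lyz2*, *Csf1r*, and *Cd68* in monocyte/macrophage-like cells, *Myf5*, *Myod1*, and *Cdh15* in myogenic progenitor-like cells, and *Acta1*, *Ckm*, and *Tnnt3* in myocyte-like cells. FAP-like cells made up 5228 of them, endothelial/mural-like cells 1861, lymphoid-like cells 1801, monocyte/macrophage-like cells 1543, myogenic progenitor-like cells 469, and myocyte-like cells 220. Median depth differed between these groups, from 1712.5 UMIs in myocyte-like cells to 8670 in myogenic progenitor-like cells. The last 2 counts leave out glial-like cells, which were removed after myogenic cells had been clustered on their own. No cluster took the name of granulocytes. The names were rebuilt from markers, so a difference from the study's shares may come from the naming.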

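Myocyte-like cells were 3.56% of the cells of uninjured control muscle (41 of 1152, 95% interval 2.57 to 4.80) and 12.3% of the cells of uninjured hypothyroid muscle (65 of 528, 95% interval 9.63 to 15.4), a ratio of 3.46 whose intervals were apart. FAP-like cells in the same libraries were 72.9% (control, 95% interval 70.3 to 75.5) and 62.9% (hypothyroid, 95% interval 58.6 to 67.0). Counts of myogenic progenitor-like cells in uninjured muscle, 33 and 20, gave overlapping intervals.
After injury, FAP-like cells at 5 dpi made up 17.7% of control cells (430 of 2428, 95% interval 16.2 to 19.3) and 41.6% of hypothyroid cells (896 of 2155, 95% interval 39.5 to 43.7), a ratio of 2.35. The alternative that moved it most was to keep all cell columns of each file, later runs included, which gave a ratio of 0.980. That alternative was chosen after the data had been seen and includes cells of unknown condition, so it neither supports nor excludes the rise. Myogenic progenitor-like cells were 4.28% in control (95% interval 3.51 to 5.17) and 8.35% in hypothyroid muscle (95% interval 7.22 to 9.60), a ratio of 1.95. Lymphoid-like cells at 5 dpi were 45.5% and 14.5%, respectively, a ratio of 0.319, which with all cell columns of each file became 1.01. Monocyte/macrophage-like cells were 24.1% and 31.8% (1.32). Only 9 control and 5 hypothyroid cells were myocyte-like at this time.

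**Figure D2:**
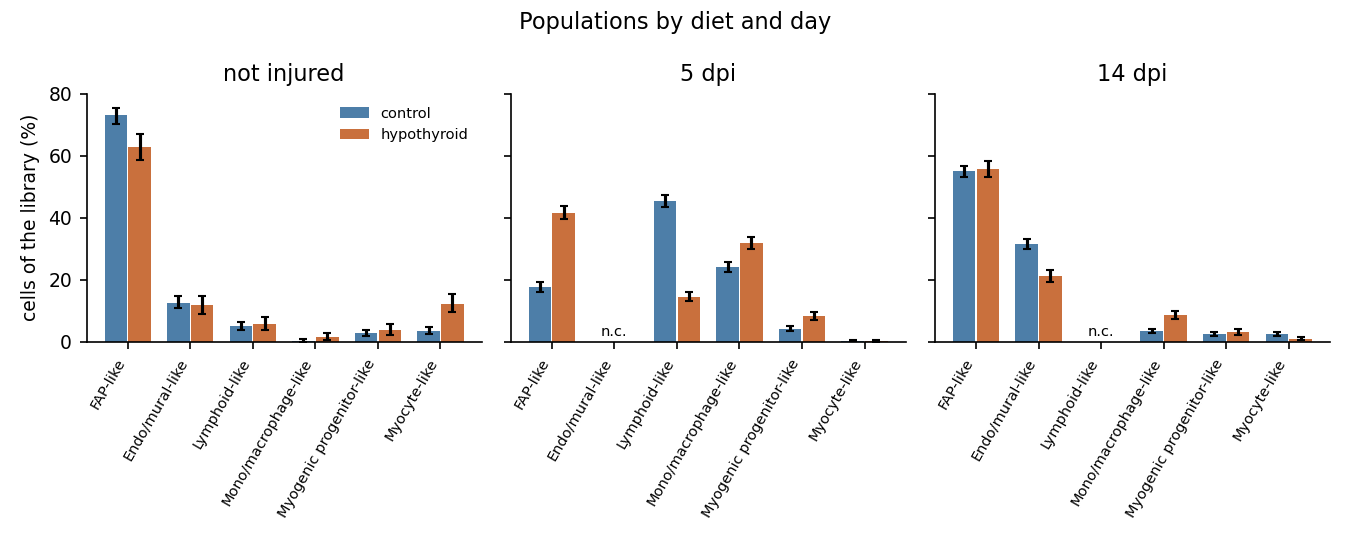
Share of all cells in percent (y axis) of each cell population in the 6 libraries, by time after injury and diet. Bars are 1 library each, and error bars are exact Clopper-Pearson 95% intervals that cover counting error alone. At 5 dpi, FAP-like cells were 17.7% in control and 41.6% in hypothyroid muscle.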

Hypothyroid muscles showed distinct cell dynamics: uninjured samples had a 3.8-fold increase in myocytes, while at 5 dpi, FAPs and myogenic progenitors increased 2.2- and 2.3-fold, respectively, compared with controls. 

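Monocyte/macrophage-like cells were 3.58% of control cells (118 of 3294, 95% interval 2.97 to 4.27) and 8.55% of hypothyroid cells (141 of 1650, 95% interval 7.24 to 10.0) at 14 dpi, a ratio of 2.39. Myocyte-like cells made up 2.49% (82 cells, 95% interval 1.98 to 3.08) and 1.09% (18 cells, 95% interval 0.648 to 1.72), a ratio of 0.438. FAP-like cells were 55.0% in control and 55.7% in hypothyroid muscle, and myogenic progenitor-like cells 2.46% and 3.09%, with overlapping intervals for both. Endothelial/mural-like cells at 14 dpi were 31.6% and 21.2%, a ratio of 0.670, which became 1.03 with 30 principal components. That setting left 1433 cells of all libraries unnamed, against 0 in the main setting. Lymphoid-like cells were not compared between the libraries of this day, since 12 of the 20 genes that set them apart also differed in level between the libraries.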

By 14 days, hypothyroid samples exhibited a 2.0-fold increase in lymphoid cells and a 2.4-fold increase in monocytes and macrophages, and a 2.9-fold drop in myocytes (Figure 2, D and E), suggesting altered cellular coordination during repair.

### Hypothyroidism reduces myogenic-lineage heterogeneity.

To examine how hypothyroidism influences transcriptional programs during muscle regeneration, we focused on myogenic-lineage cells from integrated control and hypothyroid datasets across regeneration stages. We selected the myogenic progenitor and myocyte clusters, and we initially identified 1,711 cells. After exclusion of 2 subpopulations enriched in glial cell, Schwann cell, and erythrocyte markers (Supplemental Figure 2B, Supplemental Figure 3, and Supplemental Dataset 3), the final analysis included 1,463 myogenic cells.

Pseudo-bulk principal component analysis (PCA) captured global transcriptional trends. Principal component 1 (PC1), explaining 71.08% of the variance, separated noninjured (NI) samples from samples 5 dpi. 

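UMIs were summed over the myogenic progenitor-like and myocyte-like cells of each library, scaled to CPM, and put on the log2(CPM + 1) scale before PCA of the 6 libraries. The first component held 67.5% of the variance and the second 12.4%. Coordinates on the first component of myogenic cells were 79.9 (control) and 88.5 (hypothyroid) in uninjured muscle and -74.0 and -67.1 at 5 dpi. The mean over cells of log2(CPM + 1) in place of the sums moved the share of the first component most, to 89.2%. With 6 points, components describe the libraries and carry no error.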

At 14 dpi, control samples clustered closely with NI, suggesting recovery, while hypothyroid samples diverged along both PC1 and PC2, indicating persistent transcriptional alterations (Figure 3A).

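On the first component, control muscle at 14 dpi stood at 1.89 and hypothyroid muscle at -29.2. The Euclidean distance over all components from control 14 dpi to uninjured control was 109, and from hypothyroid 14 dpi to uninjured hypothyroid 137. From control 14 dpi to control 5 dpi it was 99.8, and from hypothyroid 14 dpi to hypothyroid 5 dpi 84.9. The control pools held 296239 UMIs in uninjured muscle and 1373080 at 5 dpi. Distances at equal depth are not given, so which of these days control muscle at 14 dpi lay closer to is not settled. The pair of 14 dpi libraries was 70.9 apart, against 95.8 for the uninjured pair and 57.8 for the 5 dpi pair.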

To explore temporal and condition-specific changes, we analyzed hypothyroid and control myogenic groups separately. This yielded 708 cells from control and 755 from hypothyroid samples. In control muscles, unsupervised clustering identified 6 distinct clusters that we classified based on expression of canonical myogenic and cell cycle markers (Supplemental Figure 4A and Supplemental Dataset 4): quiescent/activated progenitors (expressing *Pax7*, *Myf5*, *Ccnd1*, and *Cdk6*), present across all time points; proliferating myoblasts (expressing *Ccne1*, *Cdk2*, *Ccna2*, *Cdk1*, and *Myog*), peaking at 5 dpi; two *Myod1^+^* progenitor clusters, *Myod1*^+^ I (expressing *Pax7*, *Myf5*, *Ccne1*, and *Ccne2*, enriched in NI muscles) and *Myod1^+^* II (expressing *Myh6*, *Myl1*, *Acta1*, and *Myh4*, enriched at 14 days), representing cells poised for differentiation; and two differentiated myocyte clusters (Myocytes I and II), expressing *Myh1* and *Myh4*, respectively, both present at baseline and 14 dpi (Figure 3, B–D).

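The control myogenic cells numbered 74 in uninjured muscle, 113 at 5 dpi, and 163 at 14 dpi, and were clustered without the hypothyroid cells. Clusters with raised markers of quiescent/activated cells held 1, 41, and 60 of them on these days. Proliferating clusters held 0, 31, and 5 cells, and myocyte clusters 38, 7, and 77. The remaining 35, 34, and 21 cells were in clusters whose markers gave no name.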

Based on Gene Ontology (GO) analyses of differentially expressed genes, Myocytes I displayed enrichment for pathways that include mTOR signaling, mitochondrial translation, tricarboxylic acid cycle, and respiratory electron transport chain, strongly suggesting that these cells adopt a transcriptional program characteristic of oxidative, metabolically active muscle fibers (17, 18). In contrast, Myocytes II exhibited enrichment for GO pathways such as Rho GTPase signaling, cell cycle progression, translation initiation complex formation, HSF1 activation, and VEGF-VEGFR pathway (Supplemental Figure 5 and Supplemental Dataset 5).

Unsupervised graph-based clustering of hypothyroid myogenic cells identified only 4 clusters (Figure 3E, Supplemental Figure 4B, and Supplemental Dataset 6), indicating reduced heterogeneity. These included a single *Myod1^+^* population spanning NI and 14 dpi; two proliferating clusters (Proliferating I and II), both expressing cell cycle (*Ccne1*, *Cdk1*, *Ccna2*, *Ccnb1*) and cell cycle exit genes (*Myog*, *Ccnd3*, *Cdkn1c*) (Figure 3, F and G), but differing in their transcriptional profiles: Proliferating I enriched for mTOR signaling, ribosomal biogenesis, and stress response, and Proliferating II showing markers of mitochondrial biogenesis, extracellular matrix (ECM) remodeling, autophagy, and cytoskeletal reorganization (Supplemental Figure 6); and one differentiated myocyte cluster (expressing *Myh1* and *Myh4*).

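Clustered alone, the hypothyroid myogenic cells (85, 185, and 69 cells in uninjured muscle, at 5 dpi, and at 14 dpi) also included clusters named quiescent/activated, with 3, 31, and 8 cells. The name took only 1 of 74 control and 3 of 85 hypothyroid cells in uninjured muscle, so these clusters may not match the paper's quiescent/activated cluster. Myocyte clusters held 65, 5, and 16 cells, and unnamed clusters 17, 107, and 41. The counts depended on the clustering: with both diets together, quiescent/activated clusters at 14 dpi held 2 of 163 control cells (1.23%, 95% interval 0.149 to 4.36) and 12 of 69 hypothyroid cells (17.4%, 95% interval 9.32 to 28.4). Too few cells were caught at 14 dpi to check whether the genes that set these clusters apart also differed between the libraries.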

The analyses did not identify a distinct cluster for quiescent/activated cells in the hypothyroid dataset. However, proliferating cells (Proliferating II) expressing Notch signaling in the uninjured hypothyroid muscle could represent activated myogenic cells. Proliferative cells were detected even in uninjured hypothyroid muscle, with a moderate increase at 5 days and a marked 10-fold rise by 14 dpi (Figure 3G). 

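In hypothyroid muscle, proliferating clusters of the myogenic cells held 0 of 85 uninjured cells (a count of 0 allows up to 3.53%), 42 of 185 cells at 5 dpi (22.7%, 95% interval 16.9 to 29.4), and 4 of 69 at 14 dpi (5.80%, 95% interval 1.60 to 14.2). With the cells of both diets clustered together, the proliferating share of myogenic cells at 5 dpi was 47.8% in control (54 of 113, 95% interval 38.3 to 57.4) and 21.6% in hypothyroid muscle (40 of 185, 95% interval 15.9 to 28.3), a ratio of 0.452. Settings were varied for 3 myogenic shares, and among these they moved this ratio most. The ratio became 0.230 when the clustering resolution was doubled and 1.29 with all cell columns of each file. The latter alternative was chosen after the data were seen and includes cells of unknown condition. At 14 dpi the counts were 1 of 163 control and 4 of 69 hypothyroid cells, a ratio of 9.45. The intervals overlapped, which does not exclude a difference. Clustered alone, the diets had shares of 3.07% and 5.80% on that day.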

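Among myogenic cells at 14 dpi, the myocyte state made up 47.2% in control (77 of 163, 95% interval 39.4 to 55.2) and 23.2% in hypothyroid muscle (16 of 69, 95% interval 13.9 to 34.9), a ratio of 0.491. At 5 dpi there were 7 such cells of 113 in control and 5 of 185 in hypothyroid muscle, 6.19% (95% interval 2.53 to 12.3) against 2.70% (95% interval 0.883 to 6.19), with overlapping intervals. In uninjured muscle the shares were 52.7% and 76.5%, a ratio of 1.45. These cells were found by raised muscle structural genes, and too few were caught at 5 and 14 dpi to check whether those genes also differed in level between the diets.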

Differentiated myocytes were significantly reduced at both 5 days and 14 days in hypothyroid regenerating muscles when compared with controls (Supplemental Table 1).

GO term analysis comparing control with hypothyroid myogenic cells 5 days after muscle injury revealed enrichment of pathways related to muscle cell differentiation, activation, adaptation, and skeletal muscle contraction (Supplemental Figure 7 and Supplemental Dataset 7). 

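Pathway enrichments were not recomputed, and genes of these pathways were compared instead in the myogenic progenitor-like and myocyte-like cells of 14 dpi combined. *Col1a1* (chromosome 11, from 94827050 to 94843869 in GRCm39) was at 416 CPM in control and 24.3 CPM in hypothyroid myogenic cells, a ratio of 0.0585 (95% interval 0.0330 to 0.0967). *Col1a2* was also lower in hypothyroid cells, with a ratio of 0.526, which became 1.23 for *Col1a2* in myogenic cells at 14 dpi with the mean over cells of log2(CPM + 1), while *Col3a1* (1.27), *Col4a1* (1.33), and *Itgb1* (1.35) were higher. Ratios of *Met* (0.722) and *Ptk2* (0.823) had intervals that include 1. *Col1a1* also fell in monocyte/macrophage-like cells of 14 dpi, from 265 to 22.1 CPM (ratio 0.0833), and in lymphoid-like cells, from 126 to 44.1 CPM, so free RNA from other cells is not excluded as its source in myogenic cells.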

By 14 dpi, control myogenic cells showed increased activation of MET-PTK2 signaling, integrin-mediated cell surface interactions, nonintegrin membrane-ECM interactions, and collagen biosynthesis (Supplemental Figure 7 and Supplemental Dataset 8). These findings suggest that hypothyroidism disrupts normal regenerative progression by reducing cellular diversity within the myogenic lineage, delaying the transition from proliferation to differentiation, and impairing the reestablishment of mature muscle fiber populations. 

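Proliferation was also measured without clustering, as the share of myogenic cells with UMIs of at least 3 of 25 proliferation genes after each cell was thinned at random to 1000 UMIs. At 5 dpi this share was 24.3% in control (95% interval 16.7 to 33.4) and 23.8% in hypothyroid muscle (95% interval 17.8 to 30.6). At 14 dpi it was 1.50% (2 of 133 cells, 95% interval 0.183 to 5.33) and 7.69% (5 of 65, 95% interval 2.54 to 17.0), and the intervals overlapped. Summed over the list, the same genes were at 461 CPM in control and 990.1 CPM in hypothyroid myogenic cells at 14 dpi, a ratio of 2.15 (95% interval 1.88 to 2.46), and at 2830.1 and 2103 CPM at 5 dpi, a ratio of 0.743. From its findings on myogenic cells, among them the pathway enrichments at 5 and 14 dpi, the paper proposes 3 effects of hypothyroidism. They are lower diversity of these cells, a delayed passage from proliferation to differentiation, and less recovery of mature fibers.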

Hypothyroid muscles showed abnormal transcriptional programs and ongoing proliferation, which might likely hinder muscle repair and function after injury.

### Hypothyroidism alters proliferation and differentiation in the myogenic lineage.

To investigate the effects of hypothyroidism on myoblast proliferation and differentiation, we analyzed the integrated myogenic-lineage data from control and hypothyroid groups and applied graph-based clustering. We identified 5 distinct clusters (Figure 4, A and B, and Supplemental Dataset 3) based on differential gene expression of key markers of myogenesis and cell cycle regulation (Supplemental Figures 8 and 9). The identified populations aligned closely with separate control and hypothyroid analyses, comprising quiescent/activated cells (Q/A, cluster 5), *Myod1^+^* cells (cluster 3), differentiated myocytes (cluster 1), and 2 distinct clusters of proliferating cells: Proliferating I (cluster 4), representing actively cycling myoblasts with upregulated cell cycle genes (*Ccne1*, *Cdk2*, *Ccna2*, *Cdk1*, *Ccnb1*); and Proliferating II (cluster 2), exhibiting increased *Myod1* and *Myog* expression, indicative of cells transitioning to exit the cell cycle toward differentiation (Figure 4B).

Comparative gene analysis between hypothyroid and control samples identified transcriptional differences across quiescent/activated cells, proliferating myoblasts, and differentiated myocytes (Figure 4C and Supplemental Dataset 9). 

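Quiescent/activated clusters held 1 control and 3 hypothyroid cells in uninjured muscle, too few to compare, so genes were compared in all myogenic progenitor-like cells of uninjured muscle (33 control and 20 hypothyroid cells). That substitution was made after the clusters had been seen. *Fos* (chromosome 12, from 85520664 to 85524048 in GRCm39) was at 261 CPM in control (95% interval 186 to 357) and 653 CPM in hypothyroid cells (95% interval 519 to 810.3), a ratio of 2.50 (95% interval 1.69 to 3.76). Keeping all cell columns of each file, an alternative chosen after the data were seen, moved *Fos* in myogenic progenitor-like cells in uninjured muscle most, to a ratio of 0.359, and the mean over cells of log2(CPM + 1) gave 0.790, both with the direction turned. *Jun* (chromosome 4, from 94937271 to 94940460) was at 147 and 95.5 CPM, a ratio of 0.648 with an interval (0.292 to 1.37) that includes 1. *Myh1*, *Myh2*, and *Myh3* had no UMI in these cells in either library, where a count of 0 allows up to 20.1 CPM in control and 23.9 CPM in hypothyroid cells.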

In uninjured muscle (NI), quiescent/activated cells (cluster 5) from hypothyroid samples exhibited a pre-activated state, characterized by upregulation of activation markers *Fos* and *Jun* as well as myosin genes (*Myh1*, *Myh3*) (Figure 4C). This was accompanied by the downregulation of the thyroid hormone target genes *Myod1* and *Myog*, and the cell cycle inhibitor p57 (*Cdkn1c*), compared with their euthyroid counterparts (Figure 4C).

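In the same cells, *Myod1* (chromosome 7, from 46025898 to 46028524) was at 5662 CPM in control (95% interval 5286 to 6057) and 1958 CPM in hypothyroid muscle (95% interval 1721 to 2219), a ratio of 0.346 (95% interval 0.299 to 0.399). *Myog* had no UMI in either library. *Cdkn1c* had 3 UMIs in control and 2 in hypothyroid cells, a ratio of 0.792 with an interval (0.0662 to 6.91) too wide to give a direction.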

Hypothyroid Proliferating II cells (cells poised for differentiation, cluster 2) at 5 dpi exhibited downregulation of *Myod1*, genes involved in cell cycle exit (*Myog* and *Myf6*), cell cycle genes, and transient myosin genes (*Myh3* and *Myh8*) and upregulation of *Cdkn2a*, suggesting a potential delay in cell cycle exit (Figure 4C). 

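Cells of the proliferating state at 5 dpi could not be matched to Proliferating II, and all myogenic progenitor-like cells of 5 dpi were compared (104 control and 180 hypothyroid cells). This was decided after values had been seen. *Myod1* was at 255 CPM in control and 91.4 CPM in hypothyroid cells, a ratio of 0.359 (95% interval 0.304 to 0.423). *Myog* (chromosome 1, from 134217727 to 134220287 in GRCm39) was at 356 and 64.3 CPM, a ratio of 0.181 (95% interval 0.152 to 0.214). *Myh3* (chromosome 11, from 66969126 to 66993118) was at 28.9 and 4.47 CPM, a ratio of 0.155 (95% interval 0.0756 to 0.297). *Myf6* (3 and 2 UMIs) and *Myh8* (2 and 0 UMIs) were too low to compare. Among cell cycle genes, *Ccnd3* had a ratio of 0.358, *Cdkn2c* 0.490, *Cdkn1c* 0.784, and *Cdk6* 1.11 with an interval that includes 1, and the mean over cells of log2(CPM + 1) gave 1.33 for *Cdkn1c* in myogenic progenitor-like cells at 5 dpi. *Cdkn2a* (chromosome 4, from 89192708 to 89212891) was higher in hypothyroid cells, 117 CPM against 44.1 CPM, a ratio of 2.66 (95% interval 2.01 to 3.57).

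**Figure D3:**
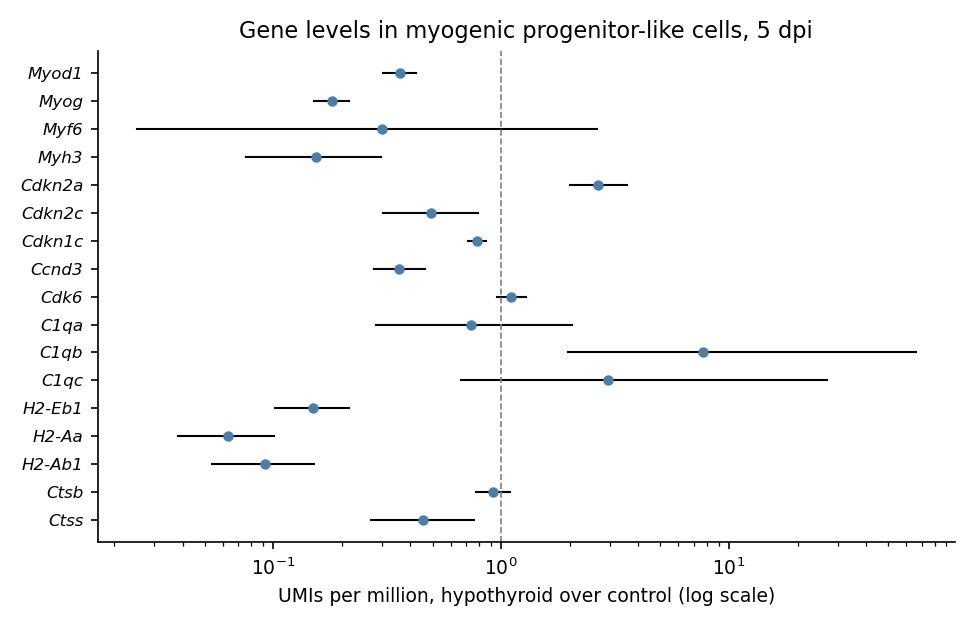
Ratio of hypothyroid over control (log axis) of genes in the myogenic progenitor-like cells of 5 dpi, with points at the ratio of summed UMIs and lines for exact 95% intervals that cover counting error alone. *Myod1*, *Myog*, and *Myh3* lie below 1, and *Cdkn2a* lies above 1.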

PAX7 expression corroborated the single-cell trajectory delay under hypothyroidism (Supplemental Figure 10). At 5 dpi, hypothyroid muscles displayed a higher density of PAX7^+^ cells compared with euthyroid, whereas PAX7^+^ counts were comparable at baseline and 14 dpi.

Furthermore, these cells exhibited increased expression of immune-related genes, including those involved in complement activation (*C1qa*, *C1qb*, *C1qc*), MHC class II antigens (*H2-Eb1*, *H2-Aa*, *H2-Ab1*), and cathepsin family members (*Ctsb*, *Ctss*). This profile is similar to the “immunomyoblast” population described by Oprescu et al. (13), indicating ongoing interactions with immune cells, which is absent in control cells after 5 days.

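Immune genes in the myogenic progenitor-like cells of 5 dpi rested on few UMIs or few cells. *C1qb* (chromosome 4, from 136607440 to 136613499 in GRCm39) had 2 UMIs in control and 34 in hypothyroid cells, a ratio of 7.69 (95% interval 1.97 to 66.0). It had a UMI in 10.0% of hypothyroid progenitor-like cells, at 11.7 CPM. In the same library, FAP-like cells had 12.2% at 93.5 CPM and lymphoid-like cells 5.43% at 18.0 CPM. Free RNA is therefore not excluded as its source. The ratio of *C1qa* was 0.735 (95% interval 0.282 to 2.04), from 8 UMIs in control, all of them in 1 cell, and 13 UMIs in hypothyroid cells. *C1qc* had a ratio of 2.94 (95% interval 0.665 to 26.8). *H2-Aa* (chromosome 17, from 34501718 to 34506798) was at 114 CPM in control and 7.22 CPM in hypothyroid cells, a ratio of 0.0633, and *H2-Ab1* and *H2-Eb1* had ratios of 0.0923 and 0.149. Of the 150 control UMIs of *H2-Aa*, 148 lay in 3 cells. Without the 5% of each library's cells with the highest doublet scores, an alternative chosen after the values were seen, the ratio was 4.52 for *H2-Aa* in myogenic progenitor-like cells at 5 dpi, 4.30 for *H2-Eb1* in myogenic progenitor-like cells at 5 dpi, and 1.23 for *H2-Ab1* in myogenic progenitor-like cells at 5 dpi. *Ctsb* had a ratio of 0.917 (95% interval 0.774 to 1.09) and *Ctss* a ratio of 0.452, with 84.4% of its control UMIs in 3 cells. The mean over cells of log2(CPM + 1) turned the direction of *H2-Aa* (1.06), *H2-Eb1* (1.09), and *Ctss* (1.01 for *Ctss* in myogenic progenitor-like cells at 5 dpi), and all cell columns of each file, chosen after the data were seen, that of *C1qb* in myogenic progenitor-like cells at 5 dpi (0.574).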

In uninjured hypothyroid myocytes (cluster 1), we observed upregulation of both transient and slow myosin genes, including the fast/oxidative isoform *Myh2* (note that *Myh2* is not displayed in the graph because of its high expression level) and the embryonic myosin *Myh3*, compared with control; and downregulation of genes related to skeletal muscle differentiation, including the fast glycolytic isoform *Myh4* (Figure 4C). 

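The myocyte state of uninjured muscle held 39 control and 65 hypothyroid cells. *Gpd1* (chromosome 15, from 99615396 to 99622887 in GRCm39) had a ratio of hypothyroid over control of 0.496 (95% interval 0.206 to 1.16), from 168 CPM in control and 83.1 CPM in hypothyroid cells. The ratio of *Cs* (chromosome 10, from 128173603 to 128198349) was 0.676 (95% interval 0.339 to 1.35) and that of *Car3* 0.866 (95% interval 0.745 to 1.01), and the intervals of all 3 genes include 1. *Myh4* was at 6078 CPM in control and 2675 CPM in hypothyroid cells. *Myh2* had 0 and 3 UMIs, *Myl4* 0 and 2, and *Myh3* none in either library, so neither transient nor slow myosin genes could be compared at this depth. *Myh7*, *Myl2*, and *Myl3* are not analysed here.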

At 14 dpi, hypothyroid myocytes (cluster 1) exhibited altered gene expression patterns related to terminal differentiation. Specifically, there was downregulation of *Myh4* (predominantly expressed in type IIb fast glycolytic fibers) and *Pvalb* (abundant in fast muscle fibers). Conversely, there was upregulation of *Myog*, *Myh1*, *Mymx*, and *Mymk* (involved in myocyte fusion), and *Car3* (highly expressed in mature slow fibers) (Figure 4C).

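In the myocyte state at 14 dpi (77 control and 16 hypothyroid cells), *Myh4* (chromosome 11, from 67128855 to 67151273 in GRCm39) was at 9332 CPM in control (95% interval 8899 to 9782) and 3199 CPM in hypothyroid muscle (95% interval 2741 to 3711), a ratio of 0.343 (95% interval 0.292 to 0.401). *Pvalb* (chromosome 15, from 78075314 to 78090601) was at 15989 and 4486 CPM, a ratio of 0.281 (95% interval 0.245 to 0.320). RNA of muscle genes was also lower in hypothyroid cells of other types on this day, where it counts as free RNA.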

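*Myh1* (chromosome 11, from 67090878 to 67115402) was at 1112 CPM in control and 2279.7 CPM in hypothyroid cells of the myocyte state, a ratio of 2.05 (95% interval 1.63 to 2.57). Its direction depended on the averaging, since the mean over cells of CPM gave a ratio of 0.816 for *Myh1* in cells of the myocyte state at 14 dpi. *Car3* (chromosome 3, from 14928572 to 14937584) was at 972 and 3806 CPM, a ratio of 3.91 (95% interval 3.19 to 4.80). *Acta1* had a ratio of 1.76 and *Actc1* of 0.346. *Myog* had 2 UMIs in control and 2 in hypothyroid cells, *Mymk* 2 and 1, and *Mymx* none in either, so no change in these genes was detectable at this depth.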

We then sought to determine the heterogeneity of myogenic populations as they transition through regeneration states. We performed trajectory analysis using Monocle 2 (https://cole-trapnell-lab.github.io/monocle-release/) on isolated control (Figure 4, D–H) and hypothyroid myogenic cells (Figure 4, I–L), which revealed 5 distinct states in control samples and only 3 in hypothyroid samples, supporting the reduced heterogeneity and complexity of the myogenic lineage in hypothyroid muscles. Both control and hypothyroid trajectories exhibited a similar hierarchical structure, branching into 3 main categories: *Myod1^+^* cells, cycling/proliferating cells, and differentiated myocytes (Figure 4, D and I, and Supplemental Datasets 10 and 11). However, 2 states were uniquely identified in control samples and were absent in hypothyroid samples (states 2 and 3, Figure 4, F, G, K, and L). These states, consisting of 2 small cell populations, were predominantly located within the myocyte branch at the 14-day time point (Figure 4, E–G). Comparative gene analysis indicated that these states represented cells transitioning from proliferation to differentiation, with a transcriptional profile suggesting involvement in stem cell niche regeneration (through expression of the quiescence markers *Pax7* and *Cd34* and the niche-related marker *Actc1*), and a progression from temporary to mature fibers (*Myh3*, *Myh8*, *Myh1*, *Myh4*) (Figure 4H and Supplemental Figure 11).

Collectively, these findings suggest that thyroid hormone is essential for maintaining the diversity and fidelity of myogenic differentiation during muscle regeneration, and that lack of thyroid hormone affects MuSC activation, proliferation, and differentiation.

### Hypothyroidism disrupts muscle stem cell cycle progression and alters muscle fiber composition during regeneration.

To evaluate how hypothyroidism impairs regeneration by modulating MuSC proliferation and differentiation, we analyzed cell cycle phases in these cells using the FUCCI system. The system employs red (mCherry) and green (mVenus) fluorescent proteins fused to the cycling regulators CDT1 and geminin, respectively. These two proteins oscillate via posttranslational control: CDT1 accumulates in the G_1_ phase (mCherry^+^ nuclei, red), and when cells enter the S phase, it is degraded by ubiquitin-mediated proteolysis. At the same time, geminin accumulates from the early S phase through the M phase (mVenus^+^ nuclei, green). Both proteins are present during the G_1_/S transition (mCherry^+^mVenus^+^ nuclei, yellow), while in G_0_ and early G_1_, both reporters are absent, and cells have no fluorescence (19, 20). We generated mice with the FUCCI signal under the *Pax7* promoter (*Pax7*-Fucci mice) by breeding Fucci2AR-Gt(ROSA)26Sor^tm1(CAG-Venus/GMNN,-Cherry/CDT1)Jkn^ mice with *Pax7*-Cre (Pax7^tm1(cre)Mrc^/J) mice (Figure 5A). The FUCCI reporter system activates only in cells of the myogenic lineage (expressing *Pax7*) once they enter the cell cycle (Figure 5B). Three days after CTX-induced injury in the TAM of *Pax7*-Fucci mice, we observed a marked increase of mCherry^+^mVenus^+^ nuclei (yellow, G_1_/S phase) and mVenus^+^ nuclei (green, S/G_2_/M phase), indicating MuSC activation and proliferation (Figure 5B). During in vitro differentiation, *Pax7*-Fucci cells transitioned from green/yellow (G_1_/S/M phases) to red (G_1_ phase), confirming that red (G_1_) cells had exited the cell cycle and differentiated into myocytes (Supplemental Figure 12).

Cell cycle phase distribution in MuSCs was analyzed in hypothyroid and euthyroid mice at multiple time points after injury (0, 5, 7, and 14 days) (Figure 5C). For this, we used established markers to isolate quiescent/activated MuSCs (CD31^–^CD45^–^SCA1^–^VCAM^+^ cells) (21), and assessed the FUCCI signal in this population via flow cytometry (Figure 5, D and E).

Cell cycle analysis showed that, in uninjured hypothyroid muscle, MuSCs predominantly occupied the G_1_ phase (red), with a reduced presence in the S/G_2_/M phase (Figure 5F). After injury, hypothyroid MuSCs exhibited delayed cell cycle progression, with a lower proportion of cells in G_1_ and an increased proportion in S phase at days 7 and 14 (Figure 5F). These findings confirm that hypothyroidism affects MuSC proliferation and differentiation and may impair the regenerative progression.

To assess how hypothyroidism affects muscle fiber composition during regeneration and confirm that the differences seen in scRNA-seq in myocytes translate into phenotypical changes in mature fibers, we analyzed the whole-tissue fiber composition of regenerating TAM in both hypothyroid and euthyroid mice at 0, 7, 14, and 28 days and 2 months after injury (Figure 5, G and H). In euthyroid muscles, fiber composition remained consistent over time, with a prevalence of fast glycolytic type IIb fibers, and a temporary increase of type II fibers (Figure 5, H and I). Hypothyroid muscles, however, displayed a significant reduction in type IIb fibers at all time points after injury, accompanied by an increase in type IIx fibers at days 7, 14, and 28 after injury and in type IIa fibers at days 14 and 28. These alterations in fiber type and size indicate that hypothyroidism disrupts regeneration of normal muscle architecture and leads to lasting changes in muscle structure and potential function.

### Dysregulated immune and fibro-adipogenic progenitor responses in skeletal muscle regeneration during hypothyroidism.

Skeletal muscle regeneration is a highly coordinated process involving both myogenic and nonmyogenic cell populations, including immune cells and fibro-adipogenic progenitors (FAPs). Our scRNA-seq analysis revealed dynamic changes in these populations during regeneration in hypothyroid and control muscles (Figure 2, D and E). Given these observations, we investigated whether hypothyroidism contributes to alterations in the composition and behavior of these nonmyogenic populations.

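Immune-like cells numbered 62 in control and 38 in hypothyroid uninjured muscle, 1690 and 999 at 5 dpi, and 256 and 299 at 14 dpi. Their median depth over all libraries was 3466 UMIs per cell. Clustered on their own, they gave 23 clusters, which were grouped by raised markers into monocytes/macrophages, lymphoid cells, and granulocytes, with 177 cells in clusters left unnamed.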

To examine immune cell dynamics, we selected 6,753 cells from immune clusters (myeloid, lymphoid, and mixed immune cell clusters; Supplemental Figure 13 and Supplemental Dataset 12) and performed unsupervised graph-based clustering. Differential gene expression analysis identified 17 distinct immune cell clusters that we broadly aggregated into 3 groups: monocytes and macrophages, patrolling macrophages, and lymphoid cells (Figure 6A and Supplemental Figure 13, A and B). Notably, the proportion of monocytes and macrophages was 4.4-fold higher in hypothyroid muscles at 5 dpi compared with controls (Figure 6, B and C). 

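At 5 dpi, monocyte/macrophage-like cells made up 34.7% of the immune-like cells of control muscle (586 of 1690, 95% interval 32.4 to 37.0) and 68.7% of those of hypothyroid muscle (686 of 999, 95% interval 65.7 to 71.5), a ratio of 1.98. These are the cells named in the clustering of all cells, since most genes that set the macrophage clusters of the immune subset apart (61 of 84) also differed between the 5 dpi libraries. The cells named in the clustering of all cells sit at the limit set for this, 50%, with 5 of 10 genes for monocyte/macrophage-like and 10 of 20 for lymphoid-like cells. The share of monocyte/macrophage-like cells among immune cells at 5 dpi moved most, to a ratio of 1.36, when all cell columns of each file were kept, an alternative chosen after the data were seen. Lymphoid clusters held 64.8% of control and 31.3% of hypothyroid immune-like cells at 5 dpi, a ratio of 0.484. Clusters of granulocytes in the immune subset held 43 of 1690 control cells and 2 of 999 hypothyroid cells at 5 dpi (2.54% and 0.200%), too few to check the genes that set them apart. Lymphoid-like cells per monocyte/macrophage-like cell numbered 1.88 in control and 0.456 in hypothyroid muscle.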

Given the critical role of pro- and antiinflammatory macrophages in muscle repair, we further analyzed the shifts in their proportions during regeneration. Proinflammatory (*Ccl6^+^*) cells were 5.9-fold less in the hypothyroid muscle 5 dpi, while the antiinflammatory (*C1qa^+^*) cells were 2.8-fold higher at the same time point (Figure 6, D and E).

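Cells with at least 1 UMI of *Ccl6* (chromosome 11, from 83478708 to 83483914 in GRCm39) were 27.6% of monocyte/macrophage-like cells in control (162 of 586, 95% interval 24.1 to 31.5) and 31.2% in hypothyroid muscle (214 of 686, 95% interval 27.7 to 34.8) at 5 dpi. FAP-like cells, which should lack *Ccl6*, had a UMI of it in 0.930% and 2.12% of cells. Median depth was 4915.5 and 6152.5 UMIs in monocyte/macrophage-like cells and 13027 and 14129.5 in FAP-like cells, control and hypothyroid respectively. Thinning each cell to 1000 UMIs turned the direction, with a ratio of 0.936 for *Ccl6* among monocyte/macrophage-like cells at 5 dpi against 1.13 with all UMIs. In CPM, *Ccl6* was at 208 in control and 200.3 in hypothyroid monocyte/macrophage-like cells, a ratio of 0.965.
Cells with a UMI of *C1qa* (chromosome 4, from 136623228 to 136626115) were 16.0% of monocyte/macrophage-like cells in control (94 of 586, 95% interval 13.2 to 19.3) and 68.1% in hypothyroid muscle (467 of 686, 95% interval 64.4 to 71.6), a ratio of 4.24, beside 1.86% and 7.81% of FAP-like cells. With all cell columns of each file, an alternative chosen after the data were seen, the ratio was 2.36 for *C1qa* among monocyte/macrophage-like cells at 5 dpi. *C1qa* was at 612 and 2494 CPM in monocyte/macrophage-like cells, a ratio of 4.07. At 14 dpi the shares were 58.5% and 80.9%.

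**Figure D4:**
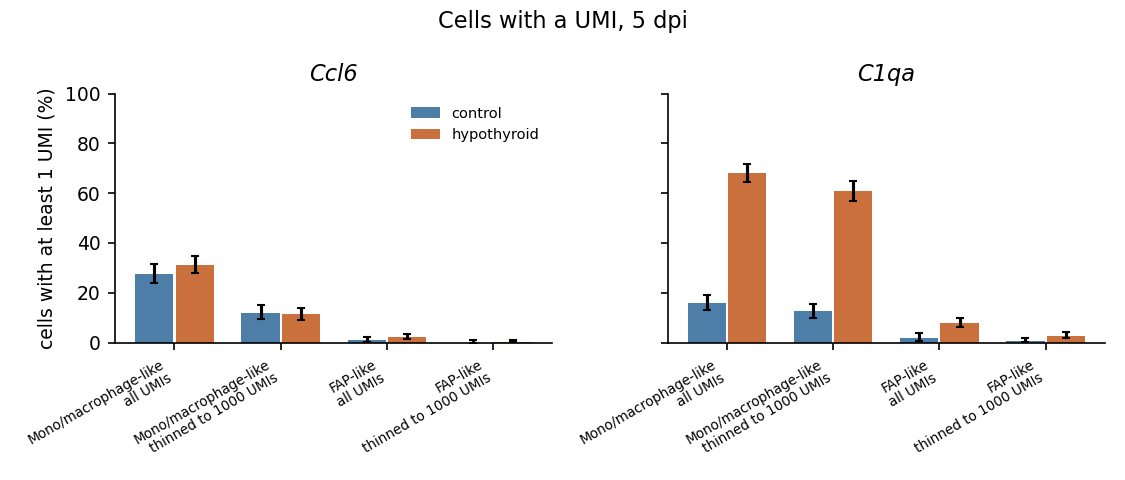
Share of cells with at least 1 UMI of *Ccl6* or *C1qa* in percent (y axis) at 5 dpi, by cell group and diet. Bars are 1 library each, and error bars are exact Clopper-Pearson 95% intervals. FAP-like cells, which should lack both genes, show a background whose source was not tested. In hypothyroid FAP-like cells, 952 UMIs of *C1qa* lay in 70 of 896 cells.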

To characterize FAP dynamics, we identified cell clusters exhibiting upregulation of FAP-associated genes across all datasets, yielding a total of 10,478 FAPs, which were subsequently subjected to subclustering analysis (Figure 6F, Supplemental Figure 14, and Supplemental Dataset 13). Graph-based clustering of the integrated FAP dataset identified 9 distinct subpopulations (clusters I–IX, Figure 6G). Based on differential gene expression analysis of known FAP markers (13, 22) (Supplemental Figure 14A), these clusters were classified according to their roles in myogenic regeneration (Figure 6G).

A different distribution of FAP subpopulations was observed between hypothyroid and control muscles across different time points (Figure 6, H and I). In uninjured muscle, we identified 2 homeostatic FAP populations (clusters I and II) characterized by genes associated with ECM production, turnover, and cytokine expression profiles known to inhibit MuSC differentiation and promote overall muscle growth. A third FAP population (cluster III) exhibited enrichment of genes encoding chemokines involved in monocyte and neutrophil recruitment. One of the 2 homeostatic FAP populations (cluster II) was increased in hypothyroid, noninjured (NI) muscles (Figure 6, H and I, and Supplemental Figure 14B). 

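FAP-like cells were clustered on their own into 9 clusters and named by raised markers as homeostatic, activated/recruiting, or proliferating, with 3467 cells left unnamed, so clusters I and II were not told apart. In uninjured muscle the homeostatic state held 25.1% of control FAP-like cells (211 of 840, 95% interval 22.2 to 28.2) and 21.4% of hypothyroid FAP-like cells (71 of 332, 95% interval 17.1 to 26.2), and the intervals overlapped. The clustering setting changed the direction of the homeostatic share of FAPs in uninjured muscle, whose ratio ranged from 0.791 to 1.23.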

At 5 dpi, both control and hypothyroid muscle showed a reduction in homeostatic populations, with hypothyroid muscle exhibiting a greater decrease (Figure 6, H and I, and Supplemental Figure 14B). 

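At 5 dpi the homeostatic state held 5.35% of control FAP-like cells (23 of 430, 95% interval 3.42 to 7.92) and 2.57% of hypothyroid FAP-like cells (23 of 896, 95% interval 1.63 to 3.83). Both shares were below those of uninjured muscle, and the ratio of hypothyroid over control was 0.480 (95% interval 0.272 to 0.846). Divided by the ratio in uninjured muscle it was 0.564 (95% interval 0.305 to 1.04), so a greater fall in hypothyroid muscle is neither shown nor excluded.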

At this time point, a proliferative FAP population (cluster IV) and an activated FAP population (cluster V) were identified and comprised the larger percentage of the total FAPs. The activated FAP population is defined by expression of cytokine genes associated with recruitment of monocytes/macrophages and support of MuSC proliferation and differentiation. 

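At 5 days after injury the activated/recruiting state held 32.3% of control FAP-like cells (139 of 430, 95% interval 27.9 to 37.0) and 49.6% of hypothyroid FAP-like cells (444 of 896, 95% interval 46.2 to 52.9), a ratio of 1.53. The proliferating state held 44.2% and 31.4%, a ratio of 0.710 with intervals apart. The latter ratio moved more than that of any other FAP state, to 2.81 for the proliferating share of FAPs at 5 dpi with all cell columns of each file, an alternative chosen after the data were seen, and to 1.03 with a lower clustering resolution.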

The proportion of activated FAPs increased 1.3-fold in hypothyroid muscles compared with controls 5 days after muscle injury (Figure 6, H and I, and Supplemental Figure 14B).

At 14 dpi, the homeostatic FAP populations responsible for ECM remodeling increased compared with 5 dpi. However, they were still underrepresented in hypothyroid muscles, showing 1.5-fold and 2.3-fold reductions compared with control muscles (Figure 6, H and I, and Supplemental Figure 14B). 

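At 14 dpi the homeostatic state held 15.3% of control FAP-like cells (277 of 1811, 95% interval 13.7 to 17.0) and 10.3% of hypothyroid FAP-like cells (95 of 919, 95% interval 8.44 to 12.5), a ratio of 0.676. This is the share of a single state, since the homeostatic populations were not told apart.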

The percentage of proliferating and activated FABs was low at 14 days, with a trend of a higher proportion for the hypothyroid muscle compared with the control (Supplemental Figure 14B). Furthermore, a key FAP subpopulation (cluster VI) known to support MuSC self-renewal and asymmetric division (22) was 3-fold reduced (3.0-fold) in hypothyroid muscles, suggesting a long-term deficit in MuSC maintenance and regenerative potential (Figure 6, H and I, and Supplemental Figure 14B). In contrast, FAPs that promote MuSC differentiation and fusion (cluster VII) were overrepresented, exhibiting a 2.2-fold increase in hypothyroid muscles (Figure 6, G–I, and Supplemental Figure 14B).

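Of the FAP-like cells at 14 dpi, 1 of 1811 in control and 5 of 919 in hypothyroid muscle were in the activated/recruiting state, and 0 and 1 in the proliferating state. Such counts are too low to compare the diets.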

Two FAP subpopulations, one aiding monocyte and neutrophil recruitment while inhibiting MuSC differentiation and promoting proliferation (cluster VIII) and another involved in regulatory T cell–mediated immunomodulation (cluster IX), were rare in hypothyroid and control muscles, but hypothyroid muscles showed higher cluster VIII and lower cluster IX 5 dpi (Figure 6, H and I, and Supplemental Figure 14B).

These findings suggest that hypothyroidism disrupts the normal progression of muscle repair, potentially leading to impaired regeneration due to dysregulated ECM remodeling, inflammatory responses, and MuSC maintenance.

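Genes of the FAP functions named in the paper were compared over all FAP-like cells, since clusters VI to IX were not matched. *Gdf10* (chromosome 14, from 33645544 to 33659941 in GRCm39) had ratios of hypothyroid over control of 0.307, 0.347, and 0.196 in uninjured muscle, at 5 dpi, and at 14 dpi. *Wnt5a* (chromosome 14, from 28226707 to 28249406) had ratios of 0.708, 0.491, and 0.392 in the same order. Among chemokine genes, *Ccl2* (chromosome 11, from 81926397 to 81928280) had ratios of 0.648, 3.76, and 1.96 and *Ccl7* of 0.936, 2.57, and 2.17. *Il6* (chromosome 5, from 30218112 to 30224980) was at 196 CPM in control and 385 CPM in hypothyroid FAP-like cells at 14 dpi, a ratio of 1.96 (95% interval 1.86 to 2.08). *Il33* (chromosome 19, from 29902514 to 29938119) had ratios of 0.875, 1.67, and 2.00, and *Fst* of 0.994, 1.60, and 1.25. Ratios of *Hic1* (0.981, 0.680, and 0.869) and *Smoc2* (1.02, 0.829, and 0.929) stayed nearer to 1. Intervals included 1 for *Wnt5a*, *Fst*, *Hic1*, and *Smoc2* in uninjured muscle and for *Hic1* at 14 dpi. With the mean over cells of log2(CPM + 1), the direction turned for *Smoc2* in FAP-like cells at 5 dpi (1.53), *Smoc2* in FAP-like cells at 14 dpi (1.79), and *Il33* in FAP-like cells in uninjured muscle (1.65). From the shifts among FAP and immune populations, the paper proposes that hypothyroidism disturbs the course of repair through ECM remodeling, inflammation, and upkeep of MuSCs.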

### Direct and indirect actions of thyroid hormone receptor signaling during skeletal muscle regeneration.

To dissect how thyroid hormone regulates both myogenic and nonmyogenic compartments during repair, we quantified *Thra*, *Thrb*, *Dio2*, and *Dio3* expression across major populations (Figure 7A). *Thra* was prevalent in FAPs and myogenic progenitors, *Thrb* was scarce, and *Dio2* was enriched in stromal and myogenic cells, indicating multiple potential entry points for T3 availability and receptor-mediated activation within skeletal muscle.

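Over all libraries, *Thra* (chromosome 11, from 98631464 to 98659833 in GRCm39) had at least 1 UMI in 35.0% (95% interval 33.7 to 36.3) of FAP-like cells, 33.9% (95% interval 29.6 to 38.4) of myogenic progenitor-like cells, 17.3% (95% interval 12.5 to 22.9) of myocyte-like cells, and 2.81% (95% interval 2.28 to 3.43) of immune-like cells. Median depth in these groups was 6905, 8670, 1712.5, and 3466 UMIs per cell. Thinned to 1000 UMIs per cell, the shares were 7.58%, 5.12%, 7.50%, and 0.772%, with overlapping intervals for progenitor-like (3.31 to 7.52) and myocyte-like cells (3.94 to 12.7), and immune-like cells stayed lowest. Thinning moved the first 2 shares most, and a limit of at least 2 UMIs the others, to 1.36% for *Thra* among myocyte-like cells and 0.449% for *Thra* among immune cells. Endothelial/mural-like cells had a UMI of *Thra* in 25.8% (95% interval 23.9 to 27.9) at a median of 2129 UMIs, and in 9.62% (95% interval 8.12 to 11.3) after thinning, with an interval that overlaps that of FAP-like cells (6.87 to 8.35). Shares pooled over libraries hide differences between them. With all UMIs, *Thra* in progenitor-like cells ran from 3.03% (uninjured control, 1 of 33) to 47.1% (hypothyroid 14 dpi, 24 of 51). In FAP-like cells it ran from 26.8% (uninjured hypothyroid) to 43.5% (control 5 dpi).
*Thrb* (chromosome 14, from 4431611 to 4809436) had a UMI in 3.98% (95% interval 3.47 to 4.54) of FAP-like, 0.640% (95% interval 0.132 to 1.86) of myogenic progenitor-like, 3.18% (95% interval 1.29 to 6.45) of myocyte-like, and 0.419% (95% interval 0.229 to 0.701) of immune-like cells. *Dio2* (chromosome 12, from 90691326 to 90705813) had a UMI in 10.8% (95% interval 10.0 to 11.7) of FAP-like and 8.10% (95% interval 5.80 to 11.0) of myogenic progenitor-like cells, against 1.13% (95% interval 0.700 to 1.72) of endothelial/mural-like and 0.239% (95% interval 0.103 to 0.471) of immune-like cells, the last read as background. Thinned to 1000 UMIs, the *Dio2* shares were 3.14% (95% interval 2.68 to 3.66) of FAP-like, 0.640% (95% interval 0.132 to 1.86) of myogenic progenitor-like, and 0.215% (95% interval 0.0444 to 0.628) of endothelial/mural-like cells, so at equal depth progenitor-like cells were below FAP-like cells, and their interval overlapped that of endothelial/mural-like cells. *Dio3* (chromosome 12, from 110245502 to 110247532) was seen in 1.95% (95% interval 1.59 to 2.36) of FAP-like cells.

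**Figure D5:**
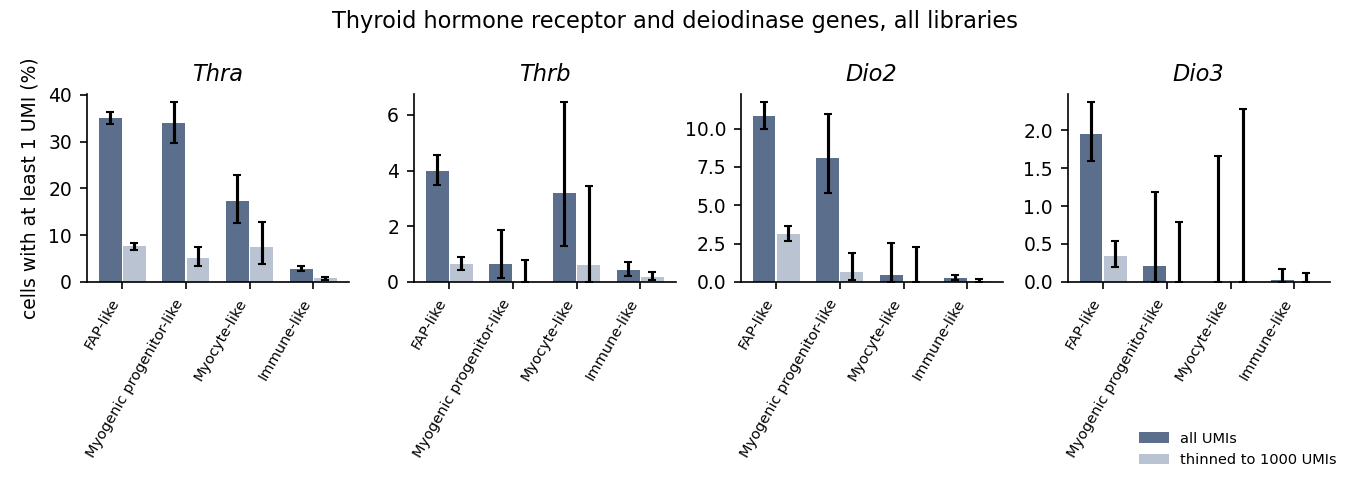
Share of cells with at least 1 UMI of *Thra*, *Thrb*, *Dio2*, and *Dio3* in percent (y axis, a separate scale in each panel) by cell group, over all libraries. Dark bars use all UMIs, light bars use cells thinned to 1000 UMIs, and error bars are exact Clopper-Pearson 95% intervals.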

Next, we used the VIPER (Virtual Inference of Protein-activity by Enriched Regulon analysis) algorithm, which allows computational inference of protein activity from gene expression profile data, to infer *Thra* and *Thrb* regulon activity. We applied the CollecTRI-VIPER framework on our scRNA-seq data (validated by 78% concordance with DoRothEA; Supplemental Figure 15). Unlike differential expression analyses that measure changes in individual gene abundance, VIPER infers functional transcription factor activity from the coordinated regulation of its downstream targets (the regulon) (23, 24). Thus, “THR activity” here refers to the inferred activation state of the *Thra/b* regulons, independent of *Thra* or *Thrb* mRNA expression.

Temporal modeling of normalized enrichment scores across lineages revealed distinct, cell-specific trajectories (Figure 7B). In the control muscle, *Thra/b* activity rose sharply between 0 and 5 dpi and normalized by 14 dpi, particularly in myogenic cells and FAPs. Under hypothyroidism, this induction was blunted or delayed: *Thra* activity remained low, while *Thrb* displayed a transient rise 5 dpi followed by decline. Myeloid cells showed minimal change, consistent with indirect modulation via paracrine cues. These divergent trajectories were also confirmed by bootstrapped confidence intervals (Supplemental Figure 16, A and B).

To evaluate how thyroid hormone signaling integrates with regenerative control, we focused on *Myc*/*E2f* and *Foxo*/*Ppargc1a* regulons (Figure 7C and Supplemental Figure 17A), which respectively govern proliferative expansion and oxidative maturation of myogenic precursors. As for *Thra/b*, these activities represent inferred transcriptional output of the entire program, not expression of individual pathway genes. VIPER infers the coordinated activation state of transcriptional modules from the collective behavior of their targets, allowing assessment of how proliferative and oxidative programs are transcriptionally engaged in each condition. Under euthyroid conditions, proliferative activity peaked early, and oxidative programs rose later, marking the normal switch from expansion to differentiation (25, 26). Hypothyroidism inverted this pattern: proliferative *Myc*/*E2f* activity was suppressed at baseline and early phases but markedly increased by 14 dpi, whereas oxidative activity peaked prematurely at 5 dpi and then declined. The apparent discrepancy with the high number of cycling cells observed at 5 dpi under hypothyroidism reflects a decoupling between cell abundance and transcriptional drive: although more cells enter the cycling compartment under hypothyroidism, their *Myc*/*E2f* regulon activity is reduced, indicating inefficient or incomplete proliferative engagement. *Thra/b* activity correlated positively with *Myc*/*E2f* and negatively with *Foxo*/*Ppargc1a* scores (Supplemental Figure 17B), demonstrating that thyroid hormone directly synchronizes proliferative and metabolic transitions in regenerative lineages.

Finally, ligand-receptor (LR) mapping identified remodeling of intra- and inter-population paracrine networks under hypothyroidism (Figure 7, D and E, and Supplemental Figures 18 and 19). Hypothyroidism preferentially altered ECM/integrin, IGF-1, IL-6 family, and Notch/Jagged signaling, with distinct temporal patterns (Supplemental Figure 18). At baseline, matrix-integrin signaling between FAPs and myocytes was reduced. 

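Ligand-receptor scores were computed from lists of ligand and receptor genes of ECM and integrins, IGF-1, IL-6 family, and Notch, as the mean over pairs of the average log2(CPM + 1) of the ligand in the sending and of the receptor in the receiving cells. Of 108 exchanges scored, 11 that the paper's sentences name are given, a choice made after values had been seen. From FAP-like to myogenic cells, the ECM and integrin score of uninjured muscle was 3.75 in control and 2.89 in hypothyroid muscle, a difference of -0.86 on the log2 scale. The alternative that turned the most scores took them from summed UMIs and gave a difference of -0.23 for ECM/integrin from FAPs to myogenic cells in uninjured muscle. On summed UMIs, 52 of the 108 differences changed sign.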

By day 5, however, it became enriched in myogenic-myeloid exchanges, while FAPs acted largely as receivers. 

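At 5 dpi the ECM and integrin score from myogenic to monocyte/macrophage-like cells was 3.51 in control and 4.09 in hypothyroid muscle, a difference of 0.58, and from monocyte/macrophage-like to myogenic cells 2.87 and 3.26, a difference of 0.39. From summed UMIs the differences were -0.23 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi and -0.24 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi.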

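The ECM and integrin score from FAP-like to myogenic cells at 14 dpi was 4.99 in control and 5.55 in hypothyroid muscle, a difference of 0.57, and in the other direction 2.93 and 3.59, a difference of 0.65. Summed UMIs gave -0.11 for ECM/integrin from FAPs to myogenic cells at 14 dpi and -0.12 for ECM/integrin from myogenic cells to FAPs at 14 dpi.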

By day 14, FAPs emerged as predominant matrix-signal senders, particularly toward myogenic cells, establishing reciprocal FAP-myogenic communication (Figure 7D and Supplemental Figure 19). IGF-1 and IL-6 pathways showed transient amplification, and Notch/Jagged interactions became globally activated at 14 dpi (Figure 7, D and E).

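From FAP-like to myogenic cells, the IGF-1 score differed between the diets by 0.33 at 5 dpi and 1.61 at 14 dpi (hypothyroid minus control, log2 scale). In cells thinned to 1000 UMIs, an alternative chosen after the scores had been seen, the differences were -0.15 for IGF-1 from FAPs to myogenic cells at 5 dpi and -0.23 for IGF-1 from FAPs to myogenic cells at 14 dpi. The IL-6 family score differed by -0.03 and 0.58, and the Notch score by 0.21 and 0.48, on the same days. Every Notch exchange among FAP-like, myogenic, and monocyte/macrophage-like cells at 14 dpi was higher in hypothyroid muscle, by 0.15 to 0.53. In cells thinned to 1000 UMIs these Notch differences were 0.03 to 0.07. With summed UMIs, the differences were -0.18 for IGF-1 from FAPs to myogenic cells at 5 dpi, -0.22 for Notch from FAPs to myogenic cells at 5 dpi, 0.99 for IGF-1 from FAPs to myogenic cells at 14 dpi, 0.38 for IL-6 from FAPs to myogenic cells at 14 dpi, and -0.20 for Notch from FAPs to myogenic cells at 14 dpi.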

To dissect direct nuclear versus indirect paracrine influences of thyroid hormone signaling, we performed linear modeling of CollecTRI-VIPER transcriptional programs (*Myc*/*E2f*, *Foxo*/*Ppargc1a*) as a function of THR regulon activity and LR pathway scores (ECM, IGF-1, IL-6, Notch). T3-THR signaling orchestrates regeneration through both direct transcriptional and indirect paracrine mechanisms (Figure 7F). In myogenic cells, *Thr* activity was associated positively with *Myc*/*E2f* proliferative programs and inversely with *Foxo*/*Ppargc1a* oxidative programs. In FAPs, *Thr* links were weaker and largely mediated through paracrine remodeling, characterized by early ECM/IGF-1 and late IL-6/Notch pathway activation. Myeloid populations displayed only mild or context-dependent effects, consistent with secondary modulation (Figure 7F). Together, these data establish that thyroid hormone drives regeneration by synchronizing myogenic transcriptional programs with temporally coordinated stromal-immune signaling dynamics. In hypothyroidism, this coordination is disrupted, delaying *Thr*-dependent activation and prolonging compensatory stromal and cytokine signaling, ultimately impairing regenerative timing and efficiency.

## Discussion

Skeletal muscle regeneration is a complex, highly regulated process that relies on the coordinated interplay between MuSCs, FAPs, and immune cells to restore tissue integrity following injury (13, 27).

Our study reveals that hypothyroidism profoundly impairs skeletal muscle regeneration following cardiotoxin-induced injury in mice by reducing myogenic-lineage diversity, affecting MuSC cell cycle, and altering nonmyogenic cell contributions.

Using scRNA-seq and the *Pax7*-Fucci model, we demonstrate that hypothyroid muscles exhibit smaller myofibers persisting up to 2 months after injury, a shift toward slower oxidative fiber types, and defective cellular coordination, offering insights into thyroid hormone’s role in repair processes.

The observed reduction in myofiber size and delayed recovery align with prior mouse models of disrupted thyroid hormone signaling, such as THRA-PV mutants (9, 28) and D2/D3 knockouts (10, 29, 30), which show impaired regeneration and sarcopenia-like phenotypes.

This study examines how thyroid hormone deficiency impacts skeletal muscle regeneration. We observed differences in muscle-resident cell populations between hypothyroid and control muscles, particularly among myogenic progenitors, FAPs, and immune cells, which could explain impaired regeneration.

In the euthyroid myogenic cell population we identified a distinct quiescent/activated MuSC cluster that was markedly diminished in hypothyroid samples, which instead showed enrichment for immediate-early genes such as *Fos* and *Jun*, markers of a “pre-activated” but nonproductive state (31, 32). It is possible that hypothyroidism might shift myogenic cells into a “pre-activated” state rather than promoting maintenance of the quiescent state. This transcriptional signature suggests that MuSCs in hypothyroid muscles are poised for activation but fail to efficiently progress through the myogenic program during regeneration. These findings align with the knowledge that T3 directly controls *Myod1* expression, which is necessary to induce MuSC activation and entry into the cell cycle (5, 6). Then, T3 promotes cell cycle exit and expression of an array of muscle-specific genes during myoblast differentiation, from *Myog* in the immature myotube to myosin heavy chain isoforms in the mature myofiber (5), as observed in mice lacking D2 (the enzyme converting T4 to T3) that exhibit defective differentiation (10).

Cell cycle dysregulation further underscores hypothyroidism’s impact. The surge in proliferative MuSCs at 14 dpi, coupled with the prolonged G_1_/S arrest, indicates a bottleneck in transitioning to differentiation. Upregulation of *Cdkn2c*, a senescence marker linked to aging muscle (33), in hypothyroid proliferative clusters suggests that thyroid hormone deficiency may induce a senescence-like state, stalling myogenesis. The selective increase of PAX7^+^ cells at 5 dpi in hypothyroid muscle most parsimoniously reflects delayed progression from PAX7^+^ progenitors toward MYOD/MYOG states, rather than a baseline expansion of the stem pool. This interpretation is supported by the concordant depression of *Thra* activity, FUCCI-inferred G_1_/S delay, and the early-phase signaling milieu (reduced Notch tone, altered ECM/integrin directionality) that is less permissive for timely commitment. Together, these data show that thyroid hormone is required for both timely cell cycle progression and exit, which are essential for successful MuSC differentiation and muscle repair. Moreover, the reduction in fast glycolytic type IIb fibers (MYH^+^) and increase in type IIa/IIx fibers (MYH1^+^) in hypothyroid regenerated muscles corroborate thyroid hormone’s established influence on fiber type specification, which favors fast-twitch profiles in euthyroid states (5, 34). Our histological findings confirm the transcriptomics data of altered muscle fiber composition in hypothyroid muscle after injury. Although our data highlight MuSC dysfunction as a central mechanism underlying defective regeneration in hypothyroidism, we cannot exclude direct effects of thyroid hormone deficiency on myonuclei. Thyroid hormones regulate metabolic and fiber type programs within mature myofibers, and the persistent shift toward oxidative fiber types we observed may reflect a combination of impaired MuSC differentiation and altered myonuclear gene expression. Future studies will be essential to disentangle MuSC-intrinsic versus myofiber-autonomous contributions to hypothyroid myopathy.

Beyond MuSC-intrinsic defects, hypothyroidism also perturbs the activity of nonmyogenic cell types essential for regenerative success: immune cells and FAPs (1). In healthy regeneration, a timely transition from proinflammatory to antiinflammatory macrophages is essential for clearing necrotic tissue, activating MuSCs, and guiding subsequent differentiation and remodeling (1, 35, 36). Our analysis of immune cell clusters demonstrated a substantial elevation in monocytes and macrophages in hypothyroid muscles at 5 dpi, a time point corresponding to peak inflammatory response. However, this increase was not accompanied by a proportional rise in proinflammatory (*Ccl6^+^*) macrophages. Instead, hypothyroid muscle showed a marked reduction in proinflammatory cells and a concomitant elevation in antiinflammatory macrophages.

Parallel to these immune alterations, we observed striking differences in FAP composition and temporal progression. FAPs play essential roles in ECM remodeling and the modulation of MuSC fate through paracrine signaling (37). In uninjured muscle, we identified two homeostatic FAP populations, which maintain ECM integrity and secrete cytokines. However, in uninjured hypothyroid muscle, there was an increased presence of one homeostatic FAP subpopulation, suggesting a compensatory adaptation or chronic ECM remodeling even in the absence of injury.

Following injury, the decline of homeostatic FAPs and rise of proliferative and activated FAPs are expected (38). However, the increase in activated FAPs at day 5 in hypothyroid muscle may reflect an exaggerated inflammatory or stress response. These activated FAPs, while supporting MuSC activation and differentiation, may also contribute to premature or dysregulated tissue remodeling if not properly resolved. By day 14, the expected reemergence of homeostatic FAPs was blunted in hypothyroid muscle, indicating a persistent impairment in ECM regulation and support for MuSC renewal. Moreover, hypothyroid muscle exhibited a substantial reduction of a FAP subpopulation that promotes MuSC self-renewal and asymmetric division. In contrast, FAPs promoting MuSC differentiation and fusion were overrepresented, which may suggest a delay in skeletal muscle differentiation.

The presence of distinct FAP populations involved in immune modulation and myeloid cell recruitment further highlights the intricate crosstalk between stromal and immune compartments. Altered proportions of these populations in hypothyroid muscle may exacerbate the dysregulated immune landscape, contributing to an overall suboptimal regenerative environment.

Integrated transcriptional and LR analyses revealed that T3 governs muscle regeneration through dual mechanisms. Directly, *Thra/b* activities promote *Myc*/*E2f*-driven proliferation (39) while restraining *Foxo*/*Ppargc1a* oxidative programs (40) in myogenic cells, ensuring proper temporal coordination of growth and metabolism. Indirectly, T3 shapes paracrine communication: early regeneration is dominated by myeloid-to-FAP IL-6/IGF-1 signals, whereas later FAPs become major senders of ECM, IL-6, and Notch cues toward myogenic and immune compartments. Under hypothyroidism, this sequence is delayed. Thus, thyroid hormone synchronizes intrinsic (transcriptional) and extrinsic (paracrine) programs essential for efficient tissue repair, and its loss destabilizes both axes, leading to maladaptive regeneration. Our findings parallel observations in other systems, such as glial-to-neuron paracrine T3 signaling in the brain (41) and T3-dependent remodeling of epithelial stromal compartments during amphibian metamorphosis, where thyroid hormone action in connective tissue is necessary to instruct stem cell behavior in adjacent epithelium (42). In conclusion, our data establish thyroid hormone as a fundamental regulator of skeletal muscle regeneration, acting through dual modes: directly on myogenic transcriptional programs, and indirectly by reshaping paracrine communication between FAPs, immune cells, and MuSCs. These insights provide a mechanistic framework for the muscle pathology observed in hypothyroid conditions and highlight thyroid hormone as a key targetable axis for improving muscle repair in endocrine or age-associated myopathies.

## Methods

### Sex as a biological variable.

All experiments were conducted using male mice. This decision was based on the evidence that the majority of studies investigating skeletal muscle regeneration and thyroid hormone signaling use male animals, allowing for direct comparison with existing literature and minimizing biological variability associated with sex hormone fluctuations. Future studies will be necessary to determine whether the observed effects of hypothyroidism on myogenic-lineage diversity and regeneration dynamics are conserved in females.

### Mice.

The *Pax7*-Fucci mouse model was generated by breeding of a Fucci2aR mouse [B6;129-Gt(ROSA)26Sor^<tm1(Fucci2aR)Jkn^; stock RBRC06511], purchased from Riken, with a *Pax7*-Cre (Pax7^<tm1(cre)Mrc>^/J, strain 010530, The Jackson Laboratory) expressing Cre recombinase under the *Pax7* promoter. *Pax7*-Fucci mice heterozygous for Cre were used for immunofluorescence and flow cytometry experiments, while *Pax7*-Fucci mice negative for Cre were used for transcriptomic experiments. *Pax7*-Fucci mice between the ages of 3 and 5 months were used for the experiments (total 90 mice).

### Hypothyroidism and muscle injury.

Hypothyroidism was induced by feeding of a commercially available iodine-deficient diet containing propylthiouracil (PTU; 0.15% wt/wt) (TD.08259, Envigo Teklad) to 3- to 5-month-old *Pax7*-Fucci mice (43). Control mice received a matched diet (TD.120461, Envigo Teklad) containing 0.7 mg/kg iodine (from potassium iodate) and no PTU. This ensures that nutritional differences between groups are limited to iodine and PTU. The diets began on day 1, and mice were housed in freshly cleaned cages to prevent iodine contamination from prior environments. The experimental diet was maintained for 3 weeks before muscle injury and continued throughout the study (up to 2 months after injury) to sustain the hypothyroid condition.

After 3 weeks, the right TAM of each mouse was injected with cardiotoxin (CTX; 50 μg/mL; Sigma-Aldrich) to cause injury. Mice were euthanized at different time points (0, 4, 5, 7, 14, and 28 days and 2 months) after the injury for further analysis.

### Serum triiodothyronine assay.

Serum triiodothyronine (T3) concentrations were quantified using a commercial enzyme immunoassay kit (catalog T3043T-100, Calbiotech) according to the manufacturer’s instructions. For each mouse, T3 was measured at 3 time points: prior to initiation of the low-iodine/PTU diet (baseline), after 3 weeks on the diet immediately before CTX injection, and 2 weeks after injury. Serum samples and T3 standards were assayed in duplicate. Optical density was read at 450 nm using a microplate spectrophotometer, and T3 concentrations (ng/mL) were calculated from a standard curve generated with kit-provided calibrators.

### Immunofluorescence and histology.

To study TAMs using immunofluorescence, the isolated muscles were first frozen in isopentane cooled by liquid nitrogen. Thin sections, 5 μm thick, were then cut using a Leica Cryostat CM1950 (Leica Biosystems). The sections were dried at room temperature for 10 minutes and treated with a solution of 2% bovine serum albumin (BSA) in phosphate-buffered saline (PBS) for 1 hour to prevent unwanted binding. Next, the sections were incubated overnight at 4°C with the antibody (Table 1). After washing, the sections were incubated with a secondary antibody (Table 1) for 30 minutes at room temperature. Finally, the sections were mounted using VECTASHIELD Antifade Mounting Medium with DAPI (H1200, Vector Laboratories), and images were taken with a Leica DM5500 B microscope fitted with a DFC360 FX camera (Leica Biosystems). For PAX7 staining, whole-tissue pictures were collected with a Leica DMI6000 B fluorescence microscope equipped with a Leica DFC300 FX camera. The total number of PAS7-positive DAPI-positive nuclei was detected in QuPath software (47) using the Detect Cells function.

For histological analysis of *Pax7*-Fucci mice, isolated TAMs were fixed in 4% paraformaldehyde for 2 hours at room temperature. The fixed muscles were then embedded in paraffin wax, and 5 μm sections were cut using a Leica microtome RM2235 (Leica Biosystems). These sections were deparaffinized and mounted with DPX Mountant for histology (44581, Fluka, Sigma-Aldrich) for microscope observation. Images were captured using the same Leica DM5500 B microscope equipped with a DFC360 FX camera (Leica Biosystems).

### Fiber typing and minimum Feret diameter.

Fiber typing and minimum Feret diameter were determined by quadruple immunofluorescence using monoclonal antibodies against myosin heavy chain type I (MYH7), type IIa (MYH2), type IIb (MYH4), and laminin (44) (Table 1). Briefly, cryosections were dried for 10 minutes at room temperature and incubated with the Mouse Ig Blocking Reagent (Mouse on Mouse detection kit, Vector Laboratories) for 1 hour at room temperature, and then with primary antibodies for 45 minutes at 37°C. Sections were incubated with secondary antibodies (Table 1) for 45 minutes at 37°C and then mounted with ProLong Glass Antifade Mountant (P36948, Thermo Fisher Scientific). Whole-tissue pictures were collected with a Leica DMI6000 B fluorescence microscope equipped with a Leica DFC300 FX camera. Single-color images were merged to obtain a whole-muscle reconstruction. The laminin channel was inverted with Fiji ImageJ software (45), and individual fibers were segmented with CellPose (46) in QuPath software (47). For the total number of fibers, the number of fibers positive for each myosin marker, and the minimal Feret diameter, all the fibers from the tissue sections were measured.

### scRNA-seq and analysis.

A whole-muscle single-cell suspension was obtained using a modified version of a previously described protocol (21). Briefly, TAMs were isolated from 3- to 5-month-old male control and hypothyroid mice before injury (day 0) and 5 and 14 days after CTX-induced injury (*n* = 3 per group). Animals were euthanized by CO_2_ exposure, and hind-limb muscles were removed. TAMs were cleaned, minced, and then digested in RPMI medium 1640 (catalog 11875-093, Gibco) containing 0.2% collagenase type II (catalog LS004176, Worthington) and 0.55 U/mL Dispase (catalog 17105-041, Gibco) for 30 minutes at 37°C. After digestion, tissue was passed through a 16-gauge needle and filtered through a 100 μm and a 40 μm mesh to obtain a single-cell suspension. Cells from each mouse were pooled in one sample (*n* = 3). Removal of red blood cells and dead cells was performed using, respectively, the Red Blood Cell Lysis Solution (130-094-183) and the Dead Cell Removal Kit (130-090-101; both from Miltenyi Biotec) following the manufacturer’s recommendations.

Approximately 5,000 cells were captured on a 10x Chromium device using a 10x V3 Single Cell 3′ Solution kit (Chromium Single Cell 3′ Reagent kit V3 Chemistry, catalog PN-1000092, 10x Genomics). All protocols were performed following the manufacturer’s instructions. Final sequencing libraries were analyzed on a High Sensitivity DNA Chip (Agilent, catalog 5067-4626) to determine the library size; final library concentrations were determined using a Qubit High Sensitivity DNA Assay Kit (catalog Q32854, Thermo Fisher Scientific). Libraries were sequenced with the paired end setting of 101–101 with 8 cycles of index read on an Illumina NovaSeq 6000 platform. Approximately 30,000 reads per cell were sequenced.

The scRNA-seq data were analyzed with Partek Flow software v11.0 (Illumina, Inc.). Fastq sequencing files were aligned to the *Mus musculus* reference genome mm39 using Cell Ranger Gene Expression aligner (10x Genomics), and the transcript abundance was estimated using the Partek Flow algorithm based on GENCODE (https://www.gencodegenes.org/) release M30 transcript model with default settings. For the single-cell QA/QC, we applied threshold to filter out low-quality cells based on the total unique molecular identifier (UMI) count (<100 or >8,000), detected gene count (<500 or >50,000), and mitochondrial UMI proportion (1%–15%). All samples were processed jointly and subjected to identical mitochondrial quality control filtering in Partek Flow, using a uniform threshold of 1%–15% mitochondrial reads. The 15% was selected to retain metabolically active myogenic cells, which physiologically exhibit higher mitochondrial transcription. Read counts per gene in all samples were normalized by log_2_ counts per million and addition of 1 for values of zero. We applied top 20 principal components to generate t-distributed stochastic neighbor embedding (t-SNE) with default settings. Unsupervised graph-based clustering was performed on the integrated datasets with different resolutions (0.3 for the whole tissue, 1 for the myogenic lineage, 1 for immune cells, and 0.5 for FAPs) after multiple trials to better describe the different populations identified.

### CollecTRI-VIPER analysis of THRα/β activity.

scRNA-seq data were analyzed to infer THR activity. Mouse regulons for *Thra* and *Thrb* were obtained from CollecTRI (23), converted to VIPER regulon objects, and scored with the VIPER algorithm on the normalized expression matrix (24), as implemented in the decoupleR Bioconductor package (48). For each condition × time point normalized enrichment scores (NESs) were computed per cell for *Thra* and *Thrb* regulons. Group-level differences (hypothyroid vs. control) were assessed across cells by Wilcoxon’s rank-sum tests, and false discovery rates were reported for descriptive purposes. Because each dataset corresponds to pooled nuclei from 3 mice processed as one library, these statistics quantify within-sample enrichment among cells and do not reflect biological replication. To check reproducibility we repeated the analysis using DoRothEA regulons (levels A–E) (49) converted to VIPER objects. Program-level activities for *Myc*/*E2f* and *Foxo*/*Ppargc1a* regulons were calculated using the same matrix, and cell-wise Spearman’s correlations were used to assess covariation between *Thra/b* NESs and program scores.

### Temporal modeling and bootstrapping.

Temporal trajectories were modeled using generalized additive models with cubic regression splines (*k* = 3) (50, 51). For each receptor × cell type, an ANOVA compared models with shared versus condition-specific smooths to test whether control (CTRL) and hypothyroid (HYPO) trajectories differed significantly. Model-based predictions and 95% confidence intervals were extracted for visualization, and results were summarized as *F* statistics and nominal *P* values (Benjamini-Hochberg adjusted where indicated). Plots show fitted trajectories with ribbons (95% confidence interval) overlaid with observed means ± SEM. Bootstrapping (1,000 resamples) of per-cell NES values estimated intra-sample stability and 95% confidence intervals (52).

### Ligand-receptor interaction analysis.

Intercellular communication was profiled with OmnipathR (53, 54). The mouse ligand-receptor network (intercell_network, organism = 10,090) was filtered for expressed genes and used to compute edge interaction scores (mean ligand/receptor expression) for each sender-receiver pair at 0, 5, and 14 dpi. Differential LR activity (Δ = HYPO – CTRL) was aggregated into major pathway families (ECM/integrin, IL-6, IGF-1, Notch/Jagged) and visualized as global heatmaps. For each lineage (myogenic, FAPs, myeloid) and CollecTRI-VIPER program (*Myc*/*E2f*, *Foxo*/*Ppargc1a*), we performed standardized linear modeling at the single-cell level to estimate direct transcriptional versus indirect paracrine influences of thyroid hormone receptor activity. Direct (nuclear) effects were assessed by modeling of CollecTRI-VIPER transcriptional programs (*Myc*/*E2f*, *Foxo*/*Ppargc1a*) as a function of THR regulon activity across cell lineages. Indirect (paracrine) effects were evaluated by correlation of ECM, IGF-1, IL-6, and Notch LR pathway scores with the same transcriptional programs across time (0–14 dpi). β-Coefficients were summarized qualitatively as activation (arrow up), repression (arrow down), weak (weak), or none, and visualized as categorical heatmaps indicating early (0–5 dpi) and late (14 dpi) interactions.

### Primary myoblast isolation, cell culture, and differentiation.

Primary murine myoblasts were isolated from 3-month-old male euthyroid *Pax7*-Fucci mice using the protocol described above. For in vitro myogenic differentiation, cells were resuspended in DMEM/F12 with 10% horse serum (HS), 20% FBS, and 0.2% Primocin (catalog ant-pm-1, InvivoGen) and placed into a noncoated 100 mm tissue-culture Petri dish for 3 hours to let fibroblasts attach. Cells in suspension were then transferred to tissue culture Ibidi chamber slides coated with laminin-511 (Laminin iMatrix-511 E8, Amsbio) and incubated at 37°C and 5% CO_2_. After 48 hours, medium was replaced with fresh medium. Further medium changes were performed by replacement of 50% of the medium every 48 hours to ensure the maintenance of “conditioning” factors for all the duration of the experiments. To induce myogenic differentiation, DMEM/F12 medium with 2% HS was added when the cells were approximately 70% confluent. FUCCI signal was acquired with a Leica DMI6000 microscope equipped with a DFC295 B camera.

### Flow cytometry.

We analyzed murine myoblasts freshly isolated from 3-month-old control and hypothyroid *Pax7*-Fucci mice before and after CTX-induced injury (0, 5, 7, and 14 days). For the analysis of the CD31^–^CD45^–^SCA1^–^VCAM1^+^ populations, fresh cells were blocked in 2% BSA solution in PBS for 10 minutes and incubated with CD31, CD45, and SCA1 antibodies (Table 1) for 30 minutes at 4°C. Cells were then incubated with Anti-Rat IgG MicroBeads (130-048-502, Miltenyi Biotec) for 15 minutes at room temperature following the manufacturer’s instructions, and depletion of CD31^+^CD45^+^SCA1^+^ cells was carried out with LS columns (catalog 130-042-401, Miltenyi Biotec). The negative fraction was then incubated with APC-conjugated CD106/VCAM1 antibody (Table 1) for 30 minutes at 4°C and analyzed on a BD FACSymphony using the FACSDiva software (BD Biosciences).

The gating strategy was as follows: cells were first gated based on forward and side scatter (FSC/SSC) to exclude dead cells, then gated for FSC-width (FSC-W) by FSC-height (FSC-H) and SSC-width (SSC-W) by SSC-height (SSC-H) to exclude potential doublets. Final sorting gates were established based on the unstained control for each sample. Quantitative comparisons of cell populations were based on percentages of gated events.

### Statistics.

For imaging and flow cytometry experiments, data were imported and analyzed using GraphPad Prism version 10.0.0 (GraphPad Software). Comparisons were made by 1-way or 2-way ANOVA followed by Šidák’s multiple-comparison test. Data were plotted using GraphPad Prism and annotated with the results of the corresponding test. scRNA-seq data were processed using Partek Flow software v11.0. Differential gene expression between groups was analyzed using gene Poisson regression, with multiple testing corrected via the false discovery rate (FDR) method. Genes were considered significantly differentially expressed if they had an adjusted *P* value less than 0.01 and an absolute fold change greater than 2. Gene Ontology analyses were performed using GENEONTOLOGY (https://geneontology.org; database doi: 10.5281/zenodo.12173881; reference list: *Mus musculus*) through the PANTHER overrepresentation test to identify enriched biological processes.

For the single-cell analyses of *Thr* activity and cell-cell communication, VIPER NESs were compared between CTRL and HYPO samples within each cell type and time point using Wilcoxon’s rank-sum tests, and *P* values were Benjamini-Hochberg (FDR) adjusted. Competing TF program scores and LR pathway scores were tested in the same manner. Associations between per-cell VIPER scores (*Thra* or *Thrb*) and pathway-specific LR module scores (e.g., ECM/integrin, Notch) were assessed by linear regression. All scRNA-seq statistical analyses were performed in R (v4.5.1) using Seurat, decoupleR/OmnipathR, and ggplot2.

Data are presented as mean ± SEM. *P* values less than 0.05 were considered statistically significant. Sample sizes were based on preliminary data and standard practice in the field. All experiments were repeated independently at least twice with consistent results. Exact *n* values (biological replicates) for each experiment are indicated in the figure legends.

### Study approval.

All animal studies were performed in accordance with experimental protocols approved by the Institutional Animal Care and Use Committee of Children’s Hospital Los Angeles. Animal handling was performed according to the institutional guidelines for laboratory animal care at Children’s Hospital Los Angeles. The authors complied with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Data availability.

The single-cell RNA sequencing data generated in this study were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE311479 and are publicly accessible in compliance with MINSEQE guidelines. Supporting data values for all figures in the main article and supplement are provided in a separate file titled Supporting Data Values, with individual tabs corresponding to each figure panel. Additional data supporting the findings of this study are available upon reasonable request.

## Author contributions

AM and LP conceived and supervised the project. PA designed and conducted experiments and acquired and analyzed data. VV assisted with the scRNA-seq experiments and bioinformatics analysis. YYL assisted with data visualization and marker gene identification. GC assisted with statistical analysis and data interpretation. GAB and YYL contributed to data interpretation and project development. PA and AM wrote the manuscript with input from all authors. All authors reviewed and approved the final version of the manuscript.

## Funding support

- VA Merit Grant BX006245 (to AM).
- The GOFARR Foundation.
- The Schenkman family (to LP).
- Two Pilot Core Grants from the Children’s Hospital Los Angeles Spatial Biology and Genomics Core (to LP).
- VA Merit Grant BX001966 (to GAB).

## Supplementary Material

Supplemental data

Supplemental data sets 1-13

Supporting data values

## Figures and Tables

**Figure 1:**
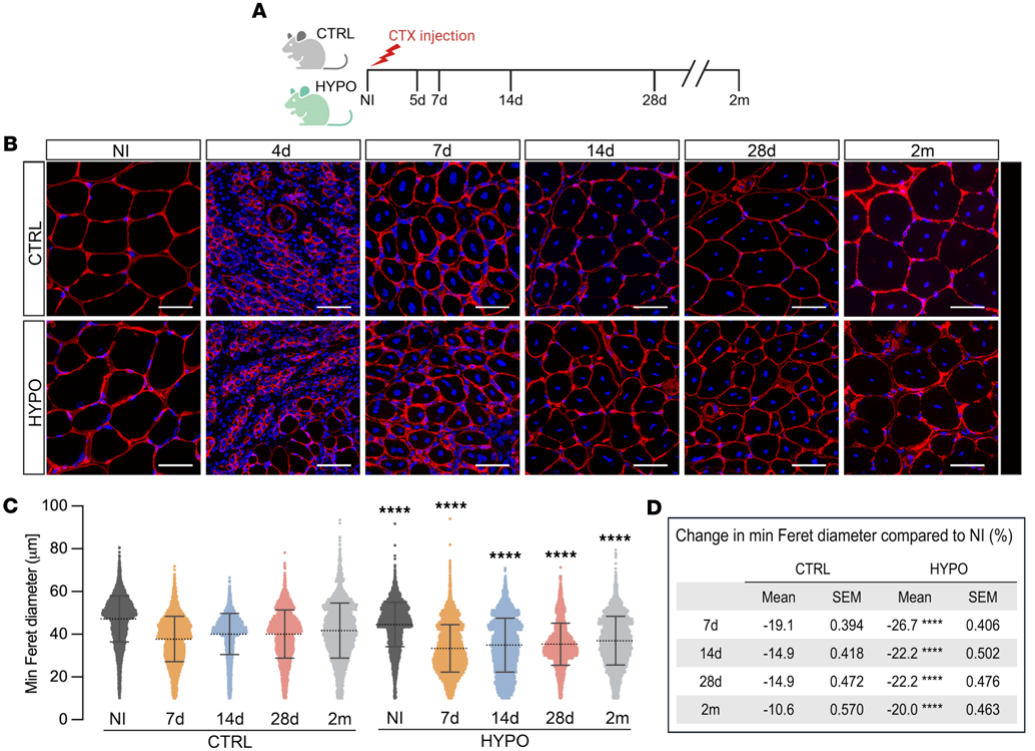
Skeletal muscle regeneration after injury: hypothyroid versus control. (**A**) Experimental design overview. Tibialis anterior muscles (TAMs) were collected from control and hypothyroid mice before injury and 4, 7, 14, and 28 days and 2 months after cardiotoxin-induced injury. Created in BioRender (Aguiari P, 2026, https://BioRender.com/9ywq1dw). (**B**) Immunofluorescence of TAM sections from control and hypothyroid mice before and 7, 14, and 28 days and 2 months after cardiotoxin-induced injury. Red, laminin; blue, nuclei (DAPI). Scale bars: 50 μm. (**C**) Scatter dot plot of minimum Feret diameter of TAM fibers from control and hypothyroid mice before and 7, 14, and 28 days and 2 months after injury. (**D**) Table showing the percentage decrease of minimum Feret diameter of regenerating skeletal muscle fibers in control and hypothyroid mice relative to the uninjured muscle. Data are presented as mean ± SEM. *n* = 3. One-way ANOVA and paired 2-tailed Student’s *t* tests were used for statistical analysis. ****P < 0.001, in hypothyroid compared with time point–matched control fibers. The experiment was repeated 3 times independently under identical conditions. CTRL, control; HYPO, hypothyroid; CTX, cardiotoxin; NI, before injury; d, days after injury; m, months after injury.

**Figure 2:**
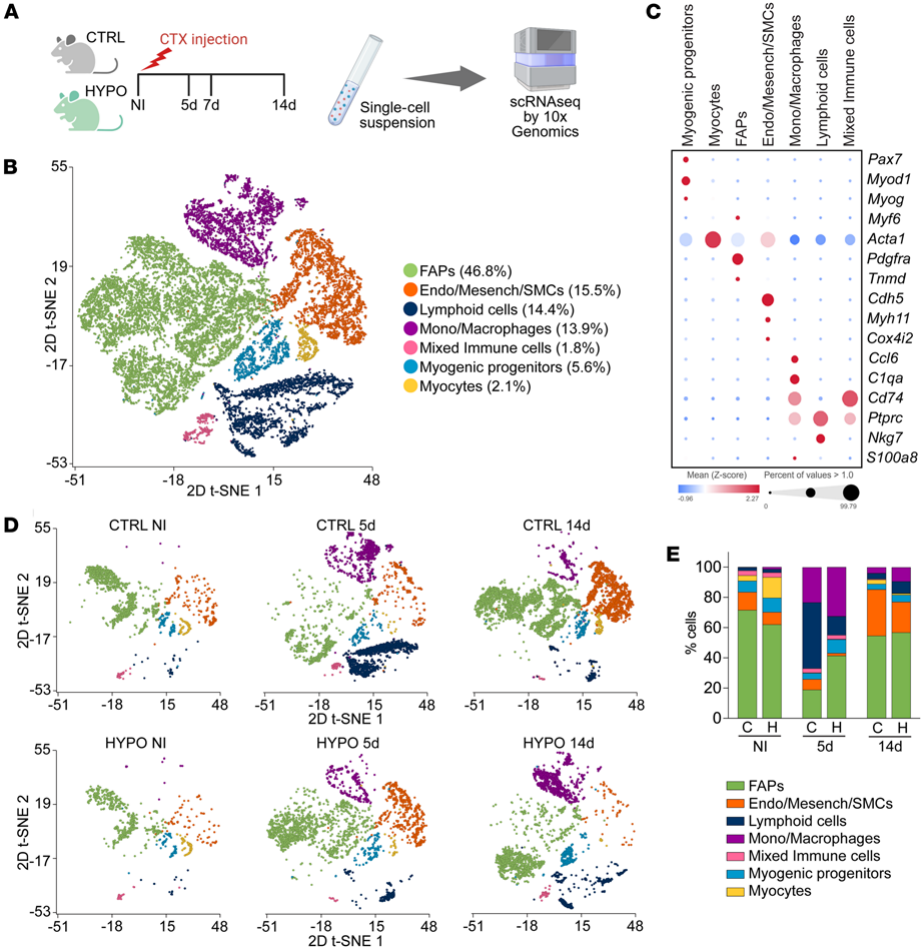
scRNA-seq of TAM shows different muscle-resident cell dynamics in response to injury in hypothyroid versus control mice. (**A**) Experimental design overview. Single cells were collected from TAMs isolated from control and hypothyroid mice before injury and 5 and 14 days after cardiotoxin-induced injury, and subjected to scRNA-seq followed by downstream analysis. Created in BioRender (Aguiari P, 2026, https://BioRender.com/rz1yprc). (**B**) t-SNE embedding of integrated dataset from control and hypothyroid muscle scRNA-seq datasets from all the time points, colored by population. (**C**) Bubble plot showing the expression of canonical markers in each population. Average gene expression values are scaled. (**D**) t-SNE embedding of integrated dataset from control and hypothyroid scRNA-seq data colored by population and grouped by time point. (**E**) Graph showing the relative proportion of each cell type in control and hypothyroid regenerating muscles at the different time points, shown as a percentage. Number of cells for each sample: CTRL NI, 2,303; CTRL 5d, 4,852; CTRL 14d, 6,588; HYPO NI, 1,055; HYPO 5d, 4,312; HYPO 14d, 3,299.

**Figure 3:**
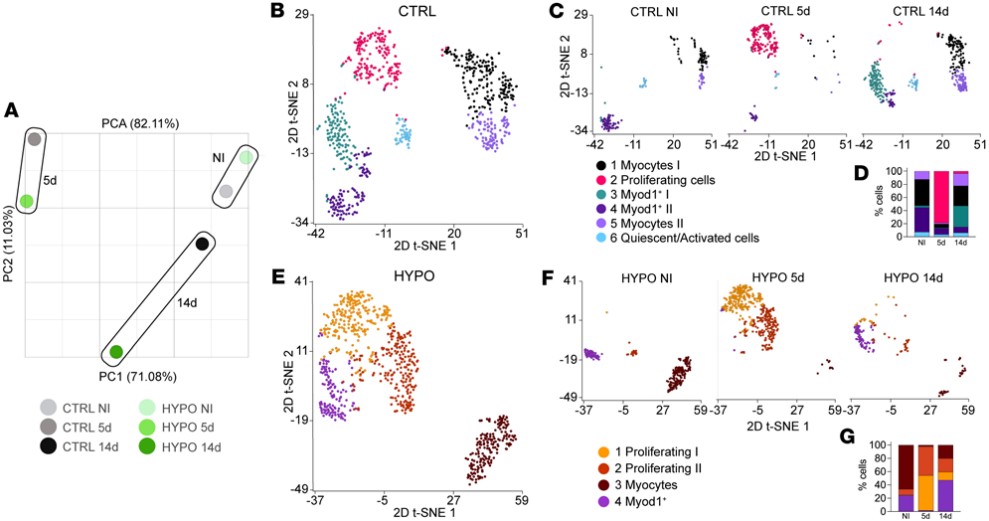
Hypothyroidism alters transcriptional profiles, cellular composition, and regenerative gene programs in the myogenic lineage during muscle regeneration. (**A**) 2D principal component analysis (PCA) plot for control and hypothyroid myogenic-lineage cells at the different time points before injury and 5 and 14 dpi. (**B**) t-SNE visualization of control myogenic scRNA-seq data, with color-coded clusters. (**C**) t-SNE visualization of control myogenic scRNA-seq data, color-coded by cluster and grouped by time point. (**D**) Graph depicting the relative proportions of each cluster in control myogenic-lineage cells across different time points shown as percentage. Number of cells for each sample: CTRL NI, 163; CTRL 5d, 201; CTRL 14d, 344. (**E**) t-SNE visualization of hypothyroid myogenic-lineage scRNA-seq data colored by cluster. (**F**) t-SNE visualization of hypothyroid myogenic-lineage scRNA-seq data colored by cluster and grouped by time points. (**G**) Graph showing the relative proportion of each cluster in hypothyroid myogenic-lineage cells at different time points. Number of cells for each sample: HYPO NI, 208; HYPO 5d, 399; HYPO 14d, 148. CTRL, control; HYPO, hypothyroid.

**Figure 4:**
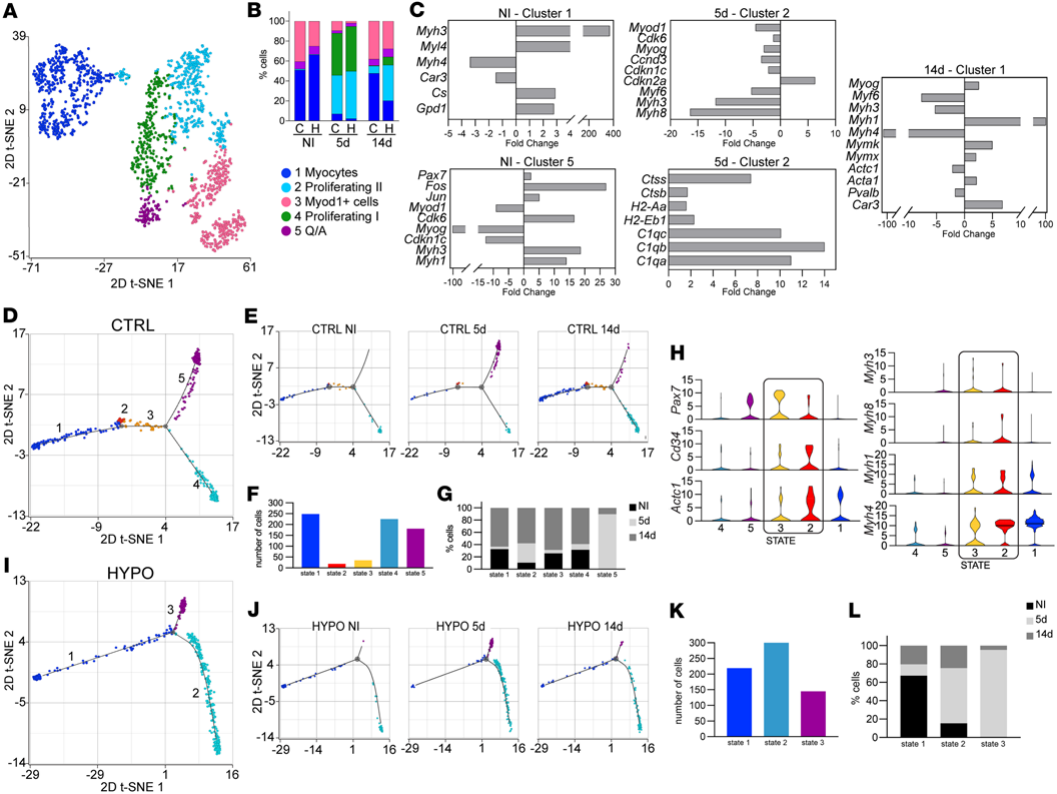
scRNA-seq and trajectory analysis reveal altered myogenic cell state transitions and impaired progression in hypothyroid muscle regeneration. (**A**) t-SNE visualization of the integrated scRNA-seq datasets from control and hypothyroid myogenic-lineage cells, with clusters distinguished by color. (**B**) Graph depicting relative proportions of clusters in each sample shown as percentage. Number of cells for each sample: CTRL NI, 163; CTRL 5d, 201; CTRL 14d, 344; HYPO NI, 208; HYPO 5d, 399; HYPO 14d, 148. (**C**) Table showing fold change in gene expression of selected genes for cells in Myocytes (cluster 1), Quiescent/Activated (cluster 5), and Proliferating II (cluster 2) clusters, in uninjured muscle and 5 days and 14 dpi, comparing hypothyroid and control myogenic-lineage cells. (**D**) Monocle trajectory plots for control datasets showing the distribution of myogenic cells in 5 states. (**E**) Monocle trajectory plots split by time point, in uninjured muscle and 5 days and 14 dpi, showing the distribution of control myogenic cells in 5 states. (**F**) Graph showing the number of cells in each control Monocle trajectory state. (**G**) Graph showing the percentage of cells from each time point for each control Monocle trajectory state. (**H**) Violin plots showing gene expression for selected genes in the control-specific myocyte states. (**I**) Monocle trajectory plots for hypothyroid datasets showing the distribution of hypothyroid myogenic cells in 3 states. (**J**) Monocle trajectory plots split by time point, in uninjured muscle and 5 days and 14 dpi, showing the distribution of hypothyroid myogenic cells in 3 states. (**K**) Graph showing the number of cells in each hypothyroid Monocle trajectory state. (**L**) Graph showing the percentage of cells from each time point for each hypothyroid Monocle trajectory state. C, control; H, hypothyroid.

**Figure 5:**
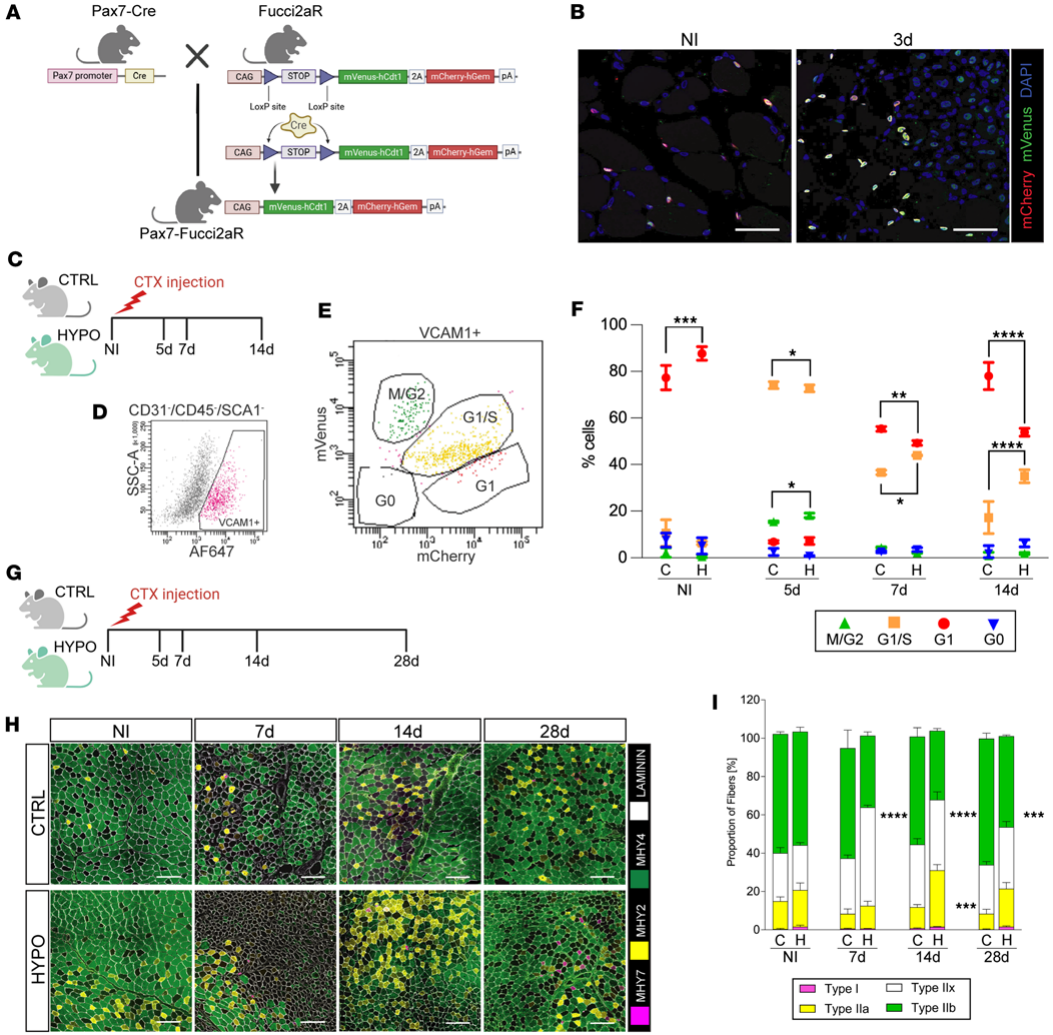
Hypothyroidism impairs muscle stem cell cycle progression and fiber type regeneration following injury. (**A**) *Pax7*-Fucci2aR mice are generated by crossing of Fucci2aR and mice expressing Cre recombinase under the *Pax7* promoter (Pax7-Cre). (**B**) Immunofluorescence images of uninjured and injured TAM 3 days after muscle injury, showing expression of the Fucci2aR reporter fluorophores mCherry (red) and mVenus (green). Nuclei in blue. Scale bars: 50 μm. (**C**) Experimental design overview. Primary cells were collected from TAMs isolated from control and hypothyroid mice before injury and 5, 7, and 14 days after cardiotoxin injury (*n* = 3 for each group) and subjected to flow cytometry analysis. Created in BioRender (Aguiari P, 2026, https://BioRender.com/dshnhgx). (**D**) Representative graphs showing selection of CD31^–^CD45^–^SCA1^–^VCAM1^+^ population by flow cytometry. (**E**) Representative quadrant of Fucci2aR reporter mVenus and mCherry expression in the VCAM1^+^ population: mVenus^+^ (M/G_2_, green), mCherry^+^ (G_1_, red), mVenus^+^mCherry^+^ (G_1_/S, yellow), and mVenus^–^mCherry^–^ (G_0_). (**F**) Superimposed dot plot graph showing proportion of MuSCs in different phases of the cell cycle in control and hypothyroid myogenic muscles before and 5, 7, and 14 dpi, as identified by flow cytometry analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**G**) Experimental design overview. TAMs were isolated from control and hypothyroid mice before injury and 5, 7, 14, and 28 days after cardiotoxin injury (*n* = 3 for each group) and subjected to histological analysis. Created in BioRender (Aguiari P, 2026, https://BioRender.com/ksp4qn5). (**H**) Immunofluorescence of TAM sections from control and hypothyroid mice at different time points before and after injury: myosin type I (MYH7, magenta), type IIa (MYH2, yellow), type IIb (MYH4, green), and laminin (white). Type IIx (MYH1) unstained. Scale bars: 100 μm. (**I**) Histogram plot showing proportion of different fiber types in TAM during regeneration at 0, 7, 14, and 28 days after cardiotoxin-induced injury. Data are presented as mean ± SEM. *n* = 3. Two-way ANOVA was used for statistical analysis. ***P < 0.001, ****P < 0.0001, in hypothyroid compared with time point–matched control fibers. The experiment was repeated 3 times independently under identical conditions. C, control; H, hypothyroid; CTRL, control; HYPO, hypothyroid.

**Figure 6:**
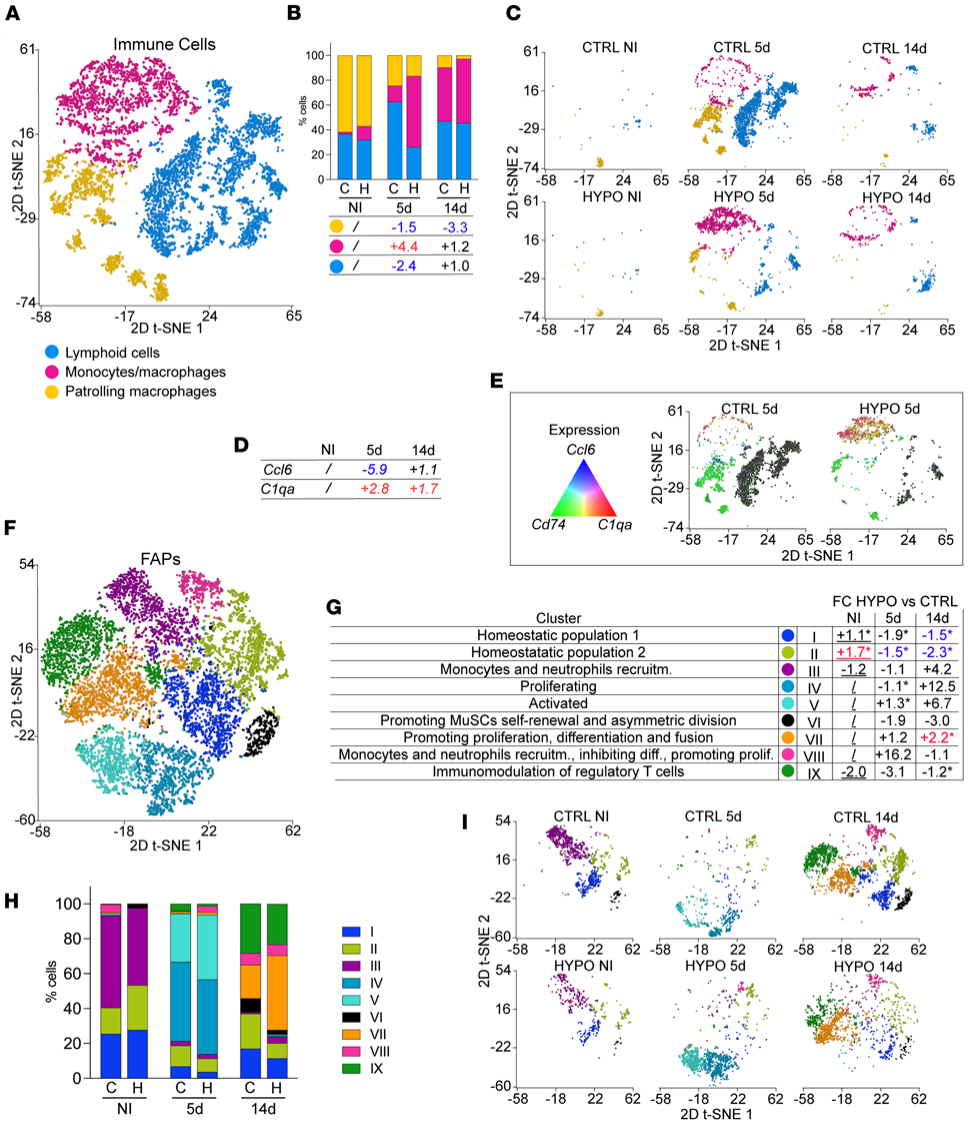
Thyroid hormone deficiency alters the immune and FAP landscape during skeletal muscle regeneration. (**A**) t-SNE visualization of integrated scRNA-seq datasets from control and hypothyroid immune cells, with clusters distinguished by color. (**B**) Proportions of cells (graph, top panel) in each cluster shown as a percentage of control and hypothyroid immune cell muscle before injury and 5 and 14 dpi. Bottom panel: Fold change in cell proportion in hypothyroid compared with control samples for each cluster. In uninjured (NI) datasets, the immune cell samples were too small to be compared (/). Number of cells for each sample: CTRL NI, 128; CTRL 5d, 3,381; CTRL 14d, 548; HYPO NI, 72; HYPO 5d, 2,052; HYPO 14d, 572. (**C**) t-SNE visualization of control and hypothyroid immune cell scRNA-seq data colored by cluster and grouped by time points. (**D**) Table showing fold change of the number of proinflammatory (*Ccl6^+^*) and antiinflammatory (*C1qa^+^*) macrophages in hypothyroid versus control muscles at 5 and 14 dpi. In uninjured (NI) datasets, the immune cell samples were too small to be compared (/). (**E**) t-SNE visualization of immune cells at 5 dpi in control and hypothyroid scRNA-seq datasets colored by expression of *Ccl6* (proinflammatory macrophages, blue), *C1qa* (antiinflammatory macrophages, red), and *Cd75* (patrolling macrophages, green). Cells negative for the 3 markers are shown in black. (**F**) t-SNE plot of integrated scRNA-seq datasets from control and hypothyroid FAPs, with clusters distinguished by color. (**G**) Table describing FAP clusters and their functional roles based on gene expression classification, cluster labeling, and fold change (FC) in cell number between hypothyroid and control. Roman numerals represent the cluster numbers used in the text; asterisks indicate FC values for clusters of more than 100 cells, which are underlined, FC > 1.5 in red; FC < –1.5 in blue. (**H**) Histogram bar graph showing relative abundance of FAPs and muscle before injury and 5 and 14 dpi. Number of cells for each sample: CTRL NI, 1,648; CTRL 5d, 919; CTRL 14d, 3,597; HYPO NI, 655; HYPO 5d, 1,784; HYPO 14d, 1,875. (**I**) Condition-specific t-SNE plots illustrating distribution of FAP clusters in control and hypothyroid muscles before injury and 5 and 14 dpi. C, control; H, hypothyroid; CTRL, control; HYPO, hypothyroid.

**Figure 7:**
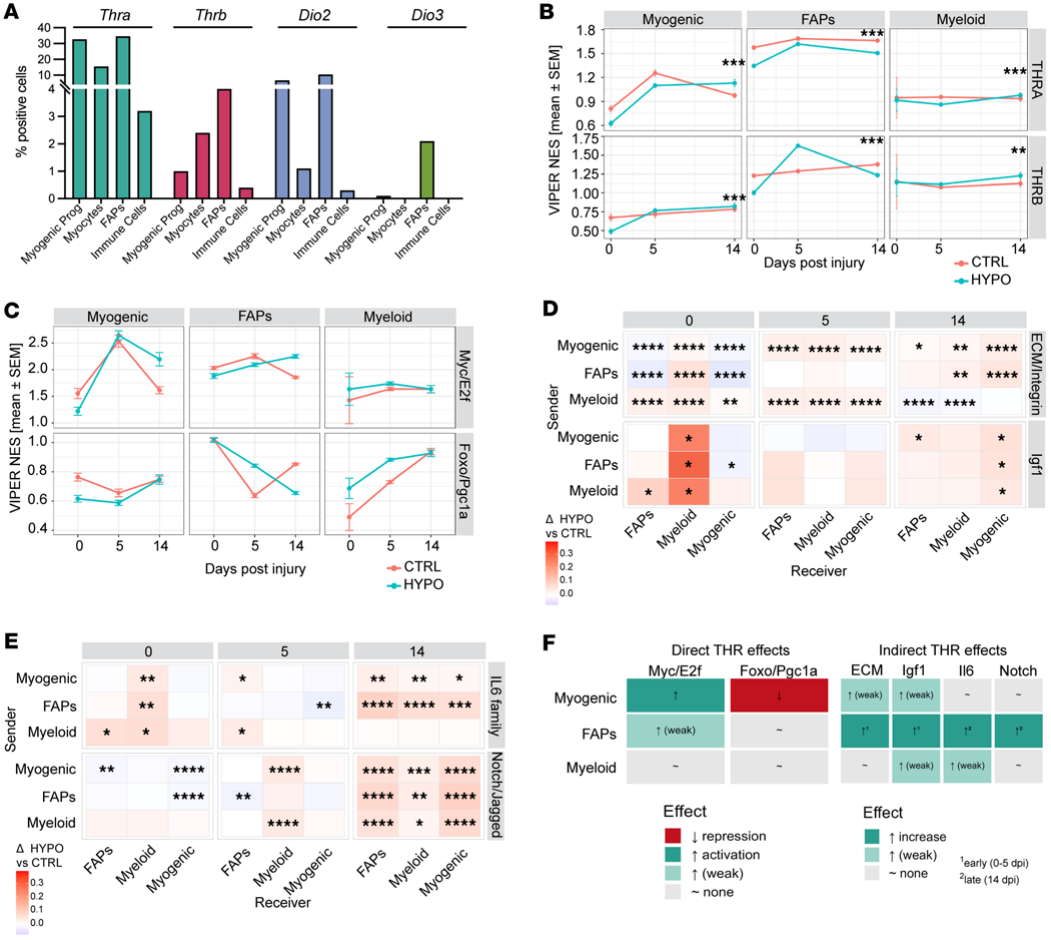
Thyroid hormone (T3) signaling and downstream regulatory programs during muscle regeneration. (**A**) Percentage of cells in each population expressing *Thra*, *Thrb*, *Dio2*, and *Dio3*. (**B**) Temporal modeling of *Thra/b* activity (generalized additive model [GAM], *k* = 3). GAM-like fits of VIPER-inferred normalized enrichment scores (NESs; mean ± SEM) for *Thra* (top) and *Thrb* (bottom). Lines show temporal trends; ribbons denote ± SEM. Asterisks indicate statistically significant divergence between CTRL and HYPO trajectories (**P < 0.01, ***P < 0.001, ANOVA comparing GAM smooths). (**C**) Line plots show CollecTRI-VIPER NESs for proliferative (*Myc*/*E2f*) and oxidative (*Foxo*/*Ppargc1a*) transcriptional programs across cells. Each line represents the average program activity per condition and time point. In FAPs, hypothyroidism suppressed the *Myc*/*E2f* cycling module at baseline and 5 days post-injury (dpi) but reactivated it at 14 dpi, while the oxidative *Foxo*/*Ppargc1a* program showed the opposite trend: early induction and late repression. Myogenic cells showed a similar inversion of proliferative and oxidative trajectories, whereas myeloid populations exhibited only a transient oxidative increase at 5 dpi. (**D** and **E**) Tile heatmap displaying hypothyroid-induced changes in LR interactions stratified by sender (rows) and receiver (columns) for each pathway family across the 3 regeneration stages. The color scale encodes the effect size (HYPO – CTRL). This figure resolves the directionality of communication. Asterisks indicate FDR-adjusted Wilcoxon’s *P* values (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). (**F**) CollecTRI-VIPER transcriptional modeling and LR pathway analysis were integrated to compare direct (*Thr* regulon) and indirect (ECM, IGF-1, IL-6, Notch) effects across myogenic, FAP, and myeloid lineages. β-Coefficients were summarized as qualitative activation (arrow up), repression (arrow down), or weak effects at early and late stages of regeneration.

**Table 1:**
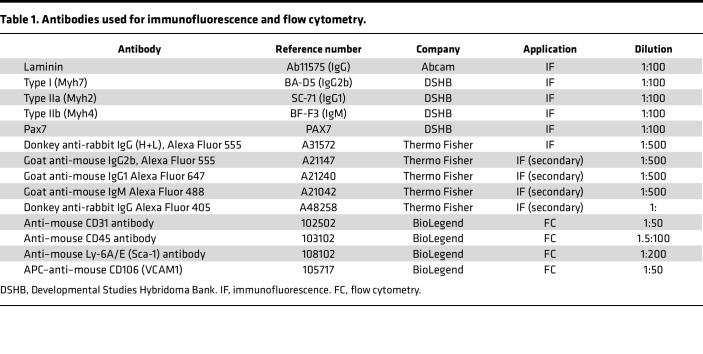
Antibodies used for immunofluorescence and flow cytometry.

## References

[1] Tidball JG (2017). Regulation of muscle growth and regeneration by the immune system. Nat Rev Immunol.

[2] Kuang S (2008). Niche regulation of muscle satellite cell self-renewal and differentiation. Cell Stem Cell.

[3] Dumont NA (2015). Intrinsic and extrinsic mechanisms regulating satellite cell function. Development.

[4] Lee JW (2014). Thyroid hormone signaling in muscle development, repair and metabolism. J Endocrinol Diabetes Obes.

[5] Salvatore D (2014). Thyroid hormones and skeletal muscle—new insights and potential implications. Nat Rev Endocrinol.

[6] Muscat GE (1994). Activation of myoD gene transcription by 3,5,3′-triiodo-L-thyronine: a direct role for the thyroid hormone and retinoid X receptors. Nucleic Acids Res.

[7] Brent GA (2012). Mechanisms of thyroid hormone action. J Clin Invest.

[8] Milanesi A (2017). Thyroid hormone receptor alpha is essential to maintain the satellite cell niche during skeletal muscle injury and sarcopenia of aging. Thyroid.

[9] Milanesi A (2016). Thyroid hormone receptor α plays an essential role in male skeletal muscle myoblast proliferation, differentiation, and response to injury. Endocrinology.

[10] Dentice M (2010). The FoxO3/type 2 deiodinase pathway is required for normal mouse myogenesis and muscle regeneration. J Clin Invest.

[11] Dentice M (2013). Type 3 deiodinase and solid tumors: an intriguing pair. Expert Opin Ther Targets.

[12] Sindoni A (2016). Hypothyroid myopathy: a peculiar clinical presentation of thyroid failure. Review of the literature. Rev Endocr Metab Disord.

[13] Oprescu SN (2020). Temporal dynamics and heterogeneity of cell populations during skeletal muscle regeneration. iScience.

[14] Giordani L (2019). High-dimensional single-cell cartography reveals novel skeletal muscle-resident cell populations. Mol Cell.

[15] De Micheli AJ (2020). Single-cell analysis of the muscle stem cell hierarchy identifies heterotypic communication signals involved in skeletal muscle regeneration. Cell Rep.

[16] McKellar DW (2021). Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration. Commun Biol.

[17] Simonides WS, van Hardeveld C (2008). Thyroid hormone as a determinant of metabolic and contractile phenotype of skeletal muscle. Thyroid.

[18] Cunningham JT (2007). mTOR controls mitochondrial oxidative function through a YY1-PGC-1alpha transcriptional complex. Nature.

[19] Abe T (2013). Visualization of cell cycle in mouse embryos with Fucci2 reporter directed by Rosa26 promoter. Development.

[20] Mort RL (2014). Fucci2a: a bicistronic cell cycle reporter that allows Cre mediated tissue specific expression in mice. Cell Cycle.

[21] Liu L (2015). Isolation of skeletal muscle stem cells by fluorescence-activated cell sorting. Nat Protoc.

[22] Molina T (2021). Fibro-adipogenic progenitors in skeletal muscle homeostasis, regeneration and diseases. Open Biol.

[23] Muller-Dott S (2023). Expanding the coverage of regulons from high-confidence prior knowledge for accurate estimation of transcription factor activities. Nucleic Acids Res.

[24] Alvarez MJ (2016). Functional characterization of somatic mutations in cancer using network-based inference of protein activity. Nat Genet.

[25] Weitzel JM (2001). Two thyroid hormone-mediated gene expression patterns in vivo identified by cDNA expression arrays in rat. Nucleic Acids Res.

[26] Kress E (2009). Thyroid hormones and the control of cell proliferation or cell differentiation: paradox or duality?. Mol Cell Endocrinol.

[27] Mackey AL (2017). Human skeletal muscle fibroblasts stimulate in vitro myogenesis and in vivo muscle regeneration. J Physiol.

[28] Aguiari P (2021). Persistent COUP-TFII expression underlies the myopathy and impaired muscle regeneration observed in resistance to thyroid hormone-alpha. Sci Rep.

[29] Dentice M, Salvatore D (2011). Deiodinases: the balance of thyroid hormone: local impact of thyroid hormone inactivation. J Endocrinol.

[30] Dentice M (2014). Intracellular inactivation of thyroid hormone is a survival mechanism for muscle stem cell proliferation and lineage progression. Cell Metab.

[31] Almada AE (2021). FOS licenses early events in stem cell activation driving skeletal muscle regeneration. Cell Rep.

[32] Fu X (2015). Stem cell activation in skeletal muscle regeneration. Cell Mol Life Sci.

[33] Safwan-Zaiter H (2022). P16INK4A—more than a senescence marker. Life (Basel).

[34] Mahdavi V (1987). Developmental and hormonal regulation of sarcomeric myosin heavy chain gene family. Circ Res.

[35] Ziemkiewicz N (2021). The role of innate and adaptive immune cells in skeletal muscle regeneration. Int J Mol Sci.

[36] Behmoaras J (2025). The spatial and temporal activation of macrophages during fibrosis. Nat Rev Immunol.

[37] Yin K (2024). FAPs orchestrate homeostasis of muscle physiology and pathophysiology. FASEB J.

[38] Wosczyna MN (2019). Mesenchymal stromal cells are required for regeneration and homeostatic maintenance of skeletal muscle. Cell Rep.

[39] Turowska O (2007). Overexpression of E2F1 in clear cell renal cell carcinoma: a potential impact of erroneous regulation by thyroid hormone nuclear receptors. Thyroid.

[40] Wulf A (2008). T3-mediated expression of PGC-1alpha via a far upstream located thyroid hormone response element. Mol Cell Endocrinol.

[41] Freitas BC (2010). Paracrine signaling by glial cell-derived triiodothyronine activates neuronal gene expression in the rodent brain and human cells. J Clin Invest.

[42] Giolito MV, Plateroti M (2022). Thyroid hormone signaling in the intestinal stem cells and their niche. Cell Mol Life Sci.

[43] Ribeiro MO (2010). Expression of uncoupling protein 1 in mouse brown adipose tissue is thyroid hormone receptor-beta isoform specific and required for adaptive thermogenesis. Endocrinology.

[44] Schiaffino S (1989). Three myosin heavy chain isoforms in type 2 skeletal muscle fibres. J Muscle Res Cell Motil.

[45] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[46] Stringer C (2021). Cellpose: a generalist algorithm for cellular segmentation. Nat Methods.

[47] Bankhead P (2017). QuPath: open source software for digital pathology image analysis. Sci Rep.

[48] Badia IMP (2022). decoupleR: ensemble of computational methods to infer biological activities from omics data. Bioinform Adv.

[49] Holland CH (2020). Robustness and applicability of transcription factor and pathway analysis tools on single-cell RNA-seq data. Genome Biol.

[50] Mundo AI (2022). Generalized additive models to analyze nonlinear trends in biomedical longitudinal data using R: beyond repeated measures ANOVA and linear mixed models. Stat Med.

[51] Van den Berge K (2020). Trajectory-based differential expression analysis for single-cell sequencing data. Nat Commun.

[52] Patterson-Cross RB (2021). Selecting single cell clustering parameter values using subsampling-based robustness metrics. BMC Bioinformatics.

[53] Turei D (2016). OmniPath: guidelines and gateway for literature-curated signaling pathway resources. Nat Methods.

[54] Dimitrov D (2022). Comparison of methods and resources for cell-cell communication inference from single-cell RNA-Seq data. Nat Commun.

# Supplementary material for: Hypothyroidism impairs skeletal muscle regeneration after injury by altering myogenic and nonmyogenic pathways
**Source:** JCI Insight. 2026 Mar 23;11(6):e197761. doi: 10.1172/jci.insight.197761
**Supplement:** Supplemental data

## **Supplementary Material**

### **Hypothyroidism Reduces Impairs Skeletal Muscle Regeneration After Injury by Altering Myogenic and Non-Myogenic Pathways**

Paola Aguiari<sup>1,2</sup>, Valentina Villani<sup>1</sup>, Yan-Yun Liu<sup>2</sup>, Gianni Carraro<sup>3,4</sup>, Gregory A Brent<sup>2</sup>, \*Laura Perin<sup>1,4</sup>, \*Anna Milanesi<sup>2</sup>

**Supplementary Figure 1**

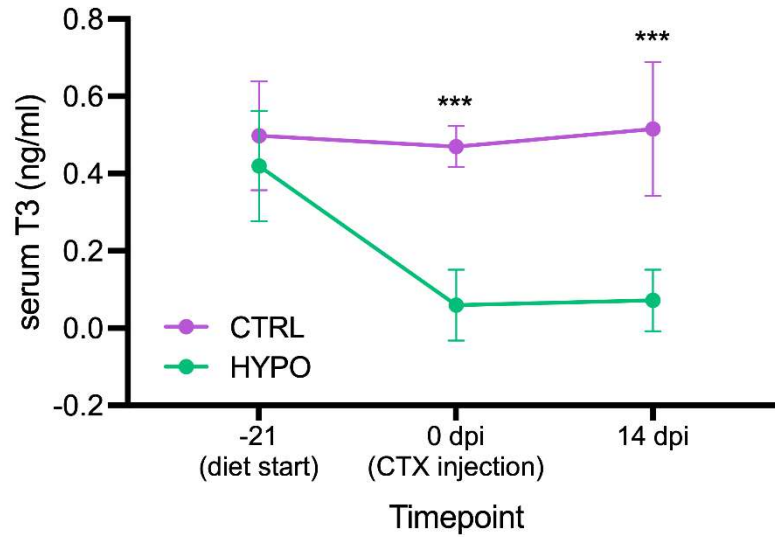

**Serum T3 levels in CTRL and hypothyroid mice.**

Serum triiodothyronine (T3) concentrations (ng/ml) were measured at day - 21 (start of hypothyroid diet), day 0 (CTX injection), and day 14 (post-injury). Lines represent individual mice; bold lines indicate group means  $\pm$  SEM. CTRL mice maintained stable T3 levels, whereas hypothyroid mice showed a marked reduction by day 0 that persisted through day 14.

Supplementary Figure 2

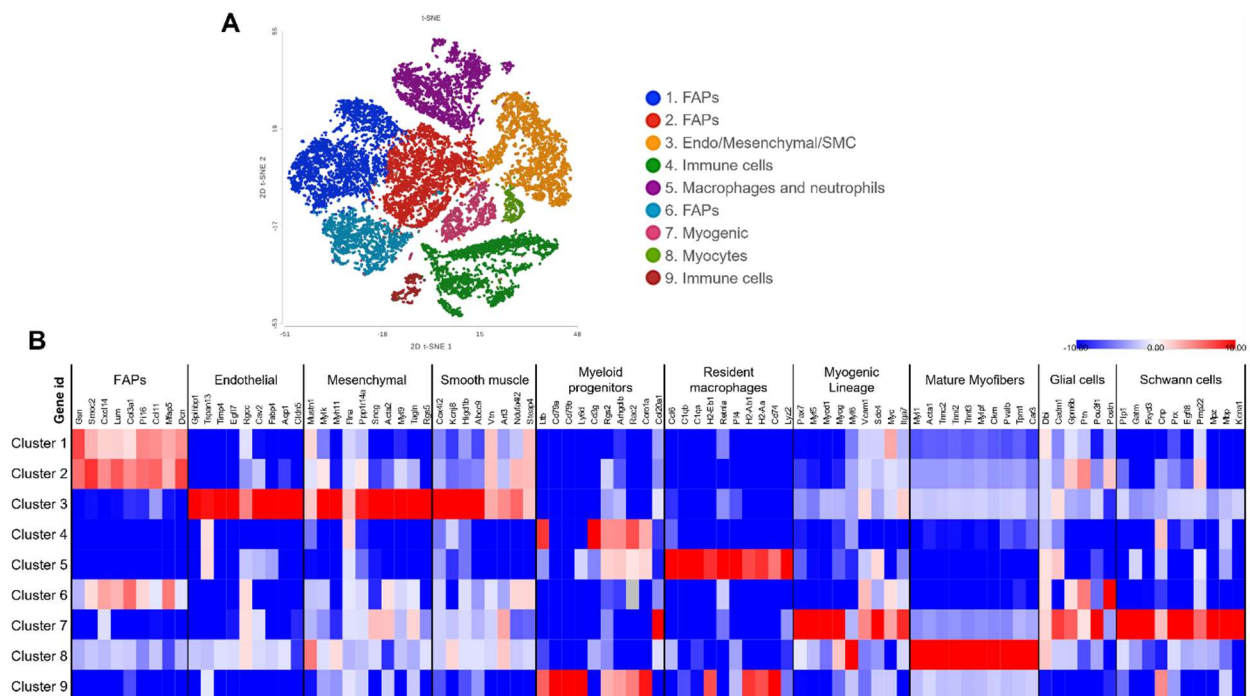

**t-SNE visualization of integrated single-cell transcriptomes from skeletal muscle tissues reveals major cell populations. (A)** t-SNE projection of 22,409 single cells after graph-based clustering, color-coded by cluster identity. **(B)** Heatmap showing cluster identities assigned based on expression of canonical markers for known skeletal muscle-resident populations. Identified populations include fibro/adipogenic progenitors (FAPs; clusters 1, 2, 6), endothelial/mesenchymal/smooth muscle cells (cluster 3), immune cells (clusters 4, 9), macrophages and neutrophils (cluster 5), myogenic progenitors (cluster 7), and myocytes (cluster 8). In cluster number 7 (myogenic progenitors), we identified expression of Glial cells and Schwann cells markers. Legend: (FAPs) Fibro/Adipogenic Progenitors.

### Supplementary Figure 3

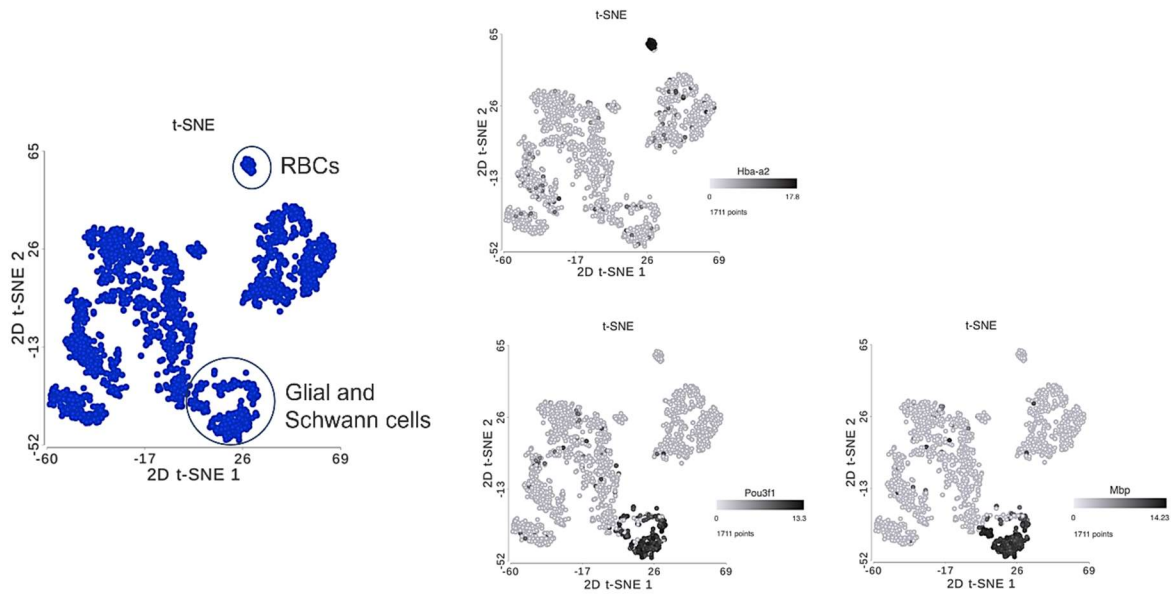

#### Identification and removal of non-myogenic cell populations from the integrated dataset.

t-SNE plots showing the process of filtering out non-myogenic cells from the integrated scRNA-seq dataset. Red blood cells (RBCs) were identified based on *Hba-a2* expression (top right panel), and glial/Schwann cells were identified based on the expression of *Pou3f1* and *Mbp* (middle and bottom right panels). Both groups were manually selected (lasso tool) and filtered out.

## Supplementary Figure 4

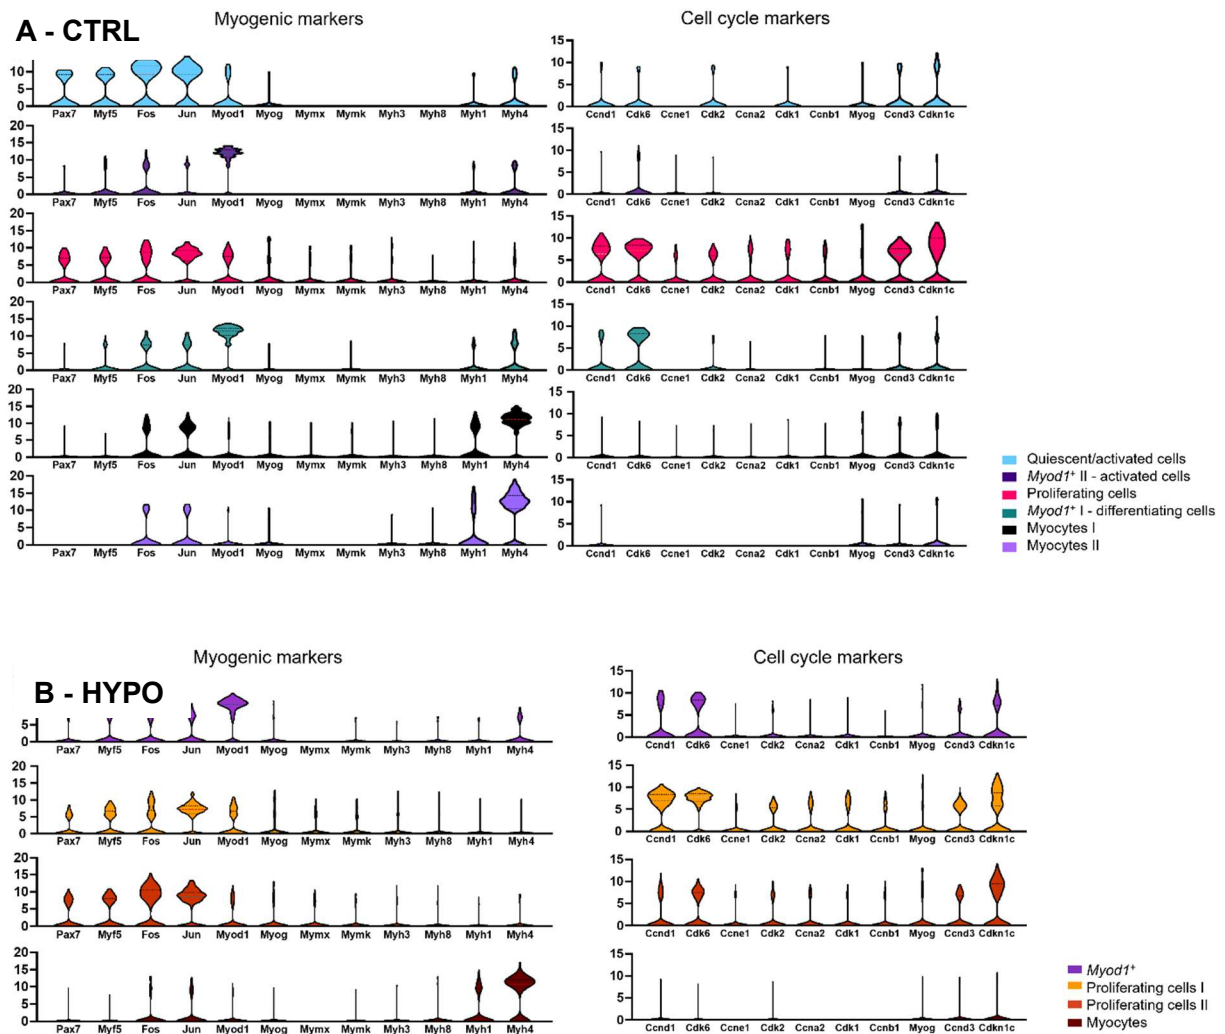

**Separated cluster analysis of Control and Hypothyroid conditions reveals transcriptional signatures of muscle stem/progenitor subpopulations.** Violin plots showing expression of key myogenic transcription factors (*Pax7*, *Myf5*, *Myod1*, *Myog*), immediate early genes (*Fos*, *Jun*), and cell cycle regulators (e.g., *Ccnd1*, *Cdk1*, *Cdk2*) across transcriptionally defined clusters from scRNA-seq of control (A - CTRL) and Hypothyroid (B - HYPO) muscle mononuclear cells. In CTRL, six subclusters were identified and annotated as: Quiescent/activated cells (light blue), *Myod1*<sup>+</sup> II – activated cells (purple), Proliferating cells (pink), *Myod1*<sup>+</sup> I -differentiating cells (teal), Myocytes I (black), and Myocytes II (purple). In HYPO, four clusters were identified and annotated

as: *Myod1*<sup>+</sup> (purple), Proliferating cells I (yellow), Proliferating cells II (orange), and Myocytes (brown). Expression patterns highlight distinct transcriptional programs and altered cell state distributions between conditions. Axes represent normalized expression levels.

### Supplementary Figure 5

| Myocytes I                                    | Myocytes II                              |
|-----------------------------------------------|------------------------------------------|
| Citric acid cycle (TCA)                       | Rho GTPase Signaling Pathways            |
| TCA cycle and respiratory electron transport  | RHOBTB GTPase cycle                      |
| Respiratory electron transport, ATP synthesis | Cell Cycle                               |
| Respiratory electron transport                | Translation initiation complex formation |
| Mitochondrial translation                     | HSF1 activation                          |
| Mitochondrial fatty acid beta-oxidation       | rRNA processing (nucleos & cytosol)      |
| mTORC1-mediated signaling                     | VEGF-VEGFR2 Pathway                      |
| MTOR signaling                                |                                          |
| Cellular response to stress                   |                                          |

GO Term analysis of Myocyte I versus Myocytes II (Myocytes I) and Myocytes II vs Myocytes I (Myocytes II). FDR <0.05.

## Supplementary Figure 6

| Proliferating I             | Proliferating II                                                                 |
|-----------------------------|----------------------------------------------------------------------------------|
| MET activates RAP1 and RAC1 | Microtubule-dependent trafficking of connexons from Golgi to the plasma membrane |
| MTOR signaling              | Apoptosis induced DNA fragmentation                                              |
| rRNA processing             | Complex I biogenesis                                                             |
| Cellular response to stress | Mitochondrial biogenesis                                                         |
| Cellular senescence         | Crosslinking of collagen fibrils                                                 |
| RAF/MAP kinase cascade      | RHO GTPase activate IQGAPs                                                       |
| Signaling by interleukins   | Recycling pathway of L1                                                          |
|                             | Selective autophagy                                                              |
|                             | Signaling by hedgehog                                                            |
|                             | Cellular response to stress                                                      |

GO Term analysis of Proliferative I versus Proliferative II (Proliferative I) and Proliferative II vs Proliferative I (Proliferative II). FDR <0.05.

## Supplementary Figure 7

| CTRL vs Hypo 5 dpi                  | CTRL vs Hypo 14 dpi                                         |
|-------------------------------------|-------------------------------------------------------------|
| Striate muscle cell differentiation | MET promotes cell mobility                                  |
| Cell differentiation                | Keratan sulfate biosynthesis                                |
| Cell activation                     | Non-Integrin membrane-ECM interactions                      |
| Muscle structure development        | Elastic fiber formation                                     |
| Sarcomere organization              | Collagen biosynthesis and formation                         |
| Muscle contraction                  | Integrin cell surface interactions                          |
| Muscle adaptation                   | Assembly of collagen fibrils and other multimeric structure |

Gene Ontology (GO) term analysis comparing control and hypothyroid myogenic cells 5- and 14-days post-injury (dpi). FDR <0.05.

## Supplementary Figure 8

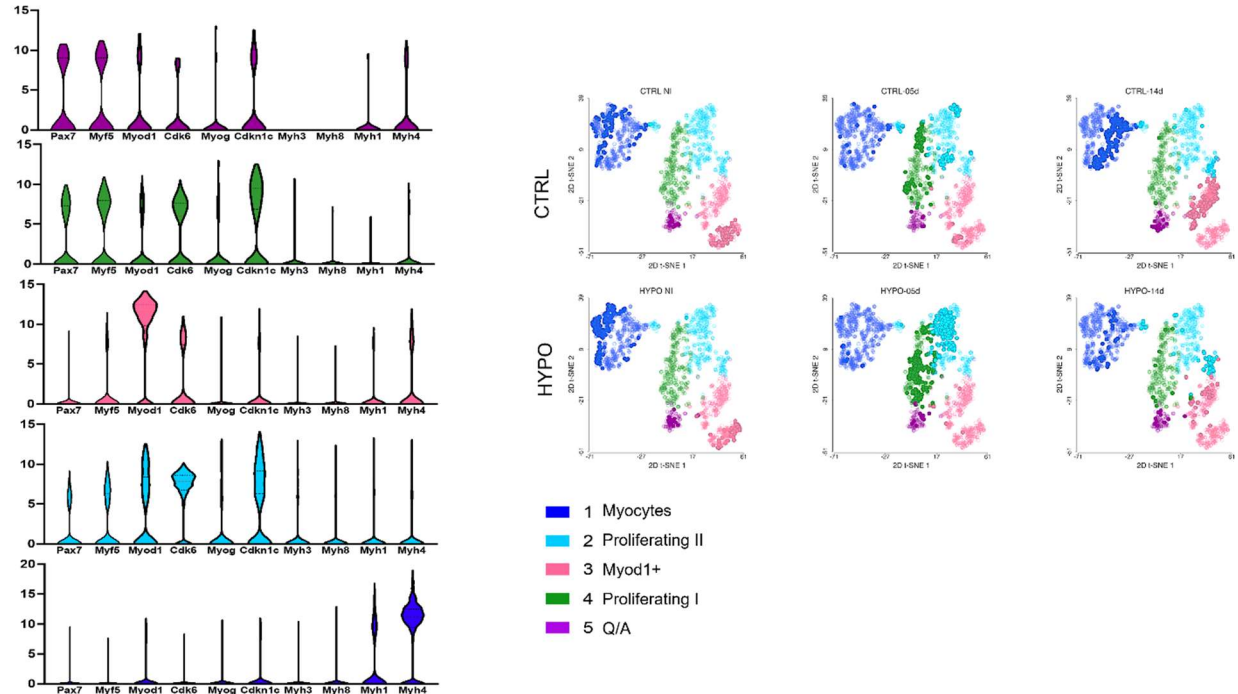

**Classification of myogenic clusters and dynamic changes during regeneration in Control and Hypothyroid conditions.** (Left) Violin plots of key myogenic and cell cycle markers (e.g., *Pax7*, *Myf5*, *Myod1*, *Cdk6*, *Cdkn1c*, *Myh1*) across five transcriptionally defined cell clusters. Clusters were annotated as: (1) Myocytes (dark blue), (2) Proliferating cells – exiting cycle (light blue), (3) *Myod1*<sup>+</sup> cells (pink), (4) Proliferating cells – actively cycling (green), and (5) Quiescent/activated (Q/A) cells (purple). (Right) t-SNE plots showing the distribution and abundance of the five clusters in control (CTRL) and hypothyroid (HYPO) muscle samples at three time points during regeneration: non-injured (NI), 5 days post-injury (05d), and 14 days post-injury (14d). Colors correspond to clusters as defined in the violin plots. HYPO samples display altered proportions and regenerative trajectories of myogenic subpopulations compared to CTRL across time points.

## Supplementary Figure 9

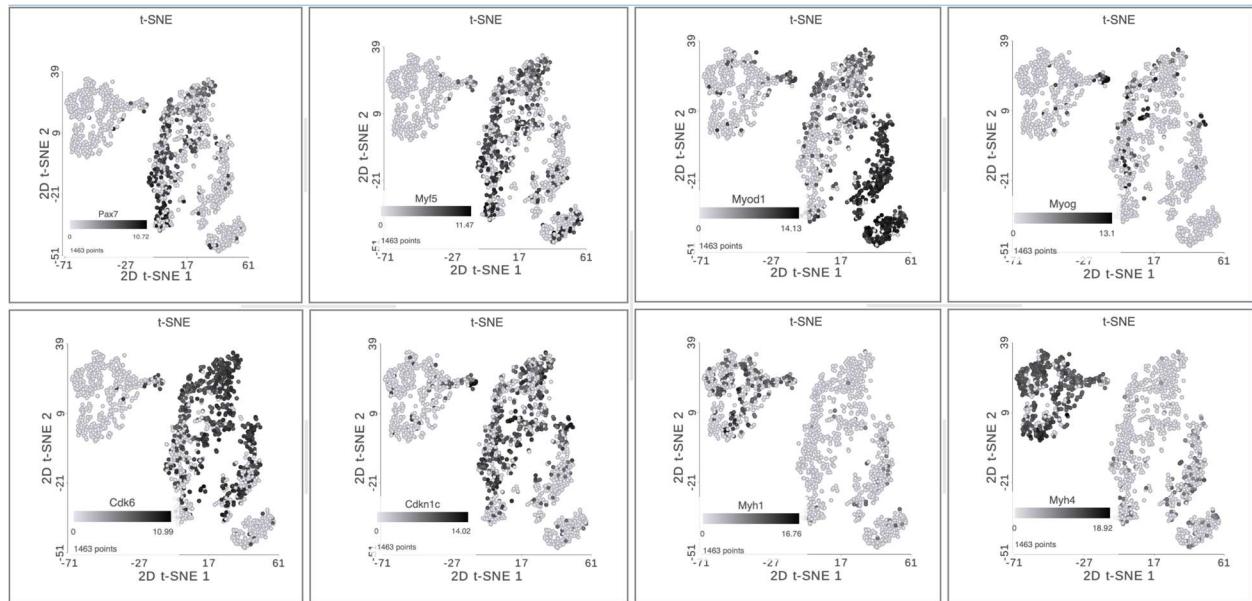

### t-SNE feature plots of myogenic marker gene expression in integrated single-cell dataset.

t-SNE projections displaying expression levels of canonical myogenic markers across integrated single-cell transcriptomes from control and hypothyroid (HYPO) muscle samples. Each dot represents a single cell (total  $n = 1463$ ), with grayscale intensity corresponding to normalized expression of the indicated gene. Genes include: *Pax7* (quiescent/activated satellite cells), *Myf5* (early myogenic commitment), *Myod1* (activated/proliferating myoblasts), *Myog* (differentiating myoblasts), *Cdk6* and *Cdkn1c* (cell cycle regulators), *Myh1* and *Myh4* (markers of terminally differentiated myocytes).

**Supplementary Figure 10**

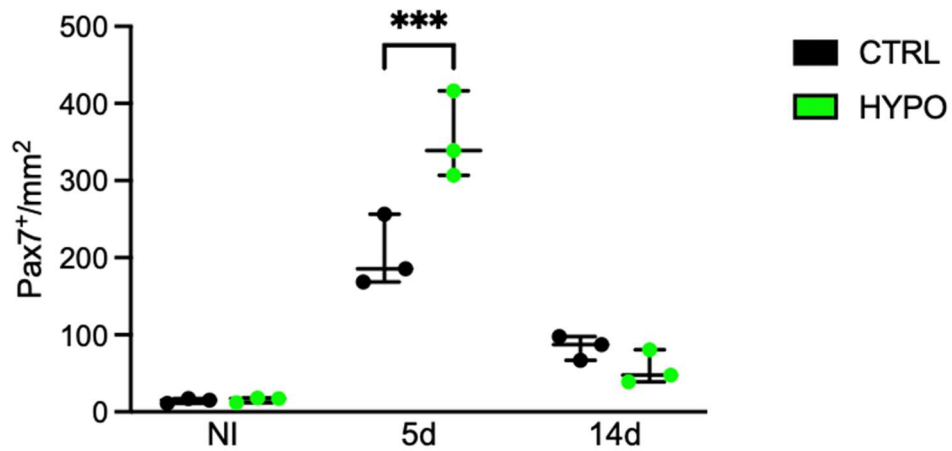

**Pax7<sup>+</sup> satellite cell abundance is transiently elevated in hypothyroid muscle following injury.** Graph showing the quantification of PAX7 cells per mm<sup>2</sup> in tibialis anterior muscle sections from control (CTRL, black) and hypothyroid (HYPO, green) mice under non-injured (NI), 5 days post-injury (5d), and 14 days post-injury (14d) conditions, revealing a significant increase in PAX7 cells in hypothyroid muscle compared to controls at 5 days post-injury, whereas no differences were observed at baseline (NI) or at 14 days. Each point represents an individual mouse; horizontal lines indicate mean ± SD. \*\*\*p < 0.001 (unpaired t-test).

## Supplementary Figure 11

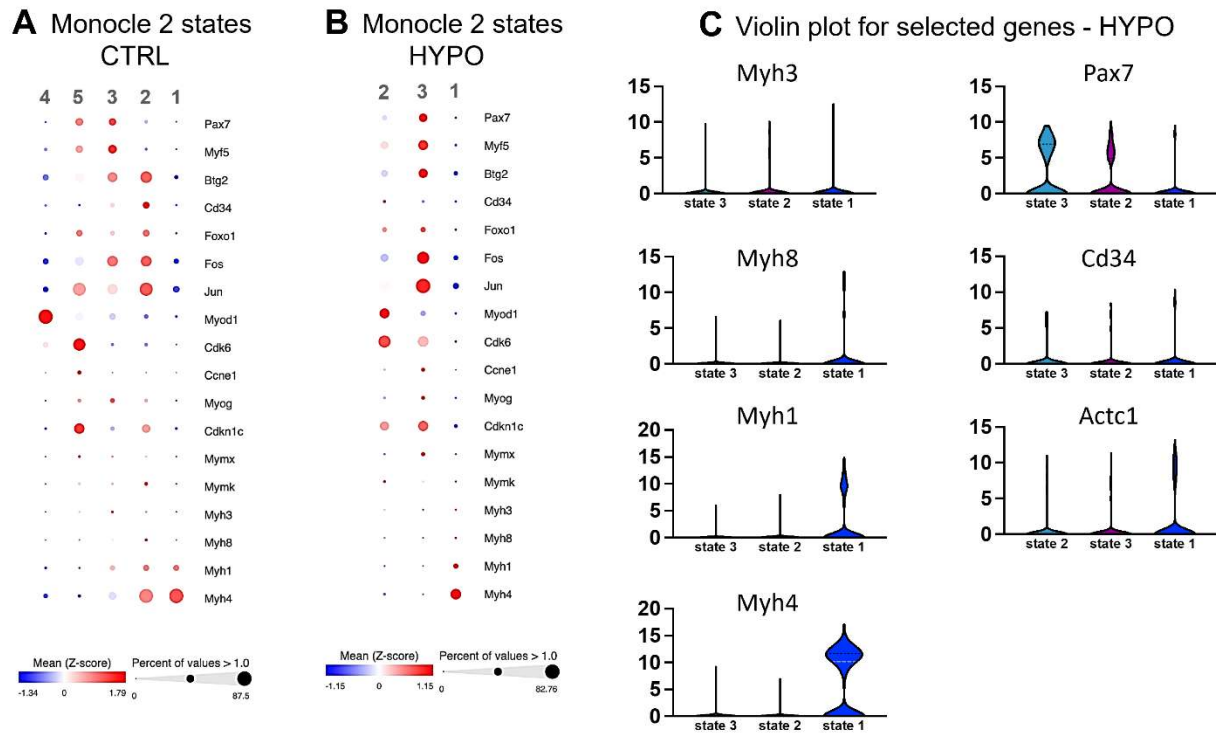

**Expression patterns of myogenic regulatory genes. (A, B)** Dot plots showing the mean expression (Z-score) and percentage of cells expressing each indicated gene (values >1.0) in different clusters for control **(A)** and hypothyroid **(B)** samples. Color intensity reflects the average scaled expression, while dot size indicates the proportion of cells with detectable expression. Key myogenic markers shown include stem/progenitor markers (*Pax7*, *Myf5*, *Cd34*), early activation markers (*Fos*, *Jun*, *Btg2*), cell cycle regulators (*Cdk6*, *Ccne1*, *Cdkn1c*), and differentiation/fusion markers (*Myod1*, *Myog*, *Mymx*, *Mymk*, *Myh1*, *Myh3*, *Myh4*, *Myh8*). **(C)** Violin plots illustrating the distribution of expression levels for selected genes across clusters, highlighting the dynamic regulation of transcription factors and structural genes during myogenic progression in the hypothyroid sample (HYPO). Each violin plot represents the full distribution of normalized gene expression values within each cluster.

Supplementary Figure 12

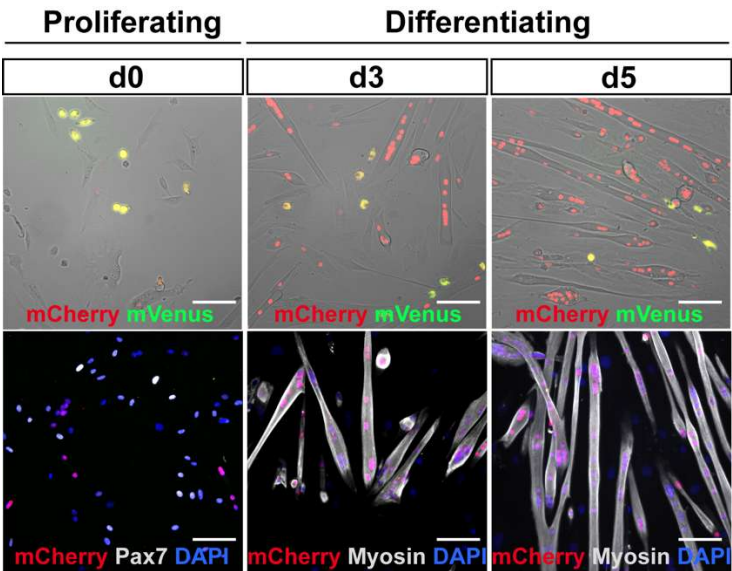

**In vitro differentiation of MuSCs from PAX7-FUCCI mice.** Representative fluorescence and Bright Field images of proliferating and differentiating primary myoblasts from *Pax7*-FUCCI mice isolated from uninjured TAMs expressing the FUCCI system fluorophores mCherry/G1 (red) and mVenus/G2/M (green) (upper panels) and expressing PAX7 (grey), Myosin (grey) and mCherry (red) (lower panels, nuclei are in blue/DAPI). Bar: 50  $\mu$ m.

**scRNA-seq reveals diverse immune and stromal populations in injured muscle.**

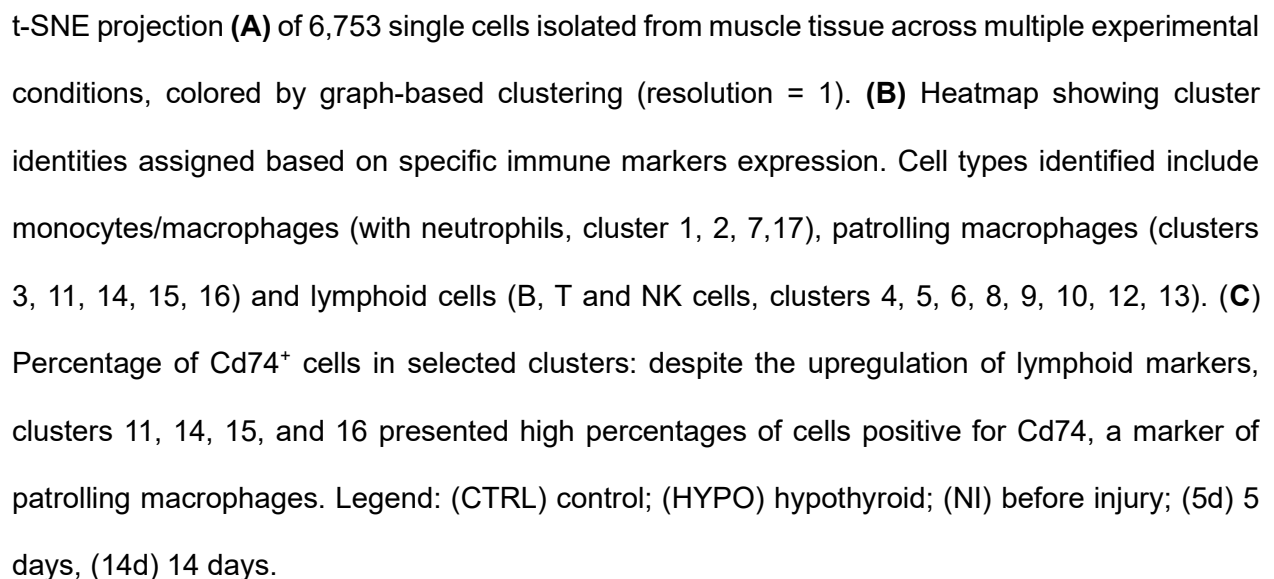

Supplementary Figure 14

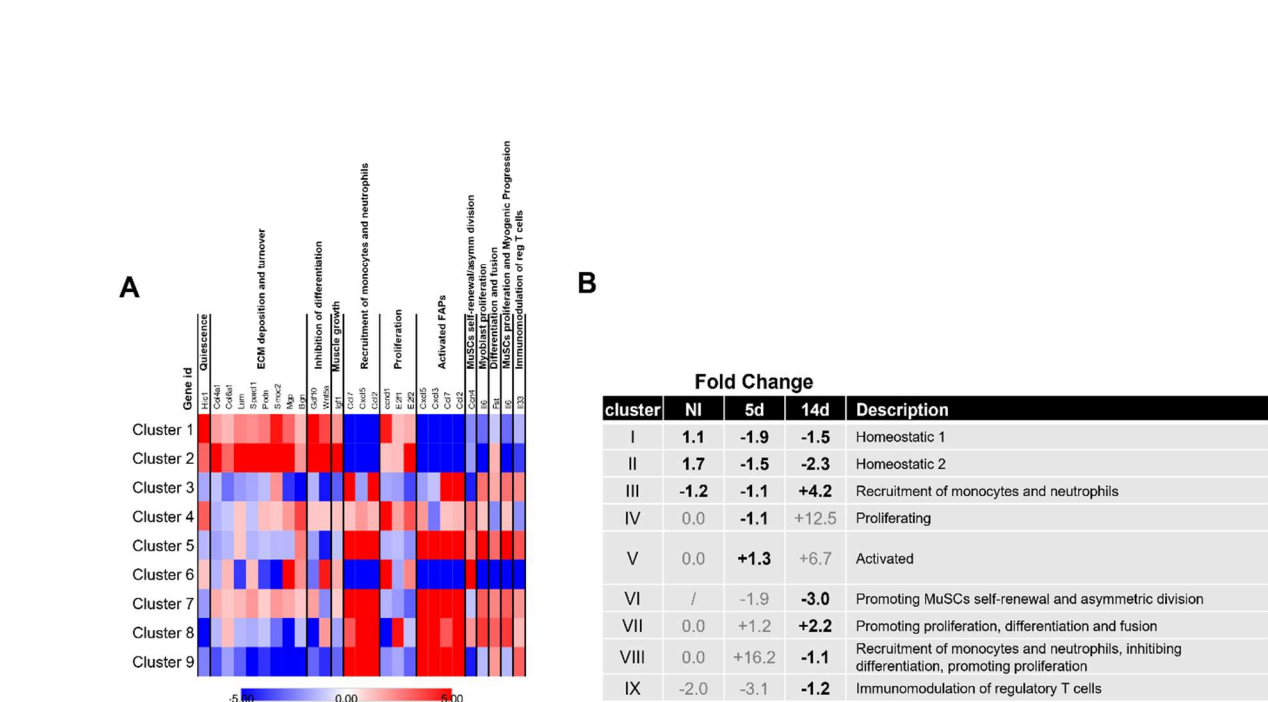

**scRNA-seq shows dynamic changes in FAPs populations in injured muscle. (A)** Heatmap showing the scaled expression (Z-score) of key marker genes across 9 fibro-adipogenic progenitor (FAP) clusters identified by scRNA-seq analysis. Each row represents a distinct FAP cluster, while columns indicate representative genes grouped by functional annotation, including quiescence (e.g., *Htra1*, *Ccl11*), ECM deposition and turnover (*Col1a1*, *Col3a1*), inhibition of differentiation (*Sfrp4*, *Dpp4*), tissue growth (*Bmp4*), immune crosstalk (*Ccl2*, *Ccl7*, *Ccl8*), proliferation (*Ccnb1*, *E2f1*), activated FAPs (*Cd74*, *Cd83*), muscle stem cell (MuSC) regulation (*Gas1*, *Ccnd2*, *Igfbp6*), myogenic progression (*Fgfr2*, *Fst*), and immunomodulation of regulatory T cells (*Il33*). Red indicates higher expression, and blue indicates lower expression. **(B)** Table showing the change in relative abundance of cells in FAP clusters presented as fold change: number in bold represent significant differences (fold change from clusters with a number of cells higher than 30 for both CTRL and HYPO samples); numbers in grey represent clusters with a

number of cells lower than 30 for both CTRL and HYPO samples. Legend: (NI) before injury; (5d) 5 days, (14d) 14 days.

Supplementary Figure 15

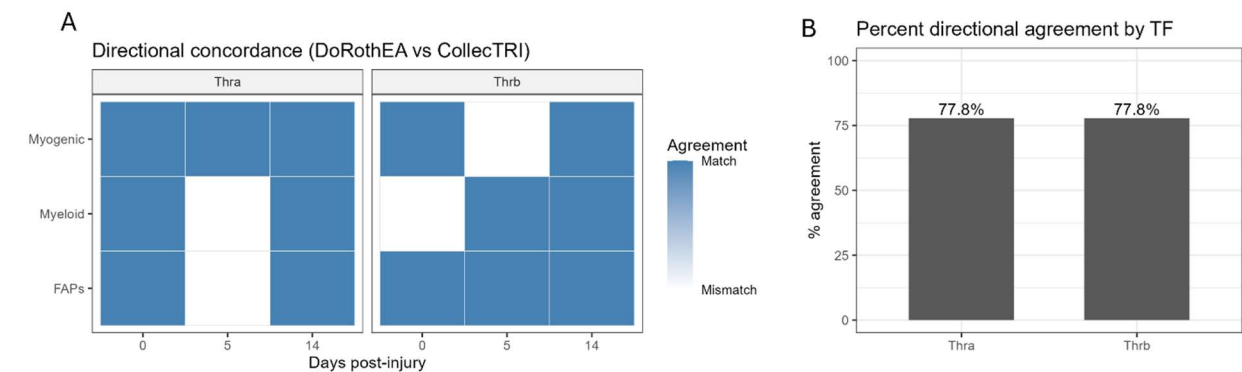

**Validation of CollectTRI-inferred THR activity with DoRothEA regulons. (A)** Heatmap of directional concordance showing whether the sign of the HYPO vs. CTRL effect size for *Thra* and *Thrb* activity matched between CollectTRI and DoRothEA regulon analyses across cell types (FAPs, Myeloid, Myogenic) and time points (0, 5, and 14 days post-injury). Blue squares indicate matching direction of effect; white squares indicate a mismatch. **(B)** Bar plot summarizing the overall percent of cell-type/time comparisons in which the direction of the effect agreed between frameworks. Approximately 78 % directional agreement was observed for both *Thra* and *Thrb*.

Supplementary Figure 16

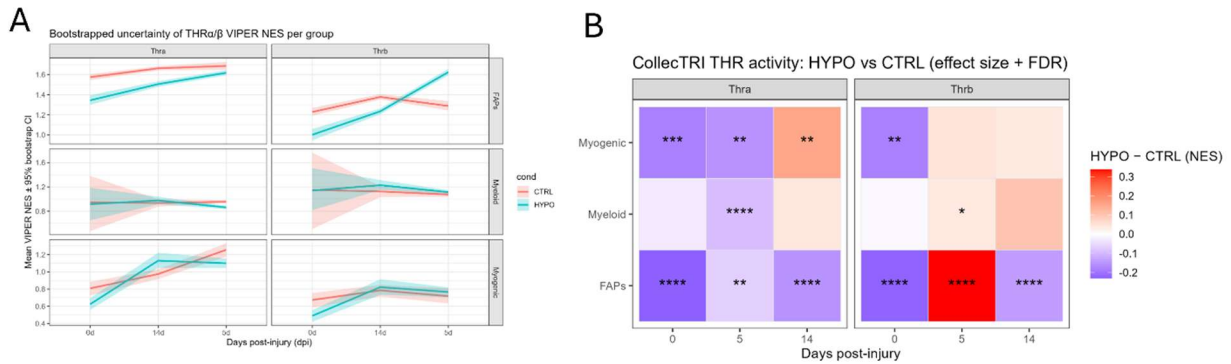

**Dynamic changes of *Thra/b* activity during muscle regeneration under hypothyroidism. (A) Bootstrapped modeling of *Thra/b* activity reveals temporal divergence under hypothyroidism.** To assess the robustness of inferred transcriptional activity patterns in the absence of biological replication, we performed 1,000-fold bootstrapping of per-cell VIPER NES values within each sample. The resulting shaded confidence ribbons capture the variability expected from cellular and technical heterogeneity within each mouse rather than between animals. Despite this limitation, consistent temporal patterns emerged across FAPs and myogenic populations. In FAPs, *Thra* activity in hypothyroid mice (HYPO) rose gradually and approached control levels by 14 dpi, while *Thrb* showed a sustained increase beyond control, suggesting compensatory signaling late in regeneration. In Myogenic cells, *Thra* activity transiently peaked early (5 dpi) in controls but remained blunted and less dynamic in hypothyroid muscle, consistent with delayed activation and reduced transcriptional cycling. **(B) Differential *Thra/b* transcriptional activity in control versus hypothyroid muscle regeneration.** Heatmap showing HYPO-CTRL differences in VIPER-inferred normalized enrichment scores (NES) for *Thra* (left) and *Thrb* (right) regulons across major cell populations (Myogenic, Myeloid, and FAPs) at 0, 5, and 14 days post-injury (dpi). Color intensity represents the magnitude and direction of change (red = higher *Thr* activity in HYPO; blue = lower activity in HYPO). Asterisks denote FDR-adjusted Wilcoxon p-values ( $p < 0.05 = *$ ,  $< 0.01 = **$ ,  $< 0.001 = ***$ ,  $< 0.0001 = ****$ ).

## Supplementary Figure 17

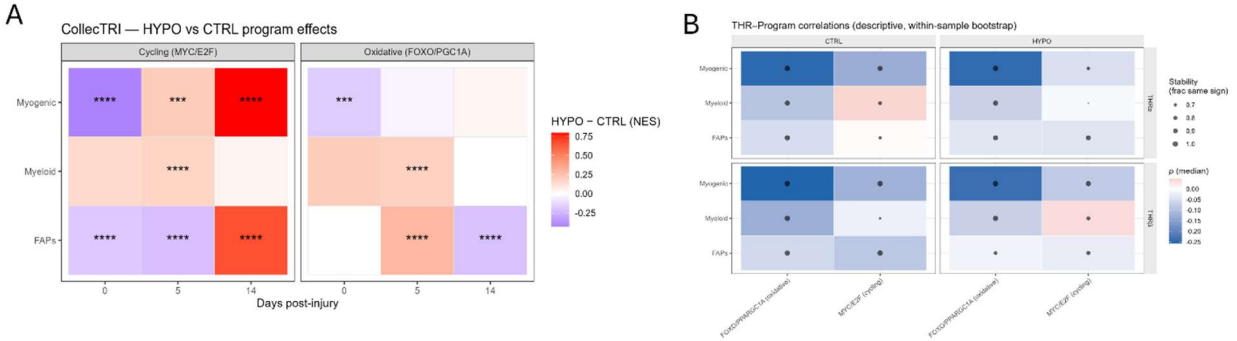

**Hypothyroidism disrupts THR-driven coordination of proliferative and metabolic programs. (A) CollectTRI-VIPER program effect sizes under hypothyroidism.** Heatmaps show HYPO- CTRL differences (delta NES) for the *Myc/E2f* and *Foxo/Ppargc1a* transcriptional programs across FAP, myogenic, and myeloid populations at 0, 5, and 14 days post-injury. Color scale represents effect magnitude (red = higher in HYPO, blue = lower in HYPO). Asterisks indicate FDR-adjusted Wilcoxon p-values (\* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001). Hypothyroidism transiently enhanced oxidative signatures early (5 dpi) while increasing proliferative *Myc/E2f* activity at 14 dpi, indicating phase-shifted transcriptional activation relative to euthyroid regeneration. **(B) Coupling between *Thra/b* activity and regenerative transcriptional programs.** Bootstrapped, within sample correlations between VIPER-inferred thyroid hormone receptor (*Thra*, *Thrb*) activities and CollectTRI-derived transcriptional programs. Each tile shows the median Spearman across single cells of the indicated type under CTRL or HYPO conditions (3 mice pooled per group). Color intensity denotes correlation direction and magnitude (blue = negative, red = positive); dot size reflects stability (fraction of 1,000 bootstraps retaining the same sign). In myogenic cells, *Thra/b* activities negatively correlated with *Foxo/Ppargc1a* and positively with *Myc/E2f* programs, supporting a THR-driven coordination of proliferative and metabolic states. These relationships weakened under hypothyroidism and were minimal in FAPs or myeloid populations. Because replicates were pooled, the analysis is descriptive, capturing within-sample variability.

Supplementary Figure 18

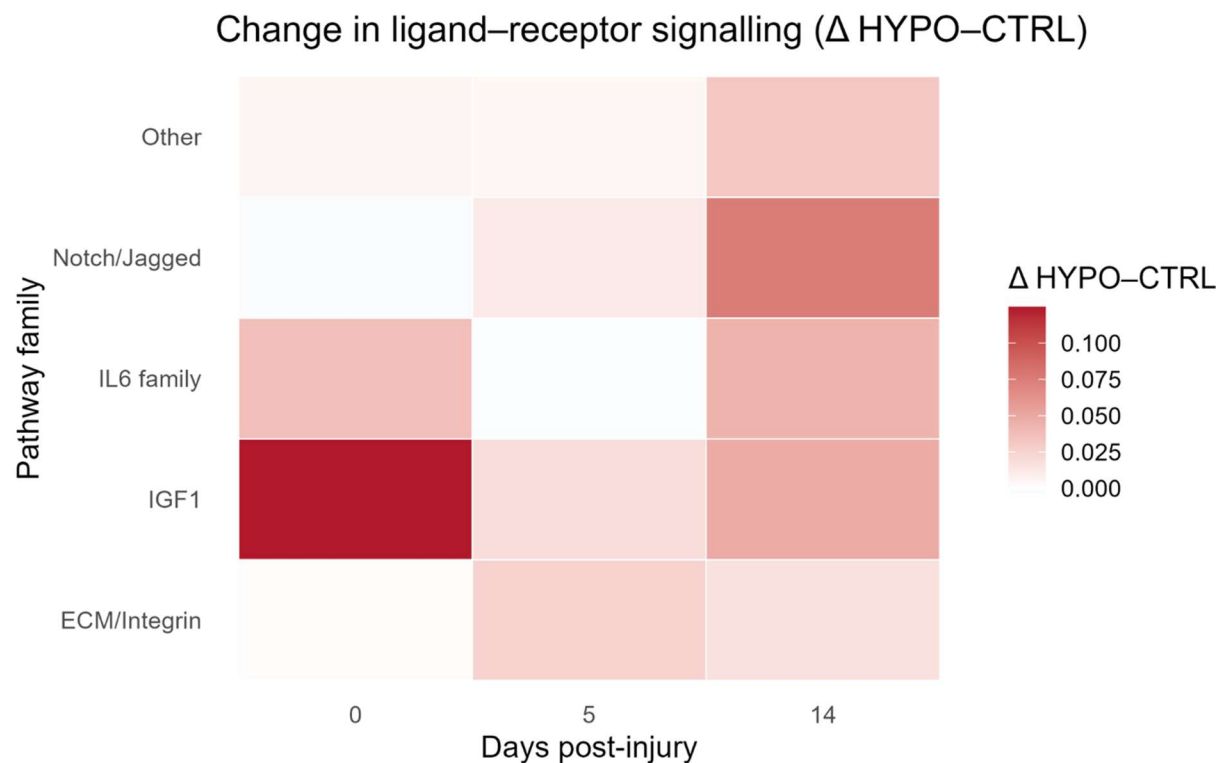

**Differential pathway activity in ligand–receptor networks under hypothyroidism.** Heatmap summarizing pathway-level changes in LR activity across timepoints. Each row corresponds to a major pathway family (ECM/Integrin, IGF1, IL-6 family cytokines, Notch/Jagged, and Other), and color intensity represents the change in mean LR interaction scores (HYPO - CTRL). Positive values (red shades) indicate stronger signaling under hypothyroid conditions, while lighter colors indicate minimal or absent differences.

Supplementary Figure 19

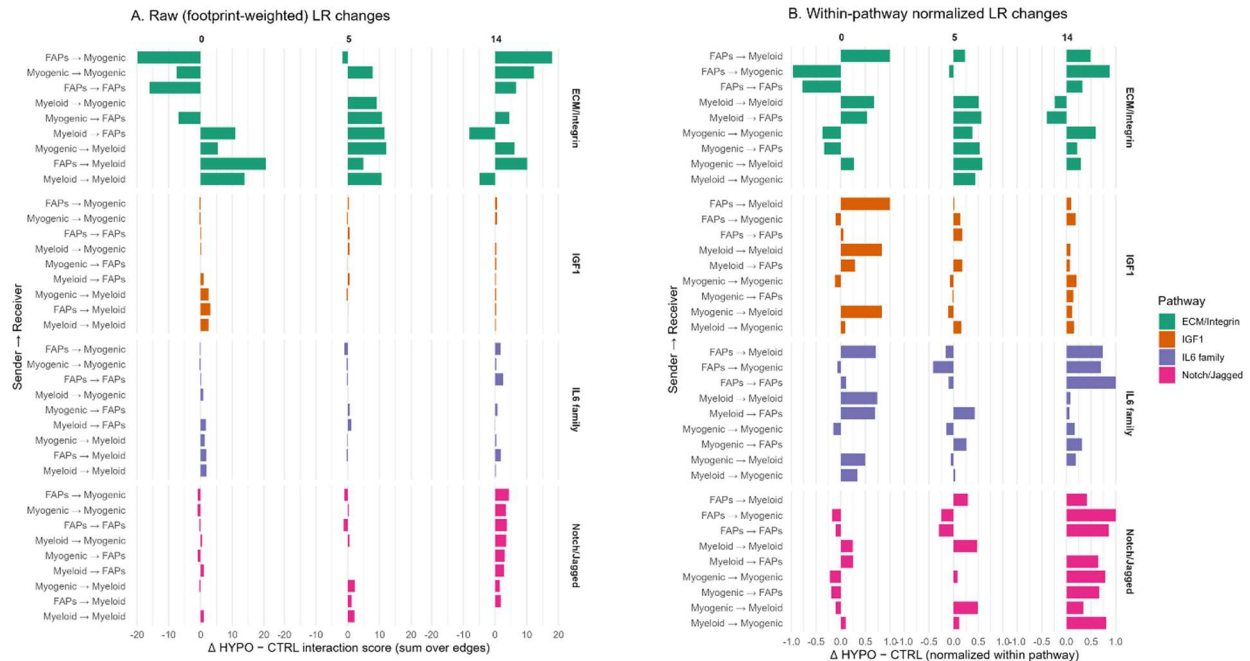

**Raw ligand-receptor interaction changes across selected pathways. (A)** Barplots showing footprint-weighted, unnormalized changes in LR interaction scores (HYPO - CTRL) for selected pathways (ECM/Integrin, IGF1, IL-6 family, Notch/Jagged). Each panel corresponds to a pathway, stratified by sender to receiver direction and regeneration stage (0, 5, 14 dpi). The raw magnitude of changes highlights the absolute dominance of ECM/Integrin signaling, with large positive and negative shifts depending on sender-receiver direction. IGF1 and IL-6 signals appear comparatively weaker in magnitude but show strong temporal specificity (IGF1 early, IL-6 late). **(B)** Barplots representing within-pathway normalized LR interaction scores (HYPO - CTRL, scaled between -1 and +1). Normalization reduces the overwhelming contribution of ECM/Integrin edges, thereby allowing direct visual comparison of temporal dynamics across pathways.

**Supplementary Table 1.** Relative proportion (shown as percentages of the total number of cells in the sample) and fold change for proliferating cells, *Myod1*<sup>+</sup> cells, and differentiated myocytes in control and hypothyroid myogenic datasets at different timepoints. FC > 1.5 is in red and FC < -1.5 is in blue. Legend: (CTRL) control; (HYPO) hypothyroid; (NI) before injury; (5d) 5 days, (14d) 14 days.

|                            |                    | <b>NI</b>   | <b>5d</b>   | <b>14d</b>  |
|----------------------------|--------------------|-------------|-------------|-------------|
| <b>Proliferating cells</b> | CTRL               | 0.0         | 78.6        | 3.2         |
|                            | HYPO               | 9.1         | 96.0        | 32.4        |
|                            | <b>Fold change</b> |             | <b>1.2</b>  | <b>10.1</b> |
| <b>Myod1+</b>              | CTRL               | 40.5        | 10.4        | 41.0        |
|                            | HYPO               | 24.5        | 1.8         | 47.3        |
|                            | <b>Fold change</b> | <b>-1.7</b> | <b>-6.0</b> | <b>1.2</b>  |
| <b>Myocytes</b>            | CTRL               | 52.1        | 7.5         | 49.4        |
|                            | HYPO               | 66.3        | 2.3         | 20.3        |
|                            | <b>Fold change</b> | <b>1.3</b>  | <b>-3.3</b> | <b>-2.4</b> |

How the deposited data were processed for this re-analysis (not part of the article)

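Single-cell RNA sequencing was done on TAM from control and hypothyroid male mice, uninjured or at 5 or 14 dpi, with 1 library for each of the 6 combinations and 3 mice pooled in each. Sample conditions were taken from the labels of the deposited samples. The authors aligned reads to the mouse genome with the Cell Ranger aligner in Partek Flow, counted UMIs per gene, filtered cells on UMIs, genes, and mitochondrial share, and scaled each cell to CPM (counts per cell scaled to a common total). The deposited values are these CPM on the log2 scale, log2(CPM + 1), as the authors normalized them before deposit. The unit was checked on the files: CPM summed to between 999975 and 1000030 in every cell. Values are listed for 12436 genes. Some genes of the lists used, such as *Myh7*, *Ucp3*, and *Xist*, are not analysed here.

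UMI counts were recovered by setting the most frequent value above 0 of each cell to 1 UMI. The smallest value above 0 was used first and was replaced, because it left more values that were not whole numbers. After the change, 99.934% of 39334018 values were whole, and 8 genes held 99.95% of the others. Cells then held 479 to 49806 UMIs and 100 to 6837 genes. These ranges go beyond the limits on UMIs and on genes that the paper prints for its filter. The recovery was tested on simulated data, where all UMIs of 300 simulated cells came back. Gene ratios were tested on simulated data as well: of 200 changed genes, 99.5% fell on the right side, and 95.7% of intervals held the true ratio. The simulated counts came from the Poisson distribution that the intervals assume, for genes with many UMIs only. They therefore cannot show how the intervals perform where UMIs are few or lie in few cells.

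The files hold 20269 cell columns, which form runs of alphabetically ordered barcodes. Of these, 1680 cells stand in files of different conditions, so the files mix cells of several samples. Only the first run of each file was used, 11207 cells in all, and the other 9062 columns were treated as being of unknown condition. This departs from the design set before the data were examined, which would have used all columns, and it was decided after the files were seen. The label of each first run could be checked only against the paper's cell numbers. Each first run held close to 50% of the cells, FAPs, and immune cells that the paper gives for its library. This goes with the labels as the paper used them, and no check apart from the paper was possible. All columns of each file were kept as an alternative. In the first runs the depth was between 2283734 and 23496434 UMIs per library, with a median between 3634 and 8055 UMIs per cell. No further filter on cells was applied, and no doublets were removed, since the doublet caller tried (scrublet in scanpy) marked 49 cells.

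Cells were clustered on 20 principal components of the 2000 most variable genes, with a graph of 15 neighbours and the Leiden method, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, and matplotlib 3.10.9. The resolution was 0.3 for all cells, 1.0 for myogenic and for immune cells, and 0.5 for FAP-like cells. Among 20 starts, the partition with the highest objective was kept. This rule was reached by a search: 6 configurations of graph and resolution were looked at, then a single start, then 8 starts with each of 2 iteration settings, and the rule was set after those partitions had been seen and before its own outcome was known. A cluster took the name of the marker list with the largest share of genes that were raised at least 2-fold and present in at least 25% of its cells. It stayed unnamed with fewer than 3 such genes, when another list led among its top genes, or when its depth was low and its top genes held no marker. The naming rule was also written after clusters had been looked at. All cells gave 10 clusters, myogenic cells 12, immune cells 23, and FAP-like cells 9, with 276 myogenic, 177 immune, and 3467 FAP-like cells left unnamed.

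The genes named were fixed before the data were examined: every gene the paper names for a population and day, lists of thyroid hormone response, sex, and ligand and receptor genes, and the 3 genes with the largest ratio each way in each population and day. The last were chosen among genes with at least 100 UMIs in the higher pool and at least 20 cells in each pool, and ranked by the end of the 95% interval of the ratio nearest 1. Genes outside that rule are said to have been chosen after their values were seen. UMIs were summed over the cells of a population and given as CPM with exact Poisson intervals, ratios with the exact interval from the binomial distribution, and shares of cells with Clopper-Pearson intervals. No test was run between conditions, since cells of a pooled library are not replicates. Where over 50% of the genes that set a class apart differed at least 2-fold between the libraries of a day, the class's share was not compared on that day. That limit was set after the shares were known and before the count of such genes was made. At exactly 50% sat monocyte/macrophage-like and lymphoid-like cells at 5 dpi, which were kept. It left out endothelial/mural-like cells at 5 dpi, lymphoid-like cells at 14 dpi, and monocyte/macrophage clusters of the immune subset and quiescent/activated clusters at 5 dpi. Myogenic progenitor-like cells stood in for the quiescent/activated cells of uninjured muscle and for Proliferating II, a choice made after the clusters and values were seen.

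PCA was run on log2(CPM + 1) of UMIs summed over myogenic cells. Ligand-receptor scores used the authors' form, a mean over pairs of mean log2 values, with gene lists in place of the authors' database. Of 108 scores, 11 that the paper's sentences name are reported in full, and others that they name with fewer alternatives. Proliferation was also measured with 25 genes in cells thinned to 1000 UMIs. Coordinates are those of GRCm39 with GENCODE annotation. There were 53 alternatives set before the data were examined, among them other resolutions, principal components, variable genes, clustering methods, averages, pseudocounts, depth limits, and removal of free RNA, and 8 were added later. Pathway enrichments, regulator activities, trajectories, and the experiments on fibers, imaging, and flow cytometry were not analysed here.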

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

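The tests of a response shared by all days, of free muscle RNA, of the number of FAPs alone, of nearly empty droplets, and of cells of another sample in a file were chosen after the results had been seen, as were the genes that shifted alike at 5 dpi. With 1 library per condition, no difference between days was tested.

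The share of FAP-like cells in hypothyroid over control muscle was 0.862 in uninjured muscle and 2.35 at 5 dpi, opposite directions whose difference was not tested. Keeping all cell columns of each file gave 0.980 for FAP-like cells at 5 dpi, and as that includes cells of unknown condition it neither supports nor excludes the rise. Lymphoid-like cells fell at 5 dpi, and a change in the number of FAPs alone would leave lymphoid-like cells per monocyte/macrophage-like cell as they were. That ratio of ratios was 0.242 (0.205 to 0.286), which speaks against the number of FAPs as the whole cause. Of the genes that set these classes apart, 50% differed between the libraries of 5 dpi, at the limit for comparing them. Cells of another sample in the files are a candidate explanation, since 1680 cells stand in files of different conditions. FAP-like cells of the first runs, 430 in control and 896 in hypothyroid muscle, numbered close to 50% of the paper's FAPs in those libraries. That argues against such cells in these first runs, unless the paper's own libraries were mixed, which stays open. Differences in how well each cell type was released from 3 pooled muscles stay open as well, and so does a response of FAPs to hypothyroidism that depends on the injury, which was not tested.

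Myocyte-like cells had ratios of 3.46 in uninjured muscle and 0.438 at 14 dpi, opposite directions whose difference was not tested. Droplets with little more than free muscle RNA could be taken for myocytes, and would be lost with a limit on depth. In cells with at least 1000 UMIs the ratio in uninjured muscle was 3.86, which argues against such droplets there. Less free RNA from muscle fibres in the hypothyroid library of 14 dpi was seen in other cells: 48 muscle genes had ratios of 0.279 in FAP-like, 0.242 in endothelial/mural-like, 0.167 in lymphoid-like, and 0.273 in monocyte/macrophage-like cells. In uninjured muscle the ratios were 3.23 in FAP-like, 1.39 in endothelial/mural-like, 1.98 in lymphoid-like, and 3.93 in monocyte/macrophage-like cells, the last from 4 and 8 cells. Free RNA and myocyte-like cells went the same way on both days, so the amount of broken fibres in each preparation may have set both, and this was not separated from an effect of hypothyroidism.

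Genes whose change between the diets the paper does not discuss shifted in several of FAP-like, endothelial/mural-like, lymphoid-like, monocyte/macrophage-like, and myogenic progenitor-like cells at 5 dpi. The median ratio of hypothyroid over control in these 5 populations was 28.5 for *H2ac24*, which was higher in each of them. With counts of 0 set to 3 UMIs, the median was 0.0119 for *Hba-a2*, which had 1 UMI in hypothyroid FAP-like cells and 0 in the other 4. For *S100a9* the median was 0.0114, the ratio in lymphoid-like cells (284 and 1 UMIs). Counts of 1 were not raised, so these medians are not upper limits. *S100a9* was higher in hypothyroid FAP-like cells, with a ratio of 2.99 (13 and 85 UMIs), so it did not shift alike in all 5. Of 1607 genes measured in all of them at 5 dpi, 18 were higher and 15 lower in each. A technical difference between the libraries of 5 dpi would move genes that belong together apart. The log2 ratios of 11 mitochondrial genes had a range of 2.56 at 5 dpi, against 0.50 in uninjured muscle and 0.57 at 14 dpi, which is what such a difference needs. These leave out *mt-Nd4l* and *mt-Nd1*, whose values had been seen, and over all 13 genes the range was 5.71 at 5 dpi, 1.04 in uninjured muscle, and 0.64 at 14 dpi. If the response to hypothyroidism were the same on every day, the 18 higher genes would be higher on the other days too. Their median ratio was 1.23 at 14 dpi and 0.970 in uninjured muscle, against 2.84 at 5 dpi, and 13 of the 18 were above 1 at 14 dpi, so the test does not decide.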

How the results depend on the processing

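The alternatives with all cell columns of each file, the doublet scores, the shared-neighbour graph, marker genes in 10% of a cluster's cells, 1 or 8 starts of the clustering, all cells of the myocyte-like population in place of the myocyte state, and ligand-receptor scores from cells thinned to 1000 UMIs were chosen after results had been seen, and the others before the data were examined. Over 336 results, the 2848 values under an alternative counted 2017 that stayed within the main value's 95% interval, 749 that left it, and 82 that turned to the other side of no change from a main value that was off it. Of those that left it, 38 also crossed to the other side of no change, from a main value whose interval includes no change. For every value given here the cause was not tested. No paired analysis was possible because each condition had 1 library.

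Among genes that the paper names, 682 of 949 values stayed within the interval, 239 moved, and 28 reversed. Among genes with the largest ratios, 430 of 729 values stayed within the interval, 276 moved, and 23 reversed. Among thyroid hormone response genes, 541 of 640 values stayed within the interval, 89 moved, and 10 reversed. Among ligand-receptor scores, 3 of 66 values stayed within the interval, 50 moved, and 13 reversed. Among shares of all cells, 175 of 202 values stayed within the interval, 23 moved, and 4 reversed. Among shares of myogenic cells, 35 of 43 values stayed within the interval, 7 moved, and 1 reversed. Among shares of immune cells, 36 of 42 values stayed within the interval, 6 moved, and 0 reversed. Among shares of FAP-like cells, 41 of 47 values stayed within the interval, 4 moved, and 2 reversed. Among shares of cells with a receptor or deiodinase UMI, 34 of 64 values stayed within the interval, 30 moved, and 0 reversed. Among shares of cells with a UMI of *Ccl6* or *C1qa*, 23 of 40 values stayed within the interval, 17 moved, and 0 reversed. Among shares of cells with proliferation genes, 7 of 8 values stayed within the interval, 0 moved, and 1 reversed.

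An alternative that removes the cells a doublet caller marks was not run, since the caller marked 49 of 11207 cells (0.437%), too few to have worked. Subtracting free RNA gave no value for 103 of 269 gene ratios, because no level above the free RNA was left in at least 1 of the libraries. Depth limits the genes with few UMIs and the classes with few cells: myocyte-like cells at 5 dpi, monocyte/macrophage-like cells in uninjured muscle, and quiescent/activated cells in uninjured muscle.

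With 30 principal components, the direction reversed to 1.03 for endothelial/mural-like cells at 14 dpi, in a clustering that left 1433 cells unnamed. With 30 principal components, values moved to 0.671 for endothelial/mural-like cells in uninjured muscle and 0.878 for proliferating share of myogenic cells at 5 dpi. With Louvain clustering, values moved to 0.855 for proliferating share of myogenic cells at 5 dpi and 0.567 for proliferating share of FAPs at 5 dpi. With all genes of at least 10 UMIs, values moved to 58.7% for the first component of myogenic cells. With at least 2 UMIs, values moved to 12.0% for *Thra* among FAP-like cells, 12.8% for *Thra* among myogenic progenitor-like cells, 1.36% for *Thra* among myocyte-like cells, 0.449% for *Thra* among immune cells, 0.631% for *Thrb* among FAP-like cells, 0% for *Thrb* among myogenic progenitor-like cells, 0.455% for *Thrb* among myocyte-like cells, 0.0897% for *Thrb* among immune cells, and 4.90% for *Dio2* among FAP-like cells. Others moved to 2.56% for *Dio2* among myogenic progenitor-like cells, 0% for *Dio2* among myocyte-like cells, 0.0299% for *Dio2* among immune cells, 0.976% for *Dio3* among FAP-like cells, 0% for *Dio3* among myogenic progenitor-like cells, and 0% for *Dio3* among immune cells.

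In cells with at least 1000 UMIs, values moved to 0.163 for myocyte-like cells at 5 dpi, -0.95 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.39 for ECM/integrin from FAPs to myogenic cells at 14 dpi, 0.57 for ECM/integrin from myogenic cells to FAPs at 14 dpi, 0.61 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, 0.42 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi, 0.38 for IGF-1 from FAPs to myogenic cells at 5 dpi, 1.58 for IGF-1 from FAPs to myogenic cells at 14 dpi, and -0.00169 for IL-6 from FAPs to myogenic cells at 5 dpi. Others moved to 0.50 for IL-6 from FAPs to myogenic cells at 14 dpi, 0.23 for Notch from FAPs to myogenic cells at 5 dpi, and 0.42 for Notch from FAPs to myogenic cells at 14 dpi. With the clustering resolution multiplied by 0.5, the direction reversed to 1.03 for proliferating share of FAPs at 5 dpi. With the clustering resolution multiplied by 0.5, values moved to 1.48 for endothelial/mural-like cells in uninjured muscle and 1.23 for homeostatic share of FAPs in uninjured muscle. With the clustering resolution doubled, values moved to 0.230 for proliferating share of myogenic cells at 5 dpi, 2.18 for monocyte/macrophage-like cells among immune cells at 5 dpi, 0.577 for proliferating share of FAPs at 5 dpi, and 0.513 for homeostatic share of FAPs at 14 dpi.

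With each cell thinned to 1000 UMIs, values moved to 0.936 for *Ccl6* among monocyte/macrophage-like cells at 5 dpi, 0.960 for *Ccl6* among monocyte/macrophage-like cells at 14 dpi, 1.80 for *Ccl6* among immune cells at 5 dpi, 0.895 for *Ccl6* among immune cells at 14 dpi, 7.58% for *Thra* among FAP-like cells, 5.12% for *Thra* among myogenic progenitor-like cells, 7.50% for *Thra* among myocyte-like cells, 0.772% for *Thra* among immune cells, and 0.632% for *Thrb* among FAP-like cells. Others moved to 0% for *Thrb* among myogenic progenitor-like cells, 0.625% for *Thrb* among myocyte-like cells, 0.161% for *Thrb* among immune cells, 3.14% for *Dio2* among FAP-like cells, 0.640% for *Dio2* among myogenic progenitor-like cells, 0% for *Dio2* among myocyte-like cells, 0.0322% for *Dio2* among immune cells, 0.336% for *Dio3* among FAP-like cells, and 0% for *Dio3* among myogenic progenitor-like cells. Others moved to 0% for *Dio3* among immune cells. With each library thinned to the UMI total of the smallest, values moved to 54.7% for the first component of myogenic cells. With log2 of summed UMIs, the direction reversed to -0.11 for ECM/integrin from FAPs to myogenic cells at 14 dpi, -0.12 for ECM/integrin from myogenic cells to FAPs at 14 dpi, -0.23 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, -0.24 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi, -0.18 for IGF-1 from FAPs to myogenic cells at 5 dpi, -0.22 for Notch from FAPs to myogenic cells at 5 dpi, and -0.20 for Notch from FAPs to myogenic cells at 14 dpi.

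With log2 of summed UMIs, values moved to -0.23 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.99 for IGF-1 from FAPs to myogenic cells at 14 dpi, -0.29 for IL-6 from FAPs to myogenic cells at 5 dpi, and 0.38 for IL-6 from FAPs to myogenic cells at 14 dpi. With the mean over cells of CPM, the direction reversed to 0.816 for *Myh1* in cells of the myocyte state at 14 dpi, 1.14 for *Smoc2* in FAP-like cells at 5 dpi, 1.11 for *Acta2* in myogenic cells in uninjured muscle, 0.968 for *Klf9* in FAP-like cells in uninjured muscle, 0.559 for *Klf9* in myocyte-like cells at 14 dpi, and 1.12 for *Atp2a1* in myocyte-like cells at 14 dpi.

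With the mean over cells of log2(CPM + 1), the direction reversed to 0.790 for *Fos* in myogenic progenitor-like cells in uninjured muscle, 1.33 for *Cdkn1c* in myogenic progenitor-like cells at 5 dpi, 1.09 for *H2-Eb1* in myogenic progenitor-like cells at 5 dpi, 1.06 for *H2-Aa* in myogenic progenitor-like cells at 5 dpi, 1.01 for *Ctss* in myogenic progenitor-like cells at 5 dpi, 1.23 for *Col1a2* in myogenic cells at 14 dpi, 1.65 for *Il33* in FAP-like cells in uninjured muscle, 1.53 for *Smoc2* in FAP-like cells at 5 dpi, and 1.79 for *Smoc2* in FAP-like cells at 14 dpi. There it also reversed to 1.28 for *Igf1* in FAP-like cells at 14 dpi, 0.997 for *Cnr1* in FAP-like cells in uninjured muscle, 0.413 for *Hbb-bs* in endothelial/mural-like cells in uninjured muscle, 1.35 for *Gzmb* in lymphoid-like cells in uninjured muscle, 1.01 for *Ccl5* in lymphoid-like cells in uninjured muscle, 1.08 for *Lyz1* in monocyte/macrophage-like cells at 14 dpi, 1.11 for *Acta2* in myocyte-like cells in uninjured muscle, 0.716 for *Ccn1* in myogenic cells in uninjured muscle, and 1.23 for *Acta2* in myogenic cells in uninjured muscle. There it also reversed to 0.506 for *Klf9* in FAP-like cells in uninjured muscle, 0.389 for *Klf9* in myocyte-like cells at 14 dpi, and 1.65 for *Atp2a1* in myocyte-like cells at 14 dpi. With the mean over cells of log2(CPM + 1), values moved to 89.2% for the first component of myogenic cells. With the median of the pairs, the direction reversed to 0.0756 for IL-6 from FAPs to myogenic cells at 5 dpi and -0.00304 for Notch from FAPs to myogenic cells at 5 dpi.

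With the median of the pairs, values moved to -0.73 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.62 for ECM/integrin from FAPs to myogenic cells at 14 dpi, 0.58 for ECM/integrin from myogenic cells to FAPs at 14 dpi, 0.68 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, 0.48 for IL-6 from FAPs to myogenic cells at 14 dpi, and 0.38 for Notch from FAPs to myogenic cells at 14 dpi. With each cell named from marker lists, the direction reversed to 1.73 for *Ctss* in myogenic progenitor-like cells at 5 dpi, 1.00 for *Ccl7* in FAP-like cells in uninjured muscle, 0.872 for *Hbb-bt* in endothelial/mural-like cells in uninjured muscle, 3.80 for *Gzmb* in lymphoid-like cells in uninjured muscle, 1.80 for *Cxcl1* in myocyte-like cells in uninjured muscle, 0.682 for *Klf9* in myocyte-like cells at 14 dpi, and 1.40 for *Nrgn* in monocyte/macrophage-like cells at 5 dpi. With each cell named from marker lists, values moved to 0.716 for FAP-like cells in uninjured muscle, 1.101 for FAP-like cells at 14 dpi, 0.421 for endothelial/mural-like cells in uninjured muscle, 0.973 for endothelial/mural-like cells at 14 dpi, 0.273 for lymphoid-like cells in uninjured muscle, 1.67 for monocyte/macrophage-like cells at 5 dpi, 3.42 for monocyte/macrophage-like cells at 14 dpi, 2.39 for myogenic progenitor-like cells at 14 dpi, and 0.128 for myocyte-like cells at 5 dpi. Others moved to 0.898 for proliferating share of myogenic cells at 5 dpi, 0.433 for lymphoid share of immune cells at 5 dpi, and 2.29 for monocyte/macrophage-like cells among immune cells at 5 dpi. With a pseudocount of 10, values moved to 73.0% for the first component of myogenic cells.

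As a share of all cells of the library, values moved to 3.64 for myocyte share of myogenic cells in uninjured muscle, 0.835 for proliferating share of myogenic cells at 5 dpi, 0.322 for lymphoid share of immune cells at 5 dpi, 2.46 for monocyte/macrophage share of immune cells at 14 dpi, 2.32 for lymphoid share of immune cells at 14 dpi, 1.49 for *Ccl6* among monocyte/macrophage-like cells at 5 dpi, 2.98 for *Ccl6* among monocyte/macrophage-like cells at 14 dpi, 1.46 for *Ccl6* among immune cells at 5 dpi, and 2.96 for *Ccl6* among immune cells at 14 dpi. Others moved to 5.60 for *C1qa* among monocyte/macrophage-like cells at 5 dpi, 3.30 for *C1qa* among monocyte/macrophage-like cells at 14 dpi, 5.29 for *C1qa* among immune cells at 5 dpi, and 3.30 for *C1qa* among immune cells at 14 dpi. With the glial-like clusters kept, values moved to 0.799 for proliferating share of myogenic cells at 5 dpi.

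With all cell columns of each file (chosen after seeing the data), the direction reversed to 0.980 for FAP-like cells at 5 dpi, 1.01 for lymphoid-like cells at 5 dpi, 1.29 for proliferating share of myogenic cells at 5 dpi, 2.81 for proliferating share of FAPs at 5 dpi, 2.04 for proliferation genes among FAP-like cells at 5 dpi, 0.359 for *Fos* in myogenic progenitor-like cells in uninjured muscle, 1.04 for *Cdkn1c* in myogenic progenitor-like cells at 5 dpi, 0.574 for *C1qb* in myogenic progenitor-like cells at 5 dpi, and 0.723 for *Lum* in FAP-like cells in uninjured muscle. There it also reversed to 0.562 for *Cxcl3* in FAP-like cells in uninjured muscle, 1.55 for *Ccnd1* in FAP-like cells in uninjured muscle, 0.892 for *Lum* in FAP-like cells at 5 dpi, 1.25 for *Ccnd1* in FAP-like cells at 5 dpi, 1.099 for *Ccn4* in FAP-like cells at 5 dpi, 0.931 for *C1qa* in immune cells at 14 dpi, 0.909 for *C1qa* in monocyte/macrophage-like cells at 14 dpi, 0.0741 for *Hbb-bs* in endothelial/mural-like cells in uninjured muscle, and 0.0216 for *Hba-a1* in endothelial/mural-like cells in uninjured muscle. There it also reversed to 0.904 for *Hbb-bt* in endothelial/mural-like cells in uninjured muscle, 0.544 for *Ctla2a* in lymphoid-like cells in uninjured muscle, 0.760 for *Acta1* in lymphoid-like cells in uninjured muscle, 0.576 for *Ckm* in lymphoid-like cells in uninjured muscle, 1.69 for *Gzmb* in lymphoid-like cells in uninjured muscle, 1.68 for *S100a9* in lymphoid-like cells at 5 dpi, 2.31 for *S100a8* in lymphoid-like cells at 5 dpi, 0.433 for *Mgst1* in myogenic cells at 14 dpi, and 1.12 for *Bcl3* in FAP-like cells at 5 dpi. There it also reversed to 1.05 for *Klf9* in endothelial/mural-like cells in uninjured muscle and 0.32 for IL-6 from FAPs to myogenic cells at 5 dpi.

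With all cell columns of each file (chosen after seeing the data), values moved to 0.622 for FAP-like cells in uninjured muscle, 0.953 for FAP-like cells at 14 dpi, 0.581 for endothelial/mural-like cells in uninjured muscle, 0.841 for endothelial/mural-like cells at 14 dpi, 3.44 for lymphoid-like cells in uninjured muscle, 1.74 for monocyte/macrophage-like cells at 5 dpi, 1.87 for monocyte/macrophage-like cells at 14 dpi, 0.796 for lymphoid share of immune cells at 5 dpi, and 1.36 for monocyte/macrophage-like cells among immune cells at 5 dpi. Others moved to 1.32 for *Ccl6* among immune cells at 5 dpi, 2.36 for *C1qa* among monocyte/macrophage-like cells at 5 dpi, 1.09 for *C1qa* among monocyte/macrophage-like cells at 14 dpi, 3.09 for *C1qa* among immune cells at 5 dpi, 1.11 for *C1qa* among immune cells at 14 dpi, 52.7% for the first component of myogenic cells, -0.96 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.81 for ECM/integrin from FAPs to myogenic cells at 14 dpi, and 0.67 for ECM/integrin from myogenic cells to FAPs at 14 dpi. Others moved to 0.29 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, 0.18 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi, 0.38 for IGF-1 from FAPs to myogenic cells at 5 dpi, 1.26 for IGF-1 from FAPs to myogenic cells at 14 dpi, 0.53 for IL-6 from FAPs to myogenic cells at 14 dpi, 0.53 for Notch from FAPs to myogenic cells at 5 dpi, and 0.46 for Notch from FAPs to myogenic cells at 14 dpi. With marker genes required in 10% of a cluster's cells (chosen after seeing the data), the direction reversed to 1.02 for endothelial/mural-like cells at 14 dpi. That setting left 2332 cells unnamed.

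With marker genes required in 10% of a cluster's cells (chosen after seeing the data), values moved to 1.99 for FAP-like cells at 5 dpi, 0.671 for endothelial/mural-like cells in uninjured muscle, and 0.567 for lymphoid share of immune cells at 5 dpi. With scores from cells thinned to 1000 UMIs (chosen after seeing the data), the direction reversed to -0.32 for ECM/integrin from FAPs to myogenic cells at 14 dpi, -0.15 for IGF-1 from FAPs to myogenic cells at 5 dpi, and -0.23 for IGF-1 from FAPs to myogenic cells at 14 dpi. With scores from cells thinned to 1000 UMIs (chosen after seeing the data), values moved to -0.64 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.15 for ECM/integrin from myogenic cells to FAPs at 14 dpi, 0.0932 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, 0.15 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi, -0.11 for IL-6 from FAPs to myogenic cells at 5 dpi, 0.18 for IL-6 from FAPs to myogenic cells at 14 dpi, 0.0425 for Notch from FAPs to myogenic cells at 5 dpi, and 0.0577 for Notch from FAPs to myogenic cells at 14 dpi. With a shared-neighbour graph (chosen after seeing the data), values moved to 0.604 for endothelial/mural-like cells in uninjured muscle. Without the 5% of each library's cells with the highest doublet scores (chosen after seeing the data), the direction reversed to 4.30 for *H2-Eb1* in myogenic progenitor-like cells at 5 dpi, 4.52 for *H2-Aa* in myogenic progenitor-like cells at 5 dpi, 1.23 for *H2-Ab1* in myogenic progenitor-like cells at 5 dpi, and 1.02 for *Gzmb* in lymphoid-like cells in uninjured muscle.

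Without the 5% of each library's cells with the highest doublet scores (chosen after seeing the data), values moved to 15.3 for monocyte/macrophage-like cells in uninjured muscle, -0.85 for ECM/integrin from FAPs to myogenic cells in uninjured muscle, 0.59 for ECM/integrin from FAPs to myogenic cells at 14 dpi, 0.71 for ECM/integrin from myogenic cells to FAPs at 14 dpi, 0.63 for ECM/integrin from myogenic cells to monocyte/macrophages at 5 dpi, 0.40 for ECM/integrin from monocyte/macrophages to myogenic cells at 5 dpi, 0.32 for IGF-1 from FAPs to myogenic cells at 5 dpi, 1.57 for IGF-1 from FAPs to myogenic cells at 14 dpi, and -0.0393 for IL-6 from FAPs to myogenic cells at 5 dpi. Others moved to 0.55 for IL-6 from FAPs to myogenic cells at 14 dpi, 0.20 for Notch from FAPs to myogenic cells at 5 dpi, and 0.47 for Notch from FAPs to myogenic cells at 14 dpi.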

Differences from the paper's values

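Alternatives set before the data were examined are said to close a gap when their value lies within 1.5-fold of the paper's, or within the counting error of the ratio. Fold changes of genes are signed, so that a negative number is the fold by which a level was lower in hypothyroid cells.

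The cells analysed numbered 11207, and the paper's number is 22409; the later runs of barcodes were left out, and no alternative set before the data were examined changes it. The share of monocyte/macrophage-like cells among immune-like cells at 5 dpi had a ratio of hypothyroid over control of 1.98, and the paper's is 4.4; none of the alternatives set before the data were examined (1.96 to 2.29) closed the gap. Cells with a UMI of *Ccl6* among monocyte/macrophage-like cells at 5 dpi had a ratio of control over hypothyroid of 0.886, and the paper's is 5.9; none of the alternatives set before the data were examined (0.672 to 1.07) closed the gap. Cells with a UMI of *C1qa* among monocyte/macrophage-like cells at 5 dpi had a ratio of hypothyroid over control of 4.24, and the paper's is 2.8; none of the alternatives set before the data were examined (4.59 to 5.60) closed the gap. Without the 5% of each library's cells with the highest doublet scores, a setting chosen after seeing the values, the ratio of hypothyroid over control was 4.08 for *C1qa* among monocyte/macrophage-like cells at 5 dpi, which closed the gap. With all cell columns of each file, a setting chosen after seeing the values, the ratio of hypothyroid over control was 2.36 for *C1qa* among monocyte/macrophage-like cells at 5 dpi, which closed the gap. The homeostatic share of FAP-like cells at 14 dpi had a ratio of control over hypothyroid of 1.48, and the paper gives 1.5 for its cluster I, within the limits set here, and 2.3 for its cluster II, which differs; the gap closed with the clustering resolution multiplied by 0.5 (1.83), with the clustering resolution doubled (1.95), with 30 principal components (1.55), with Louvain clustering (1.68), and not with 4000 variable genes (1.43), in cells with at least 1000 UMIs (1.51). With a shared-neighbour graph, a setting chosen after seeing the values, the ratio of hypothyroid over control was 0.562 for homeostatic share of FAPs at 14 dpi, which closed the gap. The proliferating share of myogenic cells at 5 dpi had a ratio of hypothyroid over control of 0.452, and the paper's is 1.14; the gap closed with 30 principal components (0.878), with Louvain clustering (0.855), with each cell named from marker lists (0.898), with the glial-like clusters kept (0.799), as a share of all cells of the library (0.835), and not with the clustering resolution doubled (0.230), with 4000 variable genes (0.407), in cells with at least 1000 UMIs (0.454). With all cell columns of each file, a setting chosen after seeing the values, the ratio of hypothyroid over control was 1.29 for proliferating share of myogenic cells at 5 dpi, which closed the gap. The alternatives set before the data were examined that closed this gap did so in size only. They all stayed on the other side of no change from the paper's value, and the share of all cells has another denominator. The gap was judged against 1.14, and the paper's supplement also prints a slightly higher fold change for proliferating cells at 5 dpi.

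*Gpd1* in cells of the myocyte state in uninjured muscle had a fold change of -2.02, and the paper's is 2.8; none of the alternatives set before the data were examined (-2.44 to -1.67) closed the gap. *C1qa* in myogenic progenitor-like cells at 5 dpi had a fold change of -1.36, and the paper's is 11; the gap closed with each cell named from marker lists (4.72), and not under the other 5 alternatives set before the data were examined (-1.88 to 1.18). *Car3* in cells of the myocyte state at 14 dpi had a fold change of 3.91, and the paper's is 6.8; none of the alternatives set before the data were examined (2.09 to 12.9) closed the gap. *Cs* in cells of the myocyte state in uninjured muscle had a fold change of -1.48, and the paper's is 2.9; none of the alternatives set before the data were examined (-1.77 to -1.10) closed the gap. *Pvalb* in cells of the myocyte state at 14 dpi had a fold change of -3.56, and the paper's is -1.7; the gap closed with the mean over cells of CPM (-2.13), and not under the other 6 alternatives set before the data were examined (-13.1 to -3.19). *Cdkn2a* in myogenic progenitor-like cells at 5 dpi had a fold change of 2.66, and the paper's is 6.3; none of the alternatives set before the data were examined (2.35 to 4.12) closed the gap.

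*H2-Eb1* in myogenic progenitor-like cells at 5 dpi had a fold change of -6.69, and the paper's is 2.3; none of the alternatives set before the data were examined (-8.36 to 1.09) closed the gap. *Cdkn1c* in myogenic progenitor-like cells at 5 dpi had a fold change of -1.27, and the paper's is -2.2; none of the alternatives set before the data were examined (-1.38 to 1.33) closed the gap. *H2-Aa* in myogenic progenitor-like cells at 5 dpi had a fold change of -15.8, and the paper's is 1.6; the gap closed with the mean over cells of log2(CPM + 1) (1.06), and not under the other 5 alternatives set before the data were examined (-17.4 to -6.80). *Myod1* in myogenic progenitor-like cells in uninjured muscle had a fold change of -2.89, and the paper's is -9.1; the gap closed with the mean over cells of log2(CPM + 1) (-13.6), and not under the other 6 alternatives set before the data were examined (-2.90 to -2.36). *Ctsb* in myogenic progenitor-like cells at 5 dpi had a fold change of -1.09, and the paper's is 1.7; the gap closed with the mean over cells of log2(CPM + 1) (1.38), with each cell named from marker lists (1.55), and not with the mean over cells of CPM (-1.10), with a pseudocount of 10 CPM (-1.08), in cells with at least 1000 UMIs (-1.09), without mitochondrial, ribosomal, and haemoglobin genes (-1.01). *Jun* in myogenic progenitor-like cells in uninjured muscle had a fold change of -1.54, and the paper's is 5.1; none of the alternatives set before the data were examined (-1.54 to 1.30) closed the gap.

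*Myog* in myogenic progenitor-like cells at 5 dpi had a fold change of -5.54, and the paper's is -3; the gap closed with the mean over cells of CPM (-2.16), and not under the other 6 alternatives set before the data were examined (-6.44 to -1.48). *Ctss* in myogenic progenitor-like cells at 5 dpi had a fold change of -2.21, and the paper's is 7.4; none of the alternatives set before the data were examined (-2.82 to 1.73) closed the gap. *Myh4* in cells of the myocyte state at 14 dpi had a fold change of -2.92, and the paper's is -140.6; none of the alternatives set before the data were examined (-22.6 to -1.48) closed the gap. *Fos* in myogenic progenitor-like cells in uninjured muscle had a fold change of 2.50, and the paper's is 27; none of the alternatives set before the data were examined (-1.27 to 7.21) closed the gap. *Myh1* in cells of the myocyte state at 14 dpi had a fold change of 2.05, and the paper's is 103; none of the alternatives set before the data were examined (-1.23 to 16.5) closed the gap. *Myod1* in myogenic progenitor-like cells at 5 dpi had a fold change of -2.79, and the paper's is -4.5; the gap closed with the mean over cells of CPM (-4.96), with each cell named from marker lists (-3.03), and not under the other 5 alternatives set before the data were examined (-2.80 to -2.07).

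*Myf6* in cells of the myocyte state at 14 dpi had a fold change of -1.17, and the paper's is -7.7; none of the alternatives set before the data were examined (-1.48 to 1.33) closed the gap.

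Shares that were computed and left out, because most of the genes that set the class apart also differed between the libraries, were the following. Monocyte/macrophage clusters of the immune subset at 5 dpi had a ratio of hypothyroid over control of 2.40, and the paper's is 4.4. With the clustering resolution doubled (3.34) and with 30 principal components (3.85) the gap closed, and it did not with the resolution multiplied by 0.5 (2.57), 4000 variable genes (2.41), Louvain clustering (2.59), cells named from marker lists (2.44), cells with at least 1000 UMIs (2.41), or the share of all cells (1.60). Marker genes required in 10% of a cluster's cells, a setting chosen after seeing the values, gave 4.23 and closed the gap. Lymphoid-like cells at 14 dpi had a ratio of 2.29 among all cells, 2.27 to 7.06 under the alternatives set before the data were examined, and the paper's is 2.0. Endothelial/mural-like cells at 5 dpi had a ratio of 0.447.

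Of 42 changes between the diets that Fig. 4C shows, each of a gene in a population on a day, 16 had the paper's direction with an interval off 1 (among them *C1qb* in myogenic progenitor-like cells at 5 dpi, at a level below that in FAP-like cells), 3 the other direction (*H2-Eb1*, *H2-Aa*, and *Ctss* in myogenic progenitor-like cells at 5 dpi), and 15 an interval that includes 1. For the other 8 no ratio could be formed, among them *Myh1*, *Myh3*, and *Myog* in uninjured progenitor-like cells and *Mymx* at 14 dpi, which the paper states as changed. Another of the 8 was *Myh3* in the myocyte state at 14 dpi, where the paper's fold change is -5.3. Over all myogenic cells of that day, *Myh3* had 0 UMIs in control and 192 in hypothyroid muscle, the other direction.

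The paper states that control myogenic cells at 14 dpi lie close to uninjured ones. Over all components they were 109 from uninjured and 99.8 from 5 dpi control cells, in pools of unequal depth. It finds no quiescent/activated cluster in hypothyroid muscle, where 31 cells of 5 dpi and 8 cells of 14 dpi were in clusters named so, and 51 and 12 with both diets clustered together. In uninjured muscle that name took only 1 of 74 control and 3 of 85 hypothyroid cells. At 5 dpi, 12 of the 20 genes behind it differed between the libraries. These clusters may not match the paper's, so the counts do not decide the point. It states proliferative cells in uninjured hypothyroid muscle and a marked rise by 14 dpi. In hypothyroid muscle the counts were 0 of 85, 42 of 185, and 4 of 69 cells at 0, 5, and 14 dpi. The paper's supplement gives the rise as hypothyroid over control. With both diets clustered together, 1 of 163 control and 4 of 69 hypothyroid cells at 14 dpi gave a ratio of 9.45. That is near the paper's fold change, and the intervals overlapped, which does not exclude a difference. Clustered alone, the diets had shares of 3.07% and 5.80%. The paper gives fewer hypothyroid myocytes at 5 dpi, where the shares of myogenic cells were 6.19% and 2.70% with overlapping intervals. Collagen and integrin pathways are given as more active in control myogenic cells at 14 dpi, and their enrichment was not recomputed. Levels of single genes went both ways and do not decide whether the pathways differed. The ratio of hypothyroid over control was 1.27 for *Col3a1*, 1.33 for *Col4a1*, and 1.35 for *Itgb1*. It was 0.0585 for *Col1a1* and 0.526 for *Col1a2*, and *Col4a2*, *Col5a1*, *Col6a1*, and *Itga7* had intervals that include 1. A homeostatic FAP population is given as larger in uninjured hypothyroid muscle, where the homeostatic state as a whole was 25.1% in control and 21.4% in hypothyroid muscle. IGF-1 signaling is given as raised for a time, and the difference of its score was 0.33 at 5 dpi and 1.61 at 14 dpi. With scores from cells thinned to 1000 UMIs, chosen after the scores had been seen, it was -0.15 for IGF-1 from FAPs to myogenic cells at 5 dpi and -0.23 for IGF-1 from FAPs to myogenic cells at 14 dpi.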

Other observations

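The test of cells of another sample in a file was chosen after its result had been seen, and the tests of doublets and of depth after the patterns they concern and before their own results.

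Later runs of barcodes, whose condition is not known, differed from the first run of the same file. *Gm10076* was at 3043 CPM in the first run of the hypothyroid 5 dpi file and at 637 and 186 CPM in its later runs. *Gstp1* was at 20.2 CPM in the first run of the control 14 dpi file and at 146 and 20.8 CPM in its later runs. *mt-Nd4l* was at 35.1 CPM in the first and 396 CPM in the later run of the control 5 dpi file. Some later runs were close in cell number and level to the first run of another file: the second run of the control 14 dpi file and the first of the uninjured control file both held 1152 cells, with *Gstp1* at 155 CPM in the latter, and the second run of the hypothyroid 5 dpi file and the first of the uninjured hypothyroid file both held 528 cells, with *Gstp1* at 212 and 201 CPM. *Gstp1* was at 4.76 CPM in the third run of the hypothyroid 5 dpi file and 4.79 CPM in the first of the control 5 dpi file. There, *mt-Nd4l* was at 41.2 and 35.1 CPM. It was at 396 CPM in the later control 5 dpi run and 387 CPM in the first control 14 dpi run. The third run of the control 14 dpi file held 1649 cells, and the first of the hypothyroid 14 dpi file 1650. No condition was assigned to cells from these matches. These genes were chosen after their values were seen. The files may hold cells of other samples, for which the test was whether cells of a later run stand in another file: 1680 cells do. The label of each file's first run could be checked only against the paper's numbers of cells, FAPs, and immune cells per library. The first runs held close to 50% of each, which goes with the labels as the paper used them.

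MHC class II genes were lower in hypothyroid than in control myogenic progenitor-like cells at 5 dpi. A few immune cells or doublets among the control cells could give such a difference, and would put the UMIs into few cells. In control, 98.7% of the UMIs of *H2-Aa* lay in 3 of 104 cells, as that explanation needs. Taking out the 5% of each library's cells with the highest doublet scores turned the direction of *H2-Aa*, *H2-Eb1*, and *H2-Ab1*.

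Ligand-receptor scores that change sign on summed UMIs could reflect a difference in UMIs per cell between the libraries, since a mean of log2(CPM + 1) rises with depth. After each cell was thinned to 1000 UMIs, a median of 16.1% of the difference was left over 7 such scores, from -56.4% to 37.2%, and 2 of the 7 changed sign. These 7 are among the 11 scores that are reported in full. Over all 52 of the 108 scores that change sign on summed UMIs, a median of 19.0% was left and 12 kept over 50%, and over the 55 that keep their sign the median was 31.8%, so the loss is not particular to scores that change sign. That wider count was made after the 7 had been seen. The IGF-1 score from FAP-like to myogenic cells at 14 dpi, which is not among the 7, changed sign on thinning as well.

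Thyroid hormone response genes were compared as a list fixed before the data were examined. In FAP-like cells, the ratio of hypothyroid over control in uninjured muscle, at 5 dpi, and at 14 dpi was 0.623, 0.553, and 0.475 for *Hr* (chromosome 14, from 70789652 to 70810989 in GRCm39), with an interval below 1 on each day. *Klf9* (chromosome 19, from 23118590 to 23145499) had ratios of 1.08, 0.440, and 0.833 in FAP-like cells, 0.542, 0.190, and 0.851 in endothelial/mural-like cells, 1.54, 0.444, and 0.798 in myogenic progenitor-like cells, and 0.320 and 0.411 in monocyte/macrophage-like cells at 5 and 14 dpi. *Dio3* in FAP-like cells had ratios of 3.53, 0.102, and 1.69, of which that at 5 dpi alone had an interval off 1. *Atp2a1* had ratios of 4.90, 0.289, and 0.217 in FAP-like cells, which follow free muscle RNA. *Bcl3* had ratios of 1.41, 0.673, and 0.960 in FAP-like cells and 0.653 and 0.618 in monocyte/macrophage-like cells at 5 and 14 dpi. *Thrsp* (0.124) and *Nrgn* (0.138) were lower in FAP-like cells at 14 dpi, from few UMIs. *Slc2a4* had a ratio of 0.208 in uninjured and 1.02 in 14 dpi myocyte-like cells. *Myh2* had 4 and 8 UMIs in myocyte-like cells at 14 dpi. The other genes of the list, *Dio1*, *Ucp3*, *Myh7*, and *Hcn2*, are not analysed here. No biological explanation was tested.

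Genes from chromosome Y were found in each library, as in the male mice that the paper describes. *Ddx3y* was at 235 and 231 CPM in uninjured control and hypothyroid muscle, 133 and 86.9 CPM at 5 dpi, and 161 and 154 CPM at 14 dpi. *Eif2s3y* was between 38.9 and 60.4 CPM, *Kdm5d* between 7.28 and 17.8 CPM, and *Uty* between 12.3 and 32.7 CPM. *Xist* is not analysed here.

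The genes with the largest ratios in each population, picked by a rule set before the data were examined (3 higher and 3 lower, ranked by the end of the ratio's interval nearest 1), included the following. In FAP-like cells, *Cnr1* (16.1) was among the highest and *Cxcl5* (0.0212) and *Mgp* (0.0706) among the lowest in uninjured muscle. At 5 dpi *Ifnb1* in FAP-like cells had 0 UMIs in control and 239 in hypothyroid muscle, at least 36.4-fold higher, and *Saa3* had a ratio of 0.0142. At 14 dpi *Npy* (28.7) and *Trem2* (29.2) were among the highest. In monocyte/macrophage-like cells, *Hamp* had a ratio of 96.7 at 5 dpi, and *Mmp12* (18.0) and *Mfge8* (24.4) were among the highest at 14 dpi. Myogenic progenitor-like cells of 5 dpi had *Gstp1* (101) among the highest and *Rgs5* (0.0174) among the lowest. In myogenic cells at 14 dpi, *Myh3* had 0 UMIs in control and 192 in hypothyroid muscle, at least 68.9-fold higher. No biological explanation was tested for these genes, and the shifts shared by all populations at 5 dpi are among them.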
